# Single cell regulatory landscape of the mouse kidney highlights cellular differentiation programs and disease targets

**DOI:** 10.1038/s41467-021-22266-1

**Published:** 2021-04-15

**Authors:** Zhen Miao, Michael S. Balzer, Ziyuan Ma, Hongbo Liu, Junnan Wu, Rojesh Shrestha, Tamas Aranyi, Amy Kwan, Ayano Kondo, Marco Pontoglio, Junhyong Kim, Mingyao Li, Klaus H. Kaestner, Katalin Susztak

**Keywords:** Data integration, Gene regulatory networks, Differentiation, Epigenomics

## Abstract

Determining the epigenetic program that generates unique cell types in the kidney is critical for understanding cell-type heterogeneity during tissue homeostasis and injury response. Here, we profile open chromatin and gene expression in developing and adult mouse kidneys at single cell resolution. We show critical reliance of gene expression on distal regulatory elements (enhancers). We reveal key cell type-specific transcription factors and major gene-regulatory circuits for kidney cells. Dynamic chromatin and expression changes during nephron progenitor differentiation demonstrates that podocyte commitment occurs early and is associated with sustained *Foxl1* expression. Renal tubule cells follow a more complex differentiation, where *Hfn4a* is associated with proximal and *Tfap2b* with distal fate. Mapping single nucleotide variants associated with human kidney disease implicates critical cell types, developmental stages, genes, and regulatory mechanisms. The single cell multi-omics atlas reveals key chromatin remodeling events and gene expression dynamics associated with kidney development.

## Abstract (web summary)

Epigenetic and transcriptional dynamics are critical for both tissue homeostasis and injury response in the kidney. Leveraging a single cell multiomics atlas of the developing mouse kidney, the authors reveal key events in chromatin regulation and gene expression dynamics during postnatal development.

## Introduction

The mammalian kidney maintains fluid, electrolyte, and metabolite balance of the body and plays an essential role in blood pressure regulation and red blood cell homeostasis. The human kidney makes roughly 180 liters of primary filtrate each day that is then reabsorbed and modified by a long tubule segment. To perform this highly choreographed and sophisticated function, the kidney contains close to 20 highly specialized epithelial cells. The renal glomerulus acts as a 60 kD size-selective filter. The proximal part of the tubules is responsible for reclaiming more than 70% of the primary filtrate, which is done via unregulated active and passive paracellular transport^1^, while the loop of Henle plays an important role in concentrating the urine. The distal convoluted tubule is critical for regulated sodium reabsorption. The last segment of kidney tubules is the collecting duct, where the final concentration of the urine is determined via regulation of water channels, acid, or base secretion. Understanding the development of these diverse cell types in the kidney is essential to understand kidney homeostasis, disease, and regeneration.

The mammalian kidney develops from the intermediate mesoderm via a complex interaction between the ureteric bud and the metanephric mesenchyme^2^. In the mouse kidney, Six2 marks the self-renewing nephron progenitor population^3^. The nephron progenitors commit and undergo a mesenchymal-to-epithelial transformation giving rise to the renal vesicle^3^. The renal vesicle then undergoes segmentation and elongation, giving rise to epithelia from the podocytes to the distal convoluted tubules, while the ureteric bud becomes the collecting duct. Unbiased and hypothesis-driven studies have highlighted critical stages and drivers of early kidney development^4^, that have been essential for the development of an in vitro kidney organoid differentiation protocols^5–7^ . However, cells in organoids are still poorly differentiated, improving cellular differentiation and maturation of these structures remains a major challenge^8^. Thus, the understanding of late kidney development, especially the cell type-specific driver transcription factors (TFs) is of great importance^9–11^. Alteration in Wnt, Notch, Bmp, and Egf signaling significantly impacts cellular differentiation, but only a handful of TFs that directly drive the differentiation of distinct segments have been identified, such as *Pou3f3*, *Lhx1*, *Irx2*, *Foxc2*, and *Mafb*^12^. Further understanding of the terminal differentiation program could aid the understanding of kidney disease development.

While single cell RNA sequencing (scRNA-seq) has improved our understanding of kidney development in mice and humans^9,10,13,14^, it provides limited information of TFs, which are usually expressed at low levels. Equally difficult is to understand how genes are regulated from scRNA-seq data alone. Chromatin state profiles, on the other hand, determine the gene expression potential and can pinpoint the availability of TF binding sites. Together with gene expression, open chromatin profiles can define the gene regulatory logic, which is the fundamental element of cell identity. However, there is a scarcity of open chromatin information by Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) or chromatin immunoprecipitation (ChIP) data by ChIP-seq related to kidney postnatal development. In addition, epigenetic changes observed in bulk analyses mostly represent changes in cell composition, rather than cell type-specific changes^15^, making it challenging to interpret bulk ATAC-seq data. The publicly available mouse kidney ATAC-seq data contain limited number of cells from adult tissues, and therefore do not provide insight into chromatin changes during development^16,17^.

Here, we generate a single cell open chromatin and corresponding expression survey for the developing and adult mouse kidney, which is available to the community via searchable websites (susztaklab.com/developing_adult_kidney/snATAC/ for snATAC-seq data, susztaklab.com/developing_adult_kidney/scRNA/ for scRNA-seq data, and susztaklab.com/developing_adult_kidney/igv/ for IGV view of peak tracks). Using this atlas, we produce an epigenome-based classification of developing and mature cells and defined cell type-specific regulatory networks. We also investigate key TFs and cell–cell interactions associated with developmental cellular transitions. Finally, we use the single cell open chromatin information to pinpoint putative target genes and cell types of several chronic kidney disease noncoding genome-wide association study (GWAS) loci.

## Results

### Single cell accessible chromatin landscape of the developing and adult mouse kidneys

To characterize the accessible chromatin landscape of the developing and adult mouse kidneys at single cell resolution, we performed single nuclei ATAC-seq (snATAC-seq) on kidneys of mice on postnatal day 0 (P0), at 3 and 8 weeks (P21 and P56) of age (Fig. 1a). 

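Nuclei were isolated from whole mouse kidneys and their open chromatin was tagged with Tn5 transposase before capture in droplets, in 2 samples at P0, 1 at P21 and 2 at P56. The P21 and P56 samples are grouped as adult, as in the paper. The authors aligned the reads to mm10, filtered the barcodes on fragments, mitochondrial share and promoter ratio, and built a binarized cell-by-peak matrix. In that matrix a peak is open in a nucleus when at least one fragment lies in it, so the values hold no fragment counts and are not scaled for depth. The P0 samples hold 5993 and 5436 nuclei, the P21 sample 3361 and the P56 samples 7129 and 6397. Open calls, which are pairs of a nucleus and an open peak, number 39508633 and 38953624 at P0, 16980853 at P21 and 26794731 and 43794155 at P56. The median number of open peaks per nucleus was 6203 and 6737 at P0, 4153 at P21 and 3371 and 6178 at P56, with 5103 over all nuclei and a range of 236 to 21025. The paper's reported median is 4413 accessible peaks per cell, and the values given beside the claims use the open calls of the matrix. A further 89197 entries are stored as 0 and were read as closed. Cell types are those of the deposited annotation. A total of 664 nuclei in 2 clusters outside the 13 cell types were left out of the comparisons. Nuclei of one animal are not independent replicates, so open calls were summed over the nuclei of each sample and cell type. Each sum is the number of nuclei with an open peak, and sums of fewer than 20 nuclei were not used. These sums were compared across samples with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization, with Benjamini-Hochberg (BH) adjustment at 0.05. The filterByExpr function of edgeR set which peaks were tested, with a minimum count of 10. Standard errors given with edgeR were derived from its test, as the absolute log2 fold change divided by the square root of the F statistic. Where cell types were compared, the sample entered the model as a block. At P0 a comparison of 2 cell types holds 2 samples, so its spread is mostly estimated across peaks or genes. Its p-values say little about variation between animals. Other values are given as the share of nuclei with a peak open, as the mean over samples with the SD. Genes and genomic elements come from GENCODE M21. Intervals and lower limits cover counting error only.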

In mice at birth, the nephron progenitors are still present and nephrons are formed until around day 21^13,18^. In parallel, we also performed bulk (whole kidney) ATAC-seq analysis at matched developmental stages. Following sequencing, we aggregated all high-quality mapped reads in each sample irrespective of barcode. The combined snATAC-seq dataset from all samples showed the expected insert size periodicity (Supplementary Fig. 1a) with a strong enrichment of signal at Transcription Start Sites (TSS), indicating high data quality (Supplementary Fig. 1b). The snATAC-seq data showed high concordance with the bulk ATAC data (Spearman correlation coefficient >0.84 between matched stages, see “Methods” section, Supplementary Fig. 1c).

**Fig. 1:**
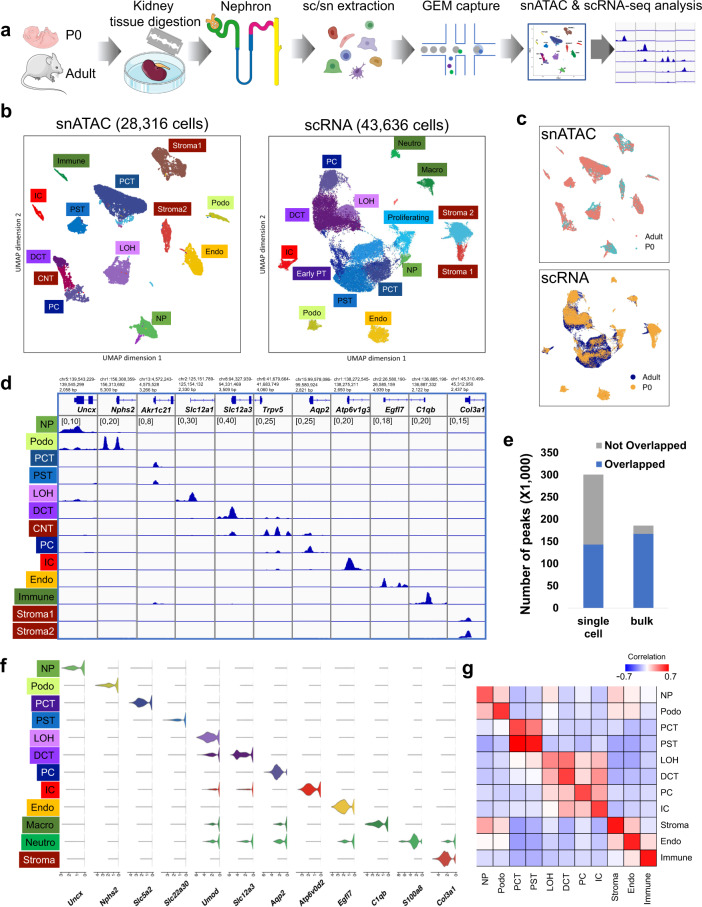
snATAC-seq and scRNA-seq identified major cell types in developing and adult mouse kidney. **a** Schematics of the study design. Kidneys from P0 and adult mice were processed for snATAC-seq and scRNA-seq followed by data processing and analysis including cell type identification and peak calling; artwork own production and from https://smart.servier.com, license https://creativecommons.org/licenses/by-sa/3.0/). **b** UMAP embeddings of snATAC-seq data and scRNA-seq data. Using marker genes, cells were annotated into nephron progenitors (NP), collecting duct intercalated cells (IC), collecting duct principal cells (PC), proximal convoluted and straight tubule (PCT and PST), loop of Henle (LOH), distal convoluted tubules (DCT), stromal cells (Stroma), podocytes (Podo), endothelial cells (Endo), and immune cells (Immune). In scRNA-seq data, the same cell types were identified, with an additional proliferative population and immune cells were clustered into neutrophils and macrophages. **c** UMAP embeddings of snATAC-seq and scRNA-seq data colored by P0 and adult batches. **d** Genome browser view of read density in each snATAC-seq cluster at cell type marker gene transcription start sites. Additional marker gene examples are shown in Supplementary Fig. 3a. **e** Comparison of peaks identified from snATAC-seq data and bulk ATAC-seq data. Peaks that are identified in both datasets are colored blue, and peaks that are dataset-specific are gray. **f** Violin plots showing cell type-specific gene expression in scRNA-seq data. **g** Heatmap showing Pearson’s correlation coefficients between snATAC-seq gene activity scores and gene expression values in P0 data. Each row represents a cell type in scRNA-seq data and each column represents a cell type in snATAC-seq data. The correlation of the adult dataset is shown in Supplementary Fig. 3b.

We next revealed cell type annotations from the open chromatin information. After conducting stringent filtering of the number of unique fragments, promoter ratio and mitochondria ratio (see “Methods” section, Supplementary Fig. 2a), we kept 28,316 cells across the samples (Fig. 1b). Cells were then clustered using SnapATAC^19^, which binned the whole genome into 5 kb regions to address the sparsity of the data (see “Methods” section). Prior to clustering, we used Harmony^20^, an iterative batch correction method, to correct for variability across samples (Supplementary Fig. 2b). 

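Of the 15 cluster names in the deposited annotation, 13 are cell types of the paper, and each of these had nuclei in all 5 snATAC-seq samples. The smallest cell type was immune cells, with 386 nuclei over all samples, and the largest was PCT, with 7412. The smallest number of nuclei of any of the 13 cell types in a sample was 39, in podocytes of a P56 sample. The median number of open peaks per nucleus differed between cell types, from 2571 in immune cells to 7860 in PST. It was higher at P0 than in the adult samples in each of the 13 cell types, for example 6911 against 3271 in loop of Henle and 6208 against 5398 in PCT.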

Using batch-corrected low dimensional embeddings, we retained 13 clusters, all of which had consistent representation across the number of peaks, samples and read depth profiles (Figs. 1b and S2c, d).

To determine the cell types represented by each cluster, we examined chromatin accessibility around the TSS and gene body regions of the known cell type-specific marker genes^21^. Based on the accessibility of the known marker genes, we identified clusters representing nephron progenitors, endothelial cells, podocytes, proximal tubule segment 1 and segment 3 cells, loop of Henle, distal convoluted tubule, connecting tubule, collecting duct principal cells, collecting duct intercalated cells, stromal, and immune cells. Fig. 1d and Supplmentary Fig. 3*)* show chromatin accessibility information for key cell type marker genes, such as *Uncx* and *Cited1* for nephron progenitors, *Nphs1* and *Nphs2* for podocytes, *Akr1c21* for both segments of proximal tubules, *Slc34a1* and *Slc5a2* for proximal convoluted tubules (PCT), *Kap* for proximal straight tubules (PST), *Slc12a1* and *Umod* for loop of Henle, *Slc12a3*, and *Pvalb* for distal convoluted tubule, *Trpv5* for connecting tubule, *Aqp2* and *Fxyd4* for principal cells, *Atp6v1g3* and *Atp6v0d2* for intercalated cells, *Egfl7* for endothelial cells, *C1qb* for immune cells and *Col3a1* for different types of stromal cells, respectively^21^. 

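The peak over the annotated start of the gene, or of another of its transcripts for Nphs1, Slc34a1, Pvalb and Egfl7, was taken for each of the 20 named marker genes, or the most open peak of the window in Fig. 1d for Trpv5 and C1qb, whose start carries no peak. With the share of nuclei averaged over the 5 samples, all 20 peaks were open in the largest share of the cell type that the paper names. The podocyte gene Nphs1 (ENSMUSG00000006649.17) has its peak on chromosome 7 from 30459410 to 30460095, over a 5'-UTR. It was open in 26.0% ± 6.66 (SD, n = 5 samples) of podocytes and in 6.81% ± 6.52 of PCT nuclei, the next highest. The intercalated cell gene Atp6v1g3 (chromosome 1, 138273642 to 138274156) gave 26.4% ± 6.50 in intercalated cells and 0.418% ± 0.346 in loop of Henle. The peak 5' of C1qb (chromosome 4, 136886208 to 136886674) gave 15.9% ± 3.95 in immune cells and 0.244% ± 0.351 in loop of Henle. For Slc34a1 (chromosome 13, 55399480 to 55400242), PCT nuclei had 35.8% ± 11.5 and PST nuclei 10.4% ± 4.26. These gaps exceed the spread between samples, and the named cell type led in each of the 5 samples at these loci. Of the 20 peaks, those of Akr1c21, Slc5a2, Kap and Pvalb had too few open nuclei to be tested by edgeR. For Akr1c21, named for PCT and PST, both were above all other cell types in 1 P0 sample and 2 adult samples. The lead of the lower of PCT and PST ran from -0.407 to 1.34 percentage points at P0 and from -0.306 to 3.24 in the adult samples. Uncx had 8.45% ± 5.97 in nephron progenitors and 3.61% ± 4.55 in loop of Henle, and led in 4 of the 5 samples. The difference was within the spread between samples for Cited1 (9.01% ± 8.44 in nephron progenitors, 7.60% ± 2.15 in PST), which led in 1 of 5 samples, and for Egfl7 (10.6% ± 3.08 in endothelial cells, 8.96% ± 7.62 in principal cells), which led in 3. It was also within that spread for Umod (19.1% ± 14.5 in loop of Henle, 17.0% ± 8.85 in PST) and Pvalb (4.12% ± 2.37 in distal convoluted tubule, 1.97% ± 1.74 in PST), each leading in 3 of 5 samples, and for Col3a1 in stroma 1 (4.64% ± 4.15, with 1.19% ± 1.13 in podocytes), leading in 4. For Egfl7, edgeR with the sample as a block called endothelial cells higher than each of the 12 other cell types. Fisher's exact test over nuclei did not. With nuclei thinned to 1000 open peaks, endothelial cells led at Egfl7 in 4 of 5 samples. Stroma 2 had the Col3a1 peak open in 11.7% ± 7.71 of nuclei, with a log2 fold change against the mean of the other cell types of 4.99 (edgeR adjusted p = 1.8e-33), against 3.56 for stroma 1 (adjusted p = 5.4e-16). The setting that moved this tally most was the P0 samples alone, where 17 of the 20 peaks led in the named cell type and those of Umod, Pvalb and Egfl7 did not. In the adult samples alone 19 did, with Cited1 at 3.01% in nephron progenitors and 6.47% in PST. Cited1 also lost its lead without the second P0 sample (6.11% against 7.26% in PST), and Umod without the P21 sample (17.6% against 18.0% in PST).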

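Shares are of the nuclei in the 13 cell types of a sample. Nephron progenitors made up 18.1% ± 0.927 (SD, n = 2 samples) of the nuclei at P0 and 1.25% ± 0.374 (n = 3) in the adult samples. The stroma 1 cluster fell from 10.4% ± 1.77 to 1.98% ± 0.683 and the stroma 2 cluster from 21.8% ± 0.537 to 6.53% ± 1.10. In each of these 3 clusters both P0 samples had a larger share than every adult sample. The same held for podocytes (5.97% ± 1.11 and 1.45% ± 0.818) and principal cells (6.60% ± 0.0910 and 3.48% ± 0.339). PCT rose from 9.82% ± 0.812 to 40.1% ± 6.63 and PST from 1.75% ± 0.486 to 10.3% ± 2.67. Distal convoluted tubule, connecting tubule and intercalated cells also had a larger share in every adult sample than in either P0 sample. The 2 stages thus separated in 10 of the 13 cell types, while loop of Henle, endothelial and immune cells overlapped. The two-sided exact permutation test gave p = 0.2 for each of the 10 (0.26 after BH adjustment over the cell types). With 2 against 3 samples this test cannot reach 0.05, so it cannot decide whether the shares differ. Shares add up to a whole within a sample, so a larger share of one cell type lowers the others. Without the second P0 sample the number of separated cell types was 12, the largest change among the alternatives.

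**Figure D1:**
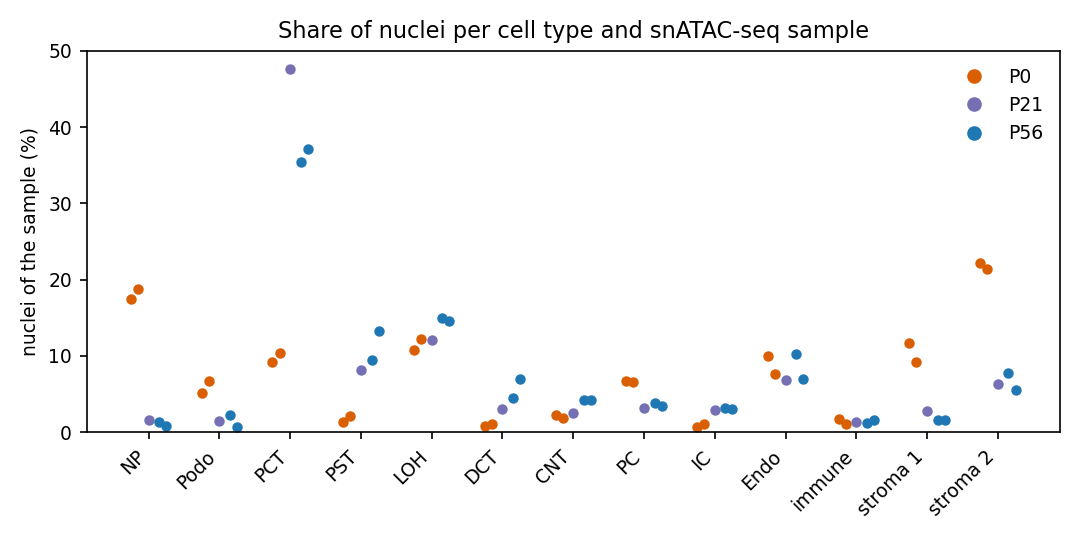
Share of nuclei (%) per cell type on the y axis, with 1 point per snATAC-seq sample, colored by age. Both P0 samples lie between 17.5% and 18.8% for nephron progenitors, above the adult samples at 0.855% to 1.60%.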

As expected, some clusters such as nephron progenitors and stromal cells were enriched in the developing kidney (P0).

In order to identify cell type-specific open chromatin regions, we conducted peak calling using MACS2^22^ on each cell type separately. The peaks were then merged to obtain a comprehensive open chromatin set. We found that the single nuclei open chromatin set showed good concordance with bulk ATAC-seq samples, with most of the peaks in bulk ATAC-seq data captured by the single nuclei data. On the other hand, single nuclei chromatin accessibility data showed roughly 50% more accessible chromatin peaks (total of 300,693 peaks) than the bulk ATAC-seq data (Fig. 1e, see “Methods” section). 

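The deposited list holds 300755 peaks on mm10 with a median width of 414 bp, from 201 to 6434 bp, which cover 151209708 bp in all. The X chromosome carries 6051 of the peaks and the Y chromosome 25. A peak was open in a median of 171 nuclei of the 5 samples together. Of all peaks, 64.2% were open in under 1% of the nuclei, and 1.95% of all pairs of a nucleus and a peak were open calls. Bulk ATAC-seq samples were not analysed here.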

As expected, in general, the overlap with bulk samples was greater for common cell types, such as PT and DCT, than rare cells, such as immune cells, indicating that the snATAC-seq data was particularly powerful in identifying open chromatin areas that are accessible in single cell types.

In parallel, we also generated a single cell RNA sequencing (scRNA-seq) atlas for mouse kidney samples at P0 and P56. Rigorous quality control yielded a set of 43,636 single cells (Fig. 1b and Supplementary Data 1). 

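The scRNA-seq data are dissociated kidney cells, 1 library at P0 with 25138 cells and 1 adult library with 18498 cells. The results text names the young mice P0, while the dissociation protocol in the methods gives an age of 1 day. The authors aligned the reads to mm10, filtered cells on genes and mitochondrial share, corrected batches with Harmony and clustered the cells with Seurat. The files used here give the stage and the cluster of each cell and no expression values, so the UMI depth per cell is unknown here. They hold 16 cluster names, and the paper's reported number of clusters is 17. With 1 library per stage there are no replicates, so no test was made. Shares of cells are given with exact Clopper-Pearson 95% confidence intervals, which cover counting error only.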

Quality control metrics such as gene counts, UMI counts, and mitochondrial gene percentage along with batch correction results are shown in Supplementary Fig. 4a–d. We obtained 17 clusters by unbiased clustering^23^ and batch effect correction (Supplementary Fig. 4e, f). On the basis of marker gene expression, we identified kidney epithelial, immune, and endothelial cells (Fig. 1f and Supplementary Fig. 5a–c), closely resembling the clustering obtained from snATAC-seq analysis. We then conducted differential expression (DE) analysis on the clusters and identified key marker genes for each cell type (Supplementary Data 2). Correcting gene expression matrices for ambient RNA with SoupX^24^ yielded very similar clusters. Average gene expression was highly correlated before and after ambient RNA correction (Supplementary Figs. 6 and 7, see “Methods” section). DE genes for cell types retrieved after correction for ambient RNA are accessible in Supplementary Data 3.

To compare the consistency between cluster assignment in the snATAC-seq data and the scRNA-seq data, we next pooled each snATAC cluster and derived gene activity scores for the top 3000 highly variable genes and computed the Pearson’s correlation coefficient between each snATAC cluster and scRNA cluster (see “Methods” section). This analysis indicated good concordance between the two datasets (correlation for P0 samples see Fig. 1g, for adult samples see Supplementary Fig. 8). While the correlation between gene expression and inferred gene activity score was high, we noted some differences in cell proportions, which was likely related to the sample preparation-induced cell drop-out (Supplementary Figs. 2d and 5a). Consistent with previous observations that single cell preparations are more biased towards immune cells than single nuclear preparations^25^, we noted that the immune cell repertoire was limited in the snATAC-seq dataset; on the other hand, stromal cells were better captured by the nuclear preparation. 

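Shares here are of all cells or nuclei of a library. At P0, macrophages and neutrophils together were 1632 of the scRNA-seq cells, or 6.49% (95% confidence interval 6.19% to 6.80%). Immune nuclei were 1.35% ± 0.427 (SD, n = 2 samples) of the P0 snATAC-seq nuclei, and the larger of these samples had 1.65%. In the adult kidney the immune share was 1.27% (1.11% to 1.44%) of the scRNA-seq cells and 1.37% ± 0.202 (n = 3) of the snATAC-seq nuclei, a difference within the spread between the samples. The snATAC-seq annotation has a single immune cluster, whereas the scRNA-seq annotation names macrophages and neutrophils. Stromal cells were 19.0% (18.5% to 19.4%) of the P0 scRNA-seq cells and 31.7% ± 2.31 of the P0 nuclei. In the adult kidney they were 2.71% (2.48% to 2.96%) of the scRNA-seq cells and 8.26% ± 1.13 of the nuclei. The lowest stromal share of a snATAC-seq sample was 30.1% at P0 and 6.96% in the adult, above the interval of the scRNA-seq library in both cases. The scRNA-seq intervals leave out the variation between animals and preparations, which a single library cannot show. Both differences at P0 and the adult stromal difference kept their direction when clusters of proliferating, unnamed and other cells were left out, and without each snATAC-seq sample in turn. Citing earlier observations on cell and nuclear preparations, the paper notes that the immune repertoire was limited in the snATAC-seq data and that stromal cells were better captured from nuclei.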

Further sub-analysis of the stromal cluster indicated a heterogenous stromal cell population in both P0 and adult samples (Supplementary Figs. 9 and 10). Our data are in keeping with recent findings highlighting considerable heterogeneity in the developing kidney interstitium^26^. DE genes for stroma subclusters are shown in Supplementary Data 4. Additional experimental validation is needed to confirm and further delineate stromal cells.

To allow the interactive use of this dataset by the community, we not only made the raw data available but also the processed dataset via our searchable website (susztaklab.com/developing_adult_kidney/snATAC/ for snATAC-seq data, susztaklab.com/developing_adult_kidney/scRNA/ for scRNA-seq data, and susztaklab.com/developing_adult_kidney/igv/ for IGV view of peak tracks). Supplementary Fig. 11 shows an example of the Ace2 locus in the website.

### Characterization of the cell type-specific regulatory landscape

To characterize different genomic elements captured by snATAC-seq data, we first stratified the genome into promoters, exons, 5′ and 3′ untranslated regions, introns, and distal regions using the GENCODE annotation^27^ (see “Methods” section). We noticed that concordant with bulk ATAC-seq data, most peaks in snATAC-seq data were in regions characterized as distal elements or introns, and relatively small portions (<10%) were in promoter or 5′ untranslated regions (Supplementary Fig. 12a). Moreover, there were more developmental stage-specific distal and intronic regions (Supplementary Fig. 12b), which is consitent with developmental stage-specific DNA demethylation of the kidney^28^. In addition, around half of the open chromatin peaks overlapped with previously published P0 or adult H3K27Ac ChIP-seq signals^29^ (Supplementary Fig. 12c, see “Methods” section). 

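Each peak was assigned to the first element it overlaps in the order exon, 5'-UTR, 3'-UTR, intron, promoter (5 kb upstream of a transcript) and distal. Of all peaks, 140445 (46.7%) were in introns and 95002 (31.6%) were distal, 78.3% together. Exons held 14.1% and 3'-UTRs 1.41%. Promoters held 4.92% and 5'-UTRs 1.25%, or 6.17% together. These shares describe the peak list of all samples, for which no replicates exist. Taking the promoter before the other elements moved the share of promoters and 5'-UTRs most, to 22.2%, and a promoter of 2 kb gave 3.40%.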

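Peaks were compared between the P0 samples and the adult samples within each cell type by edgeR. In PCT, 20408 peaks were higher at P0 and 18814 in the adult samples. Distal and intronic peaks made up 70.6% of the former and 75.9% of the latter, against 64.9% of the 76539 tested PCT peaks that did not pass the threshold. In loop of Henle the shares were 67.3% of 26832 peaks higher at P0 and 63.8% of 21929 higher in the adult, against 62.2% of the 40982 others. The distal and intronic share was larger than among the peaks not past the threshold in each of the 12 cell types with peaks higher at P0 and each of the 13 with peaks higher in the adult. Taken over the cell types, the order was the other way: 70.8% of the 102477 peaks that differed in at least one cell type were distal or intronic, against 74.5% of the 65904 tested peaks that differed in none. Peaks are not independent units, and no test was made of these shares. The counts of differing peaks depend on single samples, with 63503 calls over the cell types without the first P0 sample and 73186 without the second, against 165953 with all samples. The number of calls moved most with equal numbers of nuclei per sample and cell type, to 1765, a test chosen after the result was seen, and was 304187 without the filter on low counts.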

Taken together, these results indicated a critical role of enhancer elements.

To study the open chromatin heterogeneity across cell types and developmental stages, we derived a cell type-specific accessible chromatin landscape by conducting pairwise Fisher’s exact test for each peak between every cluster (Benjamini–Hochberg adjusted *q* value ≤ 0.05, see “Methods” section). In total, we identified 60,684 differentially accessible open chromatin peaks (DAPs) across the 13 cell types (Supplementary Data 5 and Fig. 2a). Among these peaks, most showed high specificity for a single cluster. However, we noticed overlaps between the PCT and PST segments-specific peaks, as well as between the loop of Henle and distal convoluted tubule segments, which is consistent with their biological similarities. In addition to the cell type-specific peaks, we also found some cell type-independent open chromatin areas (present across nephron progenitors, podocytes, proximal tubule and loop of Henle cells), likely consisting of basal housekeeping genes and regulatory elements. 

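A peak was called specific to a cell type when its sums were higher there than in each of the 12 other cell types and the largest of the pairwise p-values passed the BH threshold. The cell types were defined by clustering the same nuclei on their open chromatin, so these p-values rank peaks and are no independent test of the cell types. Of 77118 peaks tested by edgeR over 65 sums, 11159 were specific to a cell type. Their median share of nuclei was 11.7% in their own cell type and 2.92% in the highest other one. Endothelial cells had the most with 4561, followed by PCT with 1623, stroma 2 with 1305, immune cells with 1269 and podocytes with 983. Intercalated cells had 666, PST 662, principal cells 43, nephron progenitors 23, loop of Henle 20, distal convoluted tubule 3 and connecting tubule 1. The edgeR test called 0 for stroma 1, where 119 peaks had an unadjusted largest p under 0.05, DESeq2 called 2 and Fisher's exact test over nuclei called 4685. The methods' pairwise Fisher's exact test, which treats every nucleus as a replicate, called 109667 peaks and moved the count most. With DESeq2 in place of edgeR the count was 8239, with PCT falling to 351 and endothelial cells to 3458. Of the 11159 peaks, 10692 were also called for the same cell type by Fisher's exact test. Leaving out the second P0 sample gave 6833 and leaving out the second P56 sample 7527, while the others gave between 8142 and 11352. Endothelial cells had the most in each of these, but the order of the others was not kept, as PCT had 384 without the second P0 sample, 363 without the first P56 sample and 557 without the second, below immune cells, stroma 2 and podocytes. Principal cells fell to 0 without either P0 sample or either P56 sample, and nephron progenitors to 1 and 0 without the first and the second P0 sample. With 1 sample left out, PST had between 186 and 593 and stroma 2 between 595 and 1098. Both were lowest without the second P56 sample. Loop of Henle then had between 2 and 8. Nephron progenitors are rare in adult kidneys, and in the P0 samples alone 2906 peaks were specific to them. In data simulated at these depths, 5% of 4-fold and 96.5% of 16-fold specific peaks were recovered. Unchanged peaks had the same mean in all cell types there, with a common spread estimated without the sample block. The test of the real data used the block and a spread that varied between peaks, so these rates do not measure its power.

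**Figure D2:**
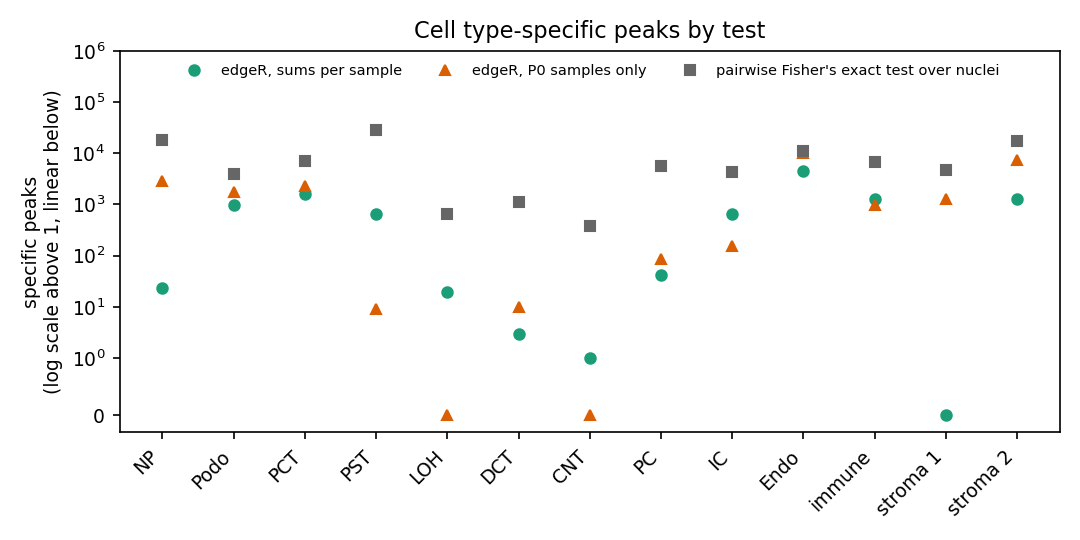
Number of cell type-specific peaks on the y axis (log scale above 1, linear below) for each of the 13 cell types, by edgeR on sums of all samples, by edgeR on the P0 samples and by Fisher's exact test over nuclei. Fisher's exact test gave more peaks in every cell type, such as 18143 against 23 for nephron progenitors.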

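Peaks shared by exactly a pair of cell types were those higher in both than in each of the other cell types by edgeR. Over the 78 pairs of cell types there were 7273 such peaks. PCT and PST shared 5591 of them, the most of any pair, and stroma 1 and stroma 2 shared 1247. Endothelial and immune cells followed with 355. Loop of Henle and distal convoluted tubule shared 1. Pairs were not counted with Fisher's exact test over nuclei, the test behind the paper's peaks. Across the alternatives the count for PCT and PST ranged from 1500 in the adult samples alone to 6349 without a filter on low counts. It was 2566 without the second P0 sample and 2370 without the first P56 sample. The count for loop of Henle and distal convoluted tubule ranged from 0 to 7, with 3 without the second P0 sample and 0 without the second P56 sample.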

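A peak was counted as open in a cell type when the mean share of nuclei over the samples was at least 5%. By this measure 12790 peaks, 4.25% of all, were open in nephron progenitors, podocytes, PCT and loop of Henle. Of these, 80.3% lay over an annotated transcription start site, against 7.43% of all peaks. Exons held 73.6% of them, 5'-UTRs 10.0%, introns 7.69% and distal regions 5.97%. With a minimum of 2% there were 25569 peaks, of which 51.7% lay over a start site, and with 10% there were 7912, of which 91.5% did. At the minimum of 5%, 9478 peaks were open in all 13 cell types.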

(Supplementary Fig. 12d).

**Fig. 2:**
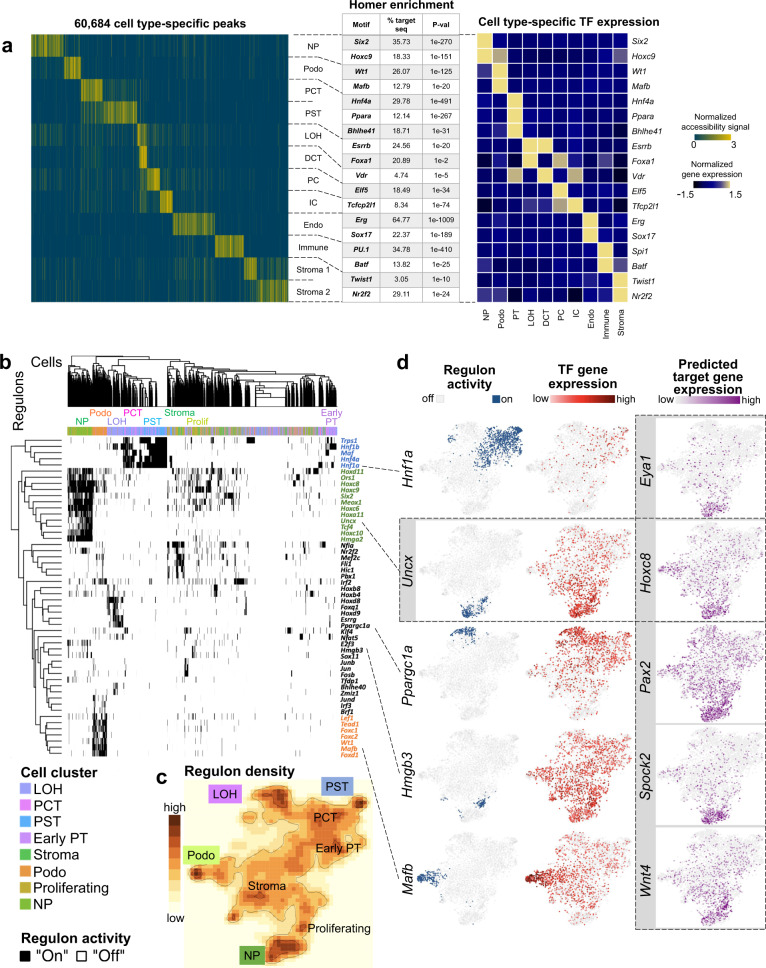
Cell type-specific gene regulatory landscape of the mouse kidney. **a** Left panel: Heatmap showing all cell type-specific differentially accessible peaks (DAPs) (yellow: open chromatin, blue: closed chromatin) (peak loci are provided in Supplementary Data 5). Middle panel: Examples of cell type-specific motif enrichment analysis using Homer (full results are shown in Supplementary Data 6). Right panel: TF expression *z*-score heatmap that corresponds to the motif enrichment in each cell type. **b** Heatmap of cell type-specific regulons, as inferred by SCENIC algorithm. Regulon activity was binarized to “on” (black) or “off” (white). **c** tSNE representation of regulon density as a surrogate for stability of regulon states, as inferred by SCENIC algorithm. **d** tSNE depiction of regulon activity (“on-blue”, “off-gray”) and TF gene expression (red scale) of exemplary regulons for proximal tubule (*Hnf1a*), nephron progenitors (*Uncx*), loop of Henle (*Ppargc1a*), proliferating cells (*Hmgb3*), and podocytes (*Mafb*). Examples of target gene expression of the *Uncx* regulon (*Eye1*, *Hoxc8*, *Pax2*, *Spock2*, and *Wnt4*) are shown in purple scale. Expression of target genes of *Hnf1a*, *Six2*, *Ppargc1a*, *Hmgb3*, and *Mafb* is shown in Supplementary Fig. 15a.

We noticed that many genes had strong cell type-specific DAPs at their TSS. Other genes, however, had accessible chromatin at their TSS in multiple cell types. For example, *Umod*, a marker gene for loop of Henle, showed accessible chromatin at TSS in multiple tubule cell types (Supplementary Fig. 12e). 

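The start of Umod (ENSMUSG00000030963.6) lies in a peak on chromosome 7 from 119479144 to 119479909, over its 5'-UTR. The peak was open in 19.1% ± 14.5 (SD, n = 5 samples) of loop of Henle nuclei, 17.0% ± 8.85 of PST, 10.9% ± 9.17 of distal convoluted tubule and 10.1% ± 3.66 of PCT nuclei. The difference between loop of Henle and PST was smaller than the spread between samples, and loop of Henle led in 3 of the 5 samples, all of them adult. At P0 the share was 6.51% ± 2.30 (n = 2) in loop of Henle and 12.0% ± 1.80 in PST, and in the adult samples 27.6% ± 12.3 (n = 3) and 20.3% ± 10.7. Against the mean of the other cell types, loop of Henle was higher by a log2 fold change of 2.29 (standard error 0.19, adjusted p = 5.4e-19 from edgeR).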

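A distal peak on chromosome 7 from 119484303 to 119484791, centred 5265 bp upstream of the start of Umod, was open in 10.4% ± 8.52 (SD, n = 5 samples) of loop of Henle nuclei. Connecting tubule followed with 2.83% ± 2.34, distal convoluted tubule with 2.51% ± 3.08 and PST with 1.38% ± 0.889. Loop of Henle had the largest share in each of the 5 samples. The edgeR test and Fisher's exact test over nuclei both called this peak specific to loop of Henle, and neither called the peak over the start of the gene specific to it.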

Rather than with its TSS, cell type-specific chromatin accessibility of *Umod* strongly correlated with an upstream peak, which is likely an enhancer region, as indicated by the H3K27Ac ChIP-seq signal. In addition, we noticed enrichment of intronic regions and distal elements (Supplementary Fig. 13a, b) in cell type-specific DAPs, indicating their role in cell type-specific gene regulation.

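The cell type-specific peaks were compared with the other tested peaks by Fisher's exact test (two-sided), with BH adjustment over cell types and elements. Introns held 45.7% of the specific peaks and 37.8% of the 65959 others (exact test, adjusted p = 2.1e-54). Distal regions held 29.2% and 22.0% (exact test, adjusted p = 1.8e-58), and promoters 5.99% and 5.10% (adjusted p = 4.2e-04). Exons went the other way with 16.0% and 30.1% (exact test, adjusted p = 1.4e-223), as did 5'-UTRs with 1.79% and 3.75% (adjusted p = 1.0e-28). With a promoter of 2 kb the promoter shares were 2.43% and 2.34%, not past the threshold, and with promoters taken before the other elements they reversed to 26.0% and 40.3% (exact test, adjusted p = 5.1e-189). Exons then held 6.21% and 5.78%, not past the threshold, while introns (37.3% and 30.5%) and distal regions kept their direction. The test takes peaks as independent, which neighbouring peaks are not. In PCT alone introns were raised, at 48.8% of the specific peaks, while distal regions were not, with 23.3% and 23.0% (exact test, adjusted p = 0.971). The paper notes an enrichment of introns and distal elements and names a role for them in cell type-specific gene regulation.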

These observations motivated us to study *cis*-regulatory elements using the snATAC-seq data and scRNA-seq data. We reasoned that a subset of the cell type-specific regulatory elements should correlate with cell type-specific gene expression. Inspired by Zhu et al.^30^, we aligned DAPs and DEGs from our snATAC-seq and scRNA-seq datasets, and inferred the putative regulatory peak-gene pairs by their proximity (see “Methods” section). Such *cis*-regulatory elements predictions were confirmed by comparing with *cis*-regulatory elements inferred previously^31^, as we recapitulated roughly 20% of elements from their analysis. In addition, our analysis was able to identify several known enhancers such as for *Six2* and *Slc6a18*^31,32^ (Supplementary Fig. 13c).

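The distal Six2 enhancer of Supplementary Fig. 13c is a peak on chromosome 17 from 85747869 to 85749434, centred 60378 bp upstream of the Six2 start. Over all 5 samples it was open in 16.6% ± 22.8 (SD) of nephron progenitors and 4.27% ± 5.47 of loop of Henle nuclei. Most of this spread lies between stages, as nephron progenitors had the largest share in both P0 samples and in no adult sample. The edgeR test called it specific to nephron progenitors and not the promoter peak of Six2, while the proximal element had too few open nuclei to be tested. For the distal enhancer the log2 fold change against the mean of the other cell types was 3.00 (standard error 0.28, edgeR adjusted p = 3.5e-16). The distal element of Slc6a18 (ENSMUSG00000021612.15) is a peak on chromosome 13 from 73660276 to 73660783, centred 17493 bp downstream of the gene's start. It was open in 16.9% ± 4.01 of PST and 6.56% ± 2.09 of PCT nuclei, a gap larger than the spread between samples, and PST led in 5 of 5 samples. The peak over the Slc6a18 start (chromosome 13, 73678010 to 73678519) gave 32.0% ± 15.7 in PST and 16.9% ± 4.80 in PCT. Neither Slc6a18 peak was specific to PST by edgeR, while Fisher's exact test over nuclei called both for PST. With nuclei thinned to 1000 open peaks, PST led in 4 of 5 samples at either peak, with 2.13% against 1.01% in PCT at the distal element and 3.98% against 2.71% at the start, and in 1 of the 2 P0 samples at each. The expression values that entered the paper's peak-gene pairs were not used here.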

To quantify the contribution of *cis*-regulatory elements, we analyzed peak co-accessibility patterns using Cicero^33^. Using a heuristic co-accessible score 0.4 as a cutoff, we identified 232,380 and 206,701 *cis*-regulatory element links in the P0 and adult data, respectively. However, it is worth-noting that the interaction between genomic elements is complex and is not limited to co-accessible peaks.

Given the complex interaction between genomic regions, we next looked into identifying key TFs that occupy the cell type-specific open chromatin regions. Until now, information on cell type-specific TFs in the kidney has been scarce. Therefore, we performed motif enrichment analysis on the cell type-specific open chromatin regions using HOMER (see “Methods” section)^34^. The full list of cell type-specific TF binding motifs is shown in Supplementary Data 6. Since several TFs have identical or similar binding sequences, we next correlated motif enrichment with scRNA-seq TF expression. Using this combined motif enrichment and gene expression approach, we have defined the mouse kidney cell type-specific TF landscape. Examples include *Six2* and *Hoxc9* in nephron progenitors, *Wt1* and *Mafb* in podocytes, *Hnf4a*, *Ppara*, and *Bhle41* in proximal tubules, *Esrrb* and *Foxa1* in loop of Henle, *Vdr* in distal convoluted tubule, *Elf5* in principal cells, *Tcfcp2l1* in intercalated cells, *Erg* and *Sox17* in endothelial cells, *Spi1* and *Batf* in immune cells, and *Twist1* and *Nr2f2* in stromal cells (Fig. 2a and Supplementary Fig. 14).

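The central 300 bp of the cell type-specific peaks were searched on both strands for the consensus sequence that Supplementary Data 6 gives for each named factor, without mismatches. For 18 pairs of a factor and its cell types, the share of peaks with the sequence was compared with the specific peaks of all other cell types by Fisher's exact test (two-sided, BH over the pairs). Of the 18, 5 were higher with an exact test, adjusted p at or under 0.05, and none was lower. The Wt1 sequence was in 1.63% of 983 podocyte peaks and 0.324% of the others (exact test, adjusted p = 1.4e-05). The Sox17 sequence was in 1.56% of 4561 endothelial peaks and 0.288% of the others (exact test, adjusted p = 1.7e-12). For Spi1 the shares were 3.79% of 1266 immune peaks and 0.728% (exact test, adjusted p = 8.5e-15), and for Batf 1.03% and 0.384% (adjusted p = 0.0263). Batf did not pass the threshold with the whole peak (1.11% and 0.981%), with 1 mismatch (7.66% and 6.64%) or in the peaks of Fisher's exact test over nuclei (0.522% and 0.370%). For Bhlhe41 they were 1.14% of 2285 proximal tubule peaks and 0.620% (exact test, adjusted p = 0.0453). Erg and Nr2f2 were higher in their own peaks by 0.987% against 0.697% and 4.83% against 4.55%, short of the threshold. The Ppara sequence was found in 0 of the 2285 proximal tubule peaks and 5 of the 8871 others. The Six2, Hoxc9, Esrrb, Foxa1 and Elf5 sequences were found in 0 of their own peaks, which numbered 23 for nephron progenitors, 20 for loop of Henle and 43 for principal cells, too few to show a difference for a rare sequence. The long sequences of Hnf4a, Vdr, Tcfcp2l1 and Twist1 were found in no specific peak of any cell type. An exact consensus is stricter than the position weight matrices of HOMER, which could not be run here. The alternative that moved the count most used the peaks of Fisher's exact test over nuclei, with 10 pairs higher, among them Six2, Hnf4a, Esrrb and Elf5.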

In order to study the putative target genes of TFs, we examined TF regulon activity using Single-Cell rEgulatory Network Inference and Clustering (SCENIC)^35^. SCENIC was designed to reveal TF-centered gene co-expression networks. By inferring a gene correlation network followed by motif-based filtration, SCENIC keeps only potential direct targets of each TF as modules (regulons). The activity of each regulon in each cell was quantified and then binarized to “on” or “off” based on activity distribution across cells (see “Methods” section). SCENIC was also able to conduct clustering based on the regulon states of each cell. SCENIC results (Fig. 2b–d) indicated strong enrichment in *Trps1*, *Hnf1b*, *Maf*, *Hnf1a*, and *Hnf4a* regulon activity in proximal tubules, *Hmga2*, *Hoxc6*, *Hoxd11*, *Meox1*, *Six2*, *Tcf4*, and *Uncx* in nephron progenitors, *Esrrg*, and *Ppargc1a* in loop of Henle, *Hmgb3* in proliferating cells and *Foxc1*, *Foxc2*, *Foxd1*, *Lef1*, and *Mafb* in podocytes, respectively. As the expression of several of these TFs was relatively low, possibly exacerbated further by transcript drop-outs, they did not show strong cell type enrichment. The regulon-based analysis, however, showed a very clear enrichment. SCENIC also successfully inferred multiple downstream target genes. The full list of regulons and their respective predicted target genes can be found in Supplementary Data 7, scaled and binarized regulon activity is available in Supplementary Data 8. Examples of regulon activity, corresponding TF expression, and predicted target gene expression are depicted in Fig. 2d and Supplemenatary Fig. 15a. For example, TFs such as *Eya1*, *Hoxc8*, *Hoxc9*, *Pax2*, *Spock2,* and *Wnt4* are important downstream targets within the regulon of nephron progenitor-specific TF *Uncx*, indicating an important transcriptional hierarchy of nephron development^36^. Corresponding snATAC-seq tracks for these predicted target genes along with the TF motif are depicted in Supplementary Fig. 15b. 

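Peaks over the start sites were taken for 5 of the named target genes, all tested against the mean of the other cell types by edgeR. For Spock2 (chromosome 10, 60105743 to 60107378) nephron progenitors had the peak open in 16.2% ± 16.1 (SD, n = 5 samples) of nuclei and principal cells, the next highest, in 7.80% ± 6.25. For Hoxc8 (chromosome 15, 102990369 to 102991359) the shares were 7.51% ± 4.26 and, in stroma 2, 6.39% ± 3.93. For Wnt4 (chromosome 4, 137276716 to 137277784) they were 19.3% ± 10.1 and, in principal cells, 19.1% ± 7.35. For Eya1 (chromosome 1, 14309691 to 14310607) podocytes were highest with 11.1% ± 3.46, and nephron progenitors had 7.92% ± 8.43. For Pax2 (chromosome 19, 44755465 to 44757395) principal cells were highest with 41.7% ± 13.3, and nephron progenitors had 35.0% ± 9.67. The gap for Pax2, where nephron progenitors led in 0 of 5 samples, exceeds the SD of the difference between samples (4.22 percentage points), and the other gaps are within it. Against the mean of the other cell types the log2 fold changes of nephron progenitors ranged from 1.00 for Pax2 (edgeR adjusted p = 1.0e-09) to 2.02 for Wnt4 (adjusted p = 2.0e-13). At P0 nephron progenitors led for Spock2 with 33.4% against 14.6% in principal cells, for Wnt4 with 28.3% against 19.4% in principal cells and for Eya1 with 16.8% against 13.1% in podocytes. With nuclei thinned to 1000 open peaks, they led in both P0 samples for Spock2 and Wnt4 and in 0 of 2 for Eya1 and Hoxc8.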

By comparing the number of cell type-specific TFs reported by HOMER and SCENIC to that from DEGs in RNA expression data, it became evident that our integrative *cis*-regulatory analysis with snATAC-seq and scRNA-seq datasets yielded significant benefits in discovering the TF-regulatory network over analyzing transcript data alone (Supplementary Fig. 16a, b).

### The regulatory trajectory of nephron progenitor differentiation

All cells in the body differentiate from the same genetic template. Cell type-specific chromatin opening and closing events associated with TF binding changes set up the cell type-specific regulatory landscape resulting in cell type specification and development. We found that closing of open chromatin regions was the predominant event during the nephron progenitor differentiation (Supplementary Fig. 12d). 

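The annotated cell types of the P0 samples serve as start and end, since the files hold no pseudotime bins, and podocytes, PCT and loop of Henle were each compared with nephron progenitors by edgeR. From nephron progenitors to podocytes, 21468 peaks closed and 19373 opened among 87195 tested, so that 52.6% of the calls were closing. To PCT, 45128 closed and 41597 opened among 116678 (52.0% closing). To loop of Henle, 32747 closed and 31850 opened among 115531 (50.7% closing). The normalization of edgeR and of DESeq2 centres the changes in all 3 comparisons, so the balance of the calls is no measure of a net loss or gain of open chromatin. Among podocyte peaks with at least a 2-fold change, 65.7% were lower in podocytes, with 65.3% and 64.9% in the single P0 samples. By the same measure 52.4% were lower in PCT and 52.7% in loop of Henle. The closing share of the podocyte calls moved most without the filter on low counts, to 66.5%. It went the other way with DESeq2, which gave 6042 closing and 8850 opening peaks, or 40.6% closing. DESeq2 also reversed the balance for PCT, with 48.1% closing, as did thinning each nucleus to 1000 open peaks, with 47.6%. After thinning, 58.5% of the podocyte calls and 57.1% of the loop of Henle calls were closing. Among the closing podocyte peaks the largest fold change was at a distal peak on chromosome 12 from 12643199 to 12643912, whose nearest protein-coding start is that of Mycn. It was open in 163 of 1032 and 156 of 1005 nephron progenitors of the P0 samples and in 0 of 307 and 0 of 362 podocytes. For PCT the largest closing change was at a distal peak on chromosome 11 from 84660928 to 84661521, nearest to Lhx1, with 215 and 247 nephron progenitors and 0 PCT nuclei. For loop of Henle it was a peak near Sema6d (chromosome 2, 124070866 to 124071224), with 53 and 43 nephron progenitors and 0 nuclei of loop of Henle. The largest opening changes were at an intronic peak nearest to the start of Ntm (chromosome 9, 29859064 to 29859543), with 23 and 23 podocytes, a distal peak near Pag1 (chromosome 3, 9876141 to 9876607), with 55 and 45 PCT nuclei, and an intronic peak nearest to the start of Lnx1 (chromosome 5, 74694121 to 74694811), with 27 and 31 nuclei of loop of Henle. At these 3 peaks no nephron progenitor of either P0 sample was open. The podocyte comparison had 669 podocytes with a median of 3970 open peaks, against 2037 nephron progenitors with 6453.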

We then evaluated the cellular differentiation trajectory in the snATAC-seq and scRNA-seq datasets (see “Methods” section). We identified the multiple nephron progenitor sub-groups (Fig. 3a, b), which will need to be carefully mapped to prior gene expression-driven and anatomical location-driven nephron progenitor sub-classification. Consistently, across both data modalities, we identified that the podocyte precursors differentiated early from the nephron progenitor pool (Fig. 3a, b). The tubule cell trajectory was more complex with a shared intermediate stage and later differentiation into proximal tubules and distal tubules/loop of Henle (Fig. 3a, b and Supplementary Fig. 17a–c). We also integrated snATAC-seq and scRNA-seq data to obtain a single trajectory (see “Methods” section). The cell types in this dataset were correctly mapped and the trajectory resembled the path observed in individual analyses (Supplementary Fig. 17e–g). The robustness of developmental trajectories was further supported by RNA velocity analysis using Velocyto^37^ (Supplementary Fig. 17d), and by comparing with previous human and mouse kidney developmental studies^9,13,14^.

**Fig. 3:**
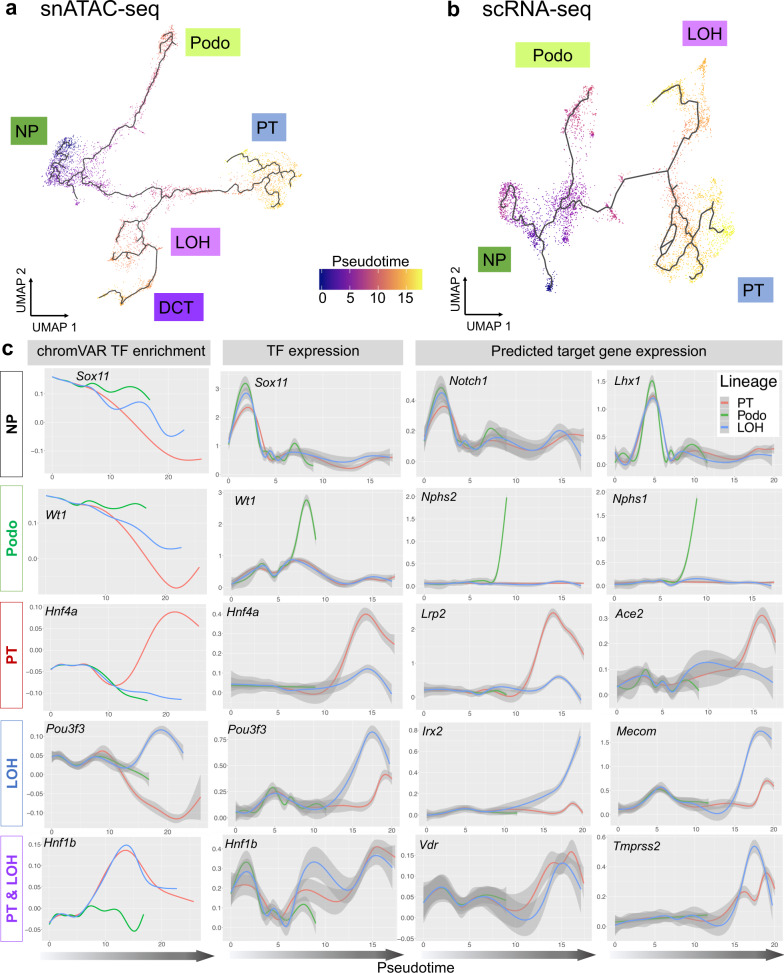
The cellular trajectory of nephron progenitor differentiation. **a** UMAP representation of snATAC-seq nephron progenitor differentiation trajectory towards podocytes, proximal tubule, loop of Henle and distal convoluted tubule, respectively, as inferred by Cicero. Cells are colored by pseudotime. **b** UMAP representation of scRNA-seq nephron progenitor differentiation trajectory towards podocytes, proximal tubule and loop of Henle, respectively, as inferred by Monocle3. Cells are colored by pseudotime. **c** Pseudotime-dependent chromatin accessibility and gene expression changes along the proximal tubule (red), podocyte (green), and loop of Henle (blue) cell lineages. The first column shows the dynamics of chromVAR TF enrichment score, the second column shows the dynamics of TF gene expression values and the third and fourth column represent the dynamics of SCENIC-reported target gene expression values of corresponding TFs, respectively. Error bars denote 95% confidence intervals of local polynomial regression fitting. Additional examples are given in Supplementary Fig. 18b.

Building on both the SCENIC-generated gene regulatory network and the robust differentiation trajectories of the snATAC-seq and scRNA-seq datasets, we next aimed to understand chromatin dynamics, identify TFs and driver pathways for cell type specification. To this end, we first determined variation in chromatin accessibility along the three differentiation trajectories using ChromVAR^38^. ChromVAR estimates the accessibility dynamics of motifs in snATAC-seq data (see “Methods” section). The cell type-specific TF enrichment score matrix is shown in Supplementary Fig. 18a and Supplementary Data 9. We observed three different patterns when analyzing genes of interest (Fig. 3c): (1) Decrease of TF motif accessibility in all lineages. For example, *Sox11* motif enrichment score was high in nephron progenitor cells at the beginning of all three trajectories. It then decreased in all three lineages in parallel, underlining the role of *Sox11* in early kidney development. Several other TFs followed this pattern such as *Six2* and *Sox9*. (2) Cell type-specific maintenance of chromatin accessibility with advancing differentiation. We observed that chromatin accessibility for the *Wt1* motif was high initially but declined in proximal tubule and loop of Henle lineages, while its expression is increased in the podocyte lineage. This is consistent with the important role of *Wt1* in nephron progenitors and podocytes^39,40^. Other TFs that followed this pattern include *Foxc2* and *Foxl1*. (3) A de novo increase in chromatin accessibility with cell type commitment and advancing differentiation. For example, the chromatin accessibility of *Hnf4a* and *Pou3f3* motif increased in proximal tubule and loop of Henle trajectories, respectively, coinciding with the cellular differentiation program^41^. A large number of TFs followed this pattern such as *Mafb* (in podocytes), *Hnf4a* and *Hnf1a* (in proximal tubule), *Hnf1b* (in both proximal tubule and loop of Henle) as well as *Esrrb* and *Tfap2b* (in loop of Henle).

Next, we correlated changes in chromatin accessibility-based TF motif enrichment with TF expression, and their respective predicted target genes along the trajectories. To this end, we investigated TFs and target genes differentially expressed over scRNA-seq pseudotime (Supplementary Data 10). We noticed a good concordance of time-dependent changes of TF and predicted target gene expression along with motif enrichment, including the lineages for podocytes (e.g., *Foxc2*, *Foxl1*, *Mafb*, *Magi2*, *Nphs1*, *Nphs2*, *Plat*, *Synpo*, *Thsd7a*, *Wt1*, and *Zbtb7c*), proximal tubule (e.g., *Ace2*, *Atp1a1*, *Dab2*, *Hnf1a*, Hnf4a, *Hsd17b2*, *Lrp2*, *Maf*, *Slc12a3*, *Slc22a12*, *Slc34a1*, and *Wnt9b*), loop of Henle (e.g.,*Cyfip2*, *Cytip*, *Esrrb*, *Esrrg*, *Irx1*, *Irx2*, *Mecom*, *Pla2g4a*, *Pou3f3*, *Ppargc1a*, *Stat3*, *Sytl2*, *Tfap2b*, *Thsd4*, and *Umod*), as well as for both proximal tubule and loop of Henle (e.g., *Bhlhe40*, *Hnf1b*, and *Tmprss2*), respectively (Fig. 3c and Supplementary Fig. 18b). Most interestingly, we noticed two distinct patterns of how gene expression was related to chromatin accessibility. While gene expression of TFs increased over pseudotime, its corresponding motif accessibility either increased in parallel (such as *Hnf4a* and *Pou3f3*) or was maintained in a lineage-specific manner (such as *Wt1*). This might indicate different regulatory mechanisms during differentiation.

We next aimed to interrogate the stage-dependent chromatin dynamics along the identified differentiation trajectory. The differentiation trajectory was binned into 15 developmental steps based on the lineage specification in pseudotime inference (Supplementary Fig. 17b, c). These stages were labeled as NP1-3 (nephron progenitor), IM1-2 (intermediate cells), Podo1-3 (podocytes), PT1-3 (proximal tubule), LOH1-2 (loop of Henle), and DCT (distal convoluted tubule). By studying gene activity score enrichment of prior cell marker-based annotations, we showed that NP3 matches with renal vesicle signatures, IM1-2 and Podo1 match with Comma-shaped and S-shaped body that committed to tubule and podocyte fates, respectively (Fig. 4b). To study the chromatin opening and closing, we conducted differential chromatin accessibility analysis between subsequent stages. To understand the biological processes controlled by the epigenetic changes, we examined the nearby genes and performed functional annotation of these peaks (see “Methods” section). We found that open chromatin profiles were relatively stable in the early precursor stages such as NP1 to NP3, with fewer than 70 DAPs identified (Supplementary Data 11 and Supplementary Fig. 19). The podocyte differentiation branch was associated with marked increase in the number of DAPs (796 DAPs between NP3 and Podo1). This mainly represented the closing of chromatin areas around nephron progenitor-specific genes such as *Osr1*, *Gdnf*, *Sall1*, *Pax2* and opening of areas around podocyte-specific genes and key TFs such as *Foxc2* and *Efnb2*, both of which are validated to be important for early podocyte differentiation^42,43^. 

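Gene activity, the open calls over the gene body and 2 kb upstream, was compared between podocytes and nephron progenitors of the P0 samples by edgeR over 16829 genes. The files do not identify the pseudotime stages, so the values are for the whole annotated cell types. Peaks near a gene but outside this range are left out, while the paper examined genes near its differing peaks. Values are in CPM, for the first and then the second P0 sample. For Gdnf (chromosome 15, 7810846 to 7837575) the activity was 77.9 and 72.0 CPM in nephron progenitors and 31.3 and 27.8 CPM in podocytes, a log2 fold change of -1.35 (standard error 0.14, edgeR adjusted p = 1.9e-18). For Pax2 (chromosome 19, 44756045 to 44837871) the log2 fold change was -1.24 (standard error 0.09, edgeR adjusted p = 6.9e-38). Sall1 (chromosome 8, 89027235 to 89044162) fell by 0.51 on the log2 scale (edgeR adjusted p = 3.3e-07) and Osr1 (chromosome 12, 9570116 to 9581500) fell by 0.92 (adjusted p = 2.0e-05). Foxc2 (chromosome 8, 121116171 to 121118895) rose from 27.8 and 28.2 to 47.5 and 48.1 CPM, a log2 fold change of 0.76 (standard error 0.15, edgeR adjusted p = 7.1e-06). Efnb2 (chromosome 8, 8617434 to 8661242) rose by 0.42 (edgeR adjusted p = 5.0e-05). Every gene changed in the same direction in both P0 samples, which are too few for the p-values to measure variation between animals. Some of the calls depend on the setting. With DESeq2 the adjusted p was 0.0833 for Osr1, 0.0655 for Foxc2 and 0.114 for Efnb2. With each nucleus thinned to 1000 open peaks the log2 fold change was 0.069 for Foxc2 (edgeR adjusted p = 0.937), -0.022 for Efnb2 (adjusted p = 0.966) and -0.76 for Osr1 (adjusted p = 0.252). Gdnf, Sall1 and Pax2 kept their direction and stayed past the threshold under DESeq2 and after thinning. In all, edgeR called 4002 genes lower and 3749 higher in podocytes. DESeq2 called 1382 lower and 790 higher, and edgeR after thinning 1382 lower and 948 higher.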

At later stages, there was a strong increase in chromatin accessibility of actin filament-based processes and a significant decrease in *Notch1, Notch2*, and *Ctnnb1* in the podocyte lineages (Supplementary Data 12). The chromatin changes from NP3 to intermediate cells 1 (IM1) were mainly associated with closing of the chromatin around *Osr1* and opening around tubule cell-specific TFs, such as *Lhx1* and *Pax3* (Fig. 4). The decrease in *Six2* expression only occurred at the IM2 stage, at which we also observed an increase in tubule specification genes such as *Hnf1a*. Gene ontology results from the 820 up-regulated peaks between PT1 and IM2 showed enrichment associated with typical proximal tubule functions including sodium-dependent phosphate transport, maintenance of osmotic response in the loop of Henle and active sodium transport in the distal convoluted tubule (Supplementary Fig. 19, the full list can be found in Supplementary Data 11, 12, and 13).

**Fig. 4:**
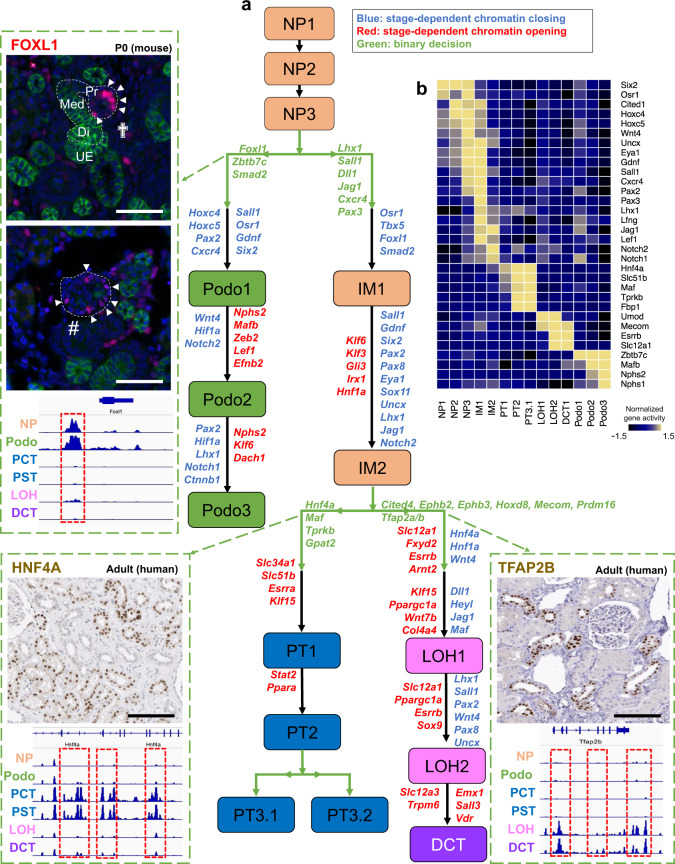
Chromatin dynamics of nephron progenitor differentiation. **a** Di-graph representing cell type and lineage divergence, as derived from Cicero trajectory inference. Nephron progenitors (NP), podocytes (Podo), intermediate stage (IM), proximal tubule (PT), loop of Henle (LOH), and distal convoluted tubule (DCT) are connected with their developmental precursor stages and represented by ascending numbering. Arrows represent cell differentiation along respective trajectories. Genes listed next to the trajectories were derived from analyzing gene enrichment of differentially assessible peaks (DAPs) between two stages. Genes colored red were derived from the opening DAPs between two stages, genes colored blue were derived from the closing DAPs between two stages, and genes colored green were derived from opening DAPs between two branches. Three important genes, *Foxl1*, *Hnf4a*, and *Tfap2b* are shown along with their cell type-specific accessibility peaks and immunostaining results. Peaks that were open during the development of specific cell types are shown in red boxes. Immunofluorescence staining of P0 mouse kidney shows FOXL1 in red in the proximal part (Pr) of late S-shaped bodies (cross) and in podocytes within primitive glomeruli (#); green staining denotes E-Cadherin, blue DAPI; Med, medial part of S-shaped body; Di, distal part of S-shaped body; UE, ureteric epithelium; images are representative of three independent experiments, scale bars = 25 µm. HNF4A and TFAP2B in human adult kidney samples (images CAB019417 and HPA034683, respectively, taken from the Human Protein Atlas version 19.3, http://www.proteinatlas.org^83^, https://creativecommons.org/licenses/by-sa/3.0/) are visualized by immunohistochemistry in brown, scale bar = 25 µm. In addition, gene expression changes along the three trajectories of genes that were identified by GREAT analysis to be nearby chromatin closing and opening events demonstrated to be consistent to chromatin information, examples are visualized in the top right subpanel. **b** Heatmap showing normalized gene activity scores of lineage marker genes in the 15 developmental stages.

In addition to analyzing changes along the trajectory, we also examined cell-fate bifurcation events by comparing two descendant lineages. We found that podocyte specification from nephron progenitors was associated with differential opening of *Foxl1*, *Zbt7c*, and *Smad2* in the podocyte lineage and *Lhx1*, *Sall1*, *Dll1*, *Jag1*, *Cxcr3*, and *Pax3* in the other lineage, respectively. While the role of several TFs has been established for podocyte specification, the expression of *Foxl1* has not been described in the kidney until now (Fig. 4). 

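Peaks centred 53381, 152832, 237018 and 268550 bp downstream of the Foxl1 start (ENSMUSG00000097084.1) are in the deposited list, all on chromosome 8 in introns of the longer transcript Gm20388, which runs over Foxl1, and are called elements 1 to 4 here. Element 1, from 121180570 to 121182072, was open in 3.03% ± 1.08 (SD, n = 5 samples) of podocytes and in 18.1% ± 10.4 of stroma 2 nuclei. Element 2, from 121280366 to 121281177, was open in 26.4% ± 8.14 of podocytes, and PCT was next with 8.06% ± 3.75. Element 3, from 121364681 to 121365236, was open in 16.9% ± 2.54 of podocytes, and nephron progenitors were next with 4.20% ± 4.47. Element 4, from 121396206 to 121396773, was open in 3.58% ± 1.97 of podocytes and in 8.25% ± 5.84 of stroma 2 nuclei. Podocytes led in 5 of 5 samples at elements 2 and 3 and in 0 of 5 at elements 1 and 4. The edgeR test called elements 2 and 3 specific to podocytes and element 1 specific to stroma 2. Against the mean of the other cell types, the log2 fold change of podocytes was 3.88 (edgeR adjusted p = 3.1e-23) at element 2, 5.37 (adjusted p = 2.6e-25) at element 3, 2.24 (adjusted p = 1.7e-05) at element 4 and 1.39 (adjusted p = 0.0219) at element 1. At P0, where the trajectories were built, nephron progenitors had element 1 open in 11.4% ± 0.133 of nuclei (n = 2), podocytes in 3.96% ± 1.31, PCT in 1.18% ± 0.912 and loop of Henle in 2.41% ± 0.595. For element 4 these shares were 7.28% ± 1.52, 5.23% ± 0.0261, 0.362% ± 0.00464 and 2.11% ± 1.47. At element 2 podocytes of the P0 samples had 23.5% ± 6.56, nephron progenitors 6.89% ± 1.80, PCT 12.0% ± 0.103 and loop of Henle 4.19% ± 0.581. At element 3 they had 16.1% ± 2.56, 9.00% ± 1.21, 0.633% ± 0.120 and 1.87% ± 0.694. The peak over the Foxl1 start (chromosome 8, 121127478 to 121128191) was open in 6.94% ± 4.45 of podocytes and 9.28% ± 8.26 of stroma 2 nuclei. The order differed between stages, with 4.03% of podocytes and 18.3% of stroma 2 nuclei at P0. In the adult samples these shares were 8.88% and 3.29%, and podocytes led in 2 of the 3 samples.

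**Figure D3:**
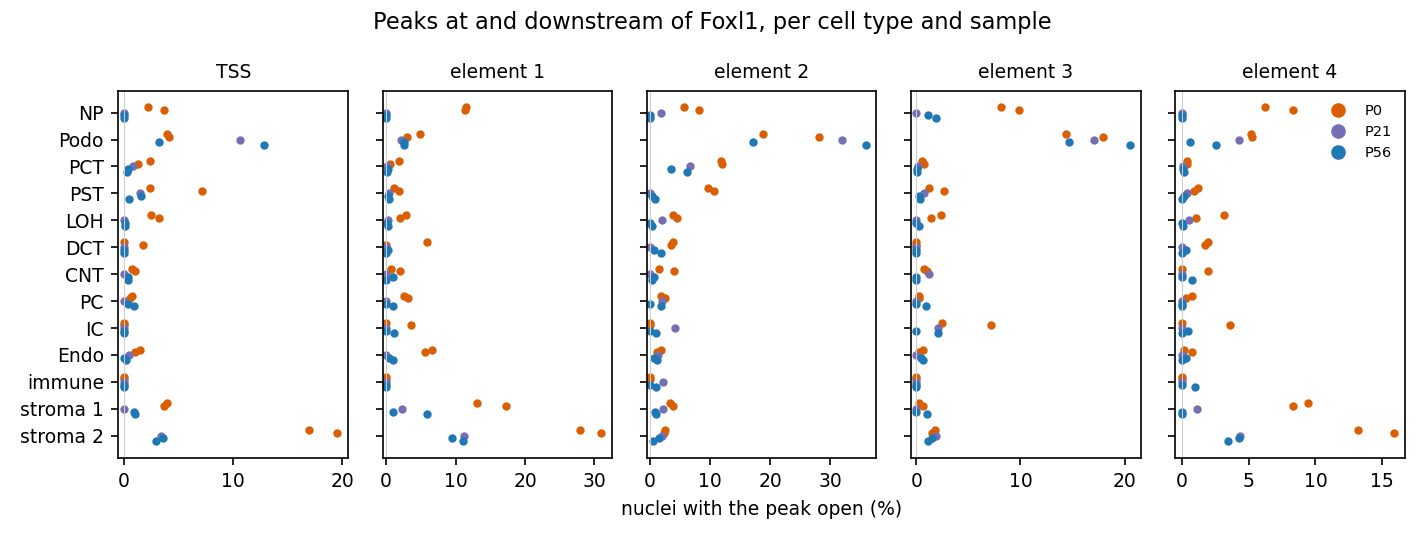
Share of nuclei (%) on the x axis for the peak over the Foxl1 start and the 4 downstream peaks, numbered from the nearest, per cell type, with 1 point per snATAC-seq sample colored by age. Within each sample podocytes lie to the right of all other cell types at elements 2 and 3, and stroma 2 at elements 1 and 4.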

Our analysis pinpointed that four peaks in the vicinity of *Foxl1* were accessible only in podocyte lineage, which locate in +53,381 bp, +152,832 bp, +237,019 bp, and +268,550 bp of the *Foxl1* TSS, respectively. To confirm the expression of *Foxl1* in nephron progenitors and podocytes, we performed immunofluorescence studies on developing kidneys (E13.5, P0, and P6). Consistent with the computational analysis, we found strong expression of FOXL1 in nephron progenitors (E13.5). At later stages, FOXL1 expression in glomerular podocyte was confirmed by co-localization with WT1 (Supplementary Fig. 20). Early and late stage expression of *Foxl1* were also confirmed in scRNA-seq data (Supplementary Fig. 21). While further experimental validation will be important, our study has illustrated the critical role of open chromatin state information and dynamics in cellular differentiation.

The intermediate cells (IM) gave rise to proximal and distal branches representing the proximal tubules, and the loop of Henle as well as distal convoluted tubule segments. 

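At P0, edgeR compared PCT with loop of Henle at 92953 peaks, of which 31030 were lower and 29802 higher in loop of Henle. Distal convoluted tubule, with 51 and 57 nuclei in the P0 samples, was compared at 47550 peaks, of which 12804 were lower than in PCT and 5556 higher. DESeq2 called 3620 lower and 2483 higher in distal convoluted tubule, and without the filter on low counts edgeR called 22839 and 2682. The alternative that moved the comparison with loop of Henle most was thinning to 1000 open peaks per nucleus, which left 5328 peaks. Gene activity of Hnf4a (chromosome 2, 163506808 to 163572910) was 364 and 392 CPM in PCT of the P0 samples and 72.5 and 79.5 CPM in loop of Henle, a log2 fold change of -2.43 (standard error 0.06, edgeR adjusted p = 1.1e-295). With 2 samples, p-values this small rest on the spread shared across genes and say little about variation between animals. Maf (chromosome 8, 115682942 to 115707794) fell by 1.64 on the log2 scale from PCT to loop of Henle (edgeR adjusted p = 2.9e-68) and Tprkb (chromosome 6, 85911865 to 85930284) fell by 2.19 (adjusted p = 8.2e-125). Tprkb was also higher in PCT than in nephron progenitors, by a log2 fold change of 1.97 (edgeR adjusted p = 2.5e-49). Gpat2 (chromosome 2, 127425199 to 127436092) was lower in loop of Henle than in PCT by a log2 fold change of -0.56 (standard error 0.21, edgeR adjusted p = 0.0164). Its difference between PCT and nephron progenitors, 0.32 (standard error 0.20, edgeR adjusted p = 0.146), did not pass the threshold, nor did that between PCT and distal convoluted tubule, -0.25 (adjusted p = 0.775). With DESeq2 the adjusted p of Gpat2 between PCT and loop of Henle was 0.471. In distal convoluted tubule the log2 fold changes against PCT were -4.18 for Hnf4a, -1.37 for Maf and -1.78 for Tprkb, all past the threshold. In the comparison with loop of Henle the largest fold change towards PCT was at a 3'-UTR peak whose nearest protein-coding start is that of Rnf183 (chromosome 4, 62452162 to 62452811), open in 53 and 41 PCT nuclei and in 0 nuclei of loop of Henle.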

The proximal tubule region was characterized by chromatin opening around *Hnf4a, Maf*, *Tprkb*, and *Gpat2*. 

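Gene activity of Tfap2b (chromosome 1, 19208914 to 19238576) in the P0 samples was 8.79 and 8.69 CPM in PCT, 83.6 and 80.2 CPM in loop of Henle and 83.2 and 125 CPM in distal convoluted tubule. Its log2 fold change against PCT was 3.11 in loop of Henle (standard error 0.15, adjusted p = 2.5e-90 from edgeR) and 3.46 in distal convoluted tubule (standard error 0.28, adjusted p = 1.4e-33). For Tfap2a (chromosome 13, 40715302 to 40738376) these were 1.43 and 1.79, for Ephb2 (chromosome 4, 136647539 to 136835988) 1.82 and 1.75, and for Ephb3 (chromosome 16, 21204755 to 21223305) 0.96 and 0.95. For Hoxd8 (chromosome 2, 74704615 to 74707933) they were 2.10 and 2.61, for Mecom (chromosome 3, 29951296 to 30548008) 1.81 and 1.92, and for Prdm16 (chromosome 4, 154316125 to 154636873) 1.99 and 2.03. All 7 genes passed the threshold in both comparisons. Ephb3 no longer did after thinning to 1000 open peaks per nucleus in the comparison with loop of Henle (adjusted p = 0.0667), nor with DESeq2 in that with distal convoluted tubule (adjusted p = 0.166). Cited4 (chromosome 4, 120666572 to 120667820), which holds 1 peak, had a log2 fold change of 0.28 in loop of Henle (standard error 0.11, adjusted p = 0.0270) and 0.26 in distal convoluted tubule (adjusted p = 0.530), and with DESeq2 the adjusted p in loop of Henle was 0.453. Against nephron progenitors, activity in loop of Henle was higher for Tfap2a (1.21), Cited4 (0.61), Hoxd8 (0.43), Mecom (0.69) and Prdm16 (0.79), while Ephb2 (0.023, edgeR adjusted p = 0.739) and Ephb3 (0.15, adjusted p = 0.0542) did not pass the threshold.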

The loop of Henle and distal convoluted tubule segments were remarkable for multiple DAPs in the vicinity of *Tfap2a*, *Tfap2b*, *Cited4*, *Ephb2*, *Ephb3*, *Hoxd8*, *Mecom*, and *Prmd16*, indicating a critical role for these TFs in distal tubule differentiation (Figs. 3c and 4 and Supplementary Fig. 21). 

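At the Six2 promoter (chromosome 17, 85687815 to 85689464) the peak was open in 39.2% ± 5.52 (SD, n = 2 samples) of nephron progenitors at P0, 10.8% ± 4.24 of podocytes, 2.81% ± 0.933 of PCT and 13.9% ± 0.809 of loop of Henle nuclei. A proximal element 2914 bp upstream (chromosome 17, 85690948 to 85691428) was open in 13.2% ± 0.377 of nephron progenitors, and in 0.577% ± 0.356, 1.18% ± 0.656 and 1.64% ± 0.800 of the 3 differentiated cell types in the same order. The distal enhancer was open in 41.4% ± 5.22 of nephron progenitors, 2.86% ± 2.20 of podocytes, 2.27% ± 0.670 of PCT and 10.3% ± 0.248 of loop of Henle nuclei. At all 3 peaks each P0 sample had a larger share in nephron progenitors than in any of the other 3 cell types, by more than the spread between samples. Gene activity of Six2 (ENSMUSG00000024134.11) was 70.3 and 69.1 CPM in nephron progenitors. It fell by 1.37 on the log2 scale in podocytes (standard error 0.15, adjusted p = 1.2e-17 from edgeR), by 3.73 in PCT (standard error 0.17, adjusted p = 1.2e-45) and by 1.62 in loop of Henle (standard error 0.10, adjusted p = 2.1e-49).

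**Figure D4:**
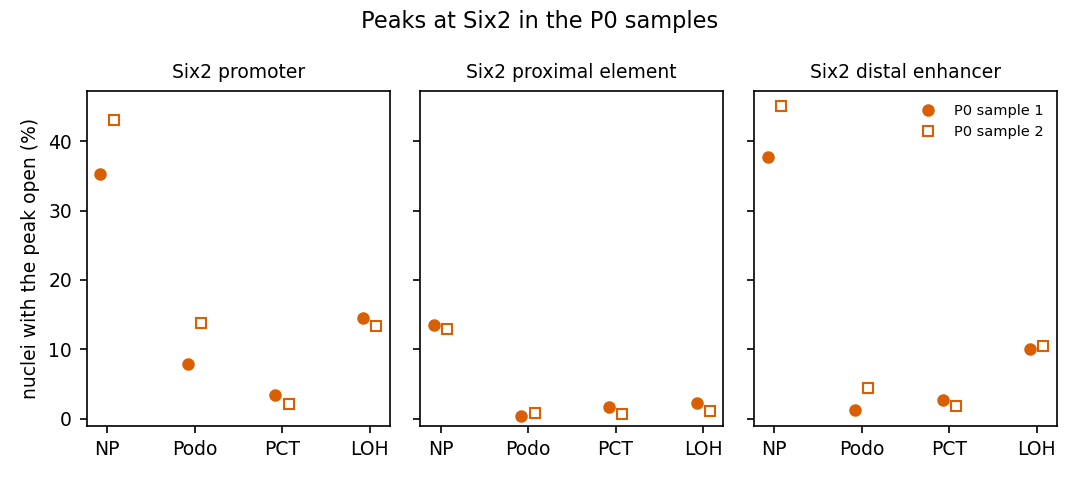
Share of nuclei (%) on the y axis for 3 peaks at Six2 in nephron progenitors, podocytes, PCT and loop of Henle, with filled and open symbols for the P0 samples. Nephron progenitors are highest at each peak, with means of 39.2%, 13.2% and 41.4%.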

Consistently, we saw a reduction in chromatin accessibility of *Six2* promoters and enhancers along all three trajectories (podocyte, proximal tubule, and loop of Henle) (Supplementary Fig. 22). 

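Between nephron progenitors and loop of Henle at P0, gene activity of Heyl (chromosome 4, 123233556 to 123249875) fell by 0.91 on the log2 scale (standard error 0.06, adjusted p = 1.0e-41 from edgeR), from 150 and 140 CPM to 84.8 and 73.6 CPM. Jag1 (chromosome 2, 137081456 to 137116644) had a log2 fold change of -0.085 (standard error 0.05, edgeR adjusted p = 0.182) in that comparison, with 191 and 191 CPM in nephron progenitors and 190 and 178 CPM in loop of Henle. PCT had lower activity of both genes than loop of Henle, with 48.6 and 52.1 CPM for Heyl and 137 and 144 CPM for Jag1. From PCT to loop of Henle the log2 fold change was 0.54 for Heyl (edgeR adjusted p = 2.2e-07) and 0.27 for Jag1 (adjusted p = 1.9e-04). The latter was not past the threshold with DESeq2 (adjusted p = 0.136). The intermediate stages between nephron progenitors and the tubule segments are not identified in the files.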

There was also a decrease in accessibility of *Jag1* and *Heyl* in the distal loop of Henle segment, concordant with the putative role of Notch driving the proximal tubule fate^44^ (Supplementary Data 14). Another striking observation was that tubule segmentation and specification occurred early by an increase in chromatin accessibility around *Lhx1*, *Hnf1a* and *Hnf4a* and *Maf* for proximal tubule and *Tfap2b* for loop of Henle. 

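Between nephron progenitors and PCT at P0, gene activity of Hnf4a rose from 35.0 and 49.3 CPM to 364 and 392 CPM, a log2 fold change of 3.25 (standard error 0.07, adjusted p = 6.4e-86 from edgeR). That of Maf rose by 1.46 (standard error 0.09, edgeR adjusted p = 5.3e-35) and that of Lhx1 (chromosome 11, 84518284 to 84525535) by 1.00 (standard error 0.11, adjusted p = 6.0e-15). Tfap2b rose by 2.25 between nephron progenitors and loop of Henle (standard error 0.10, edgeR adjusted p = 5.5e-95), from 17.4 and 16.4 CPM. These 4 genes stayed past the threshold with DESeq2 and after thinning to 1000 open peaks per nucleus. Activity of Lhx1 was lower in loop of Henle than in PCT by a log2 fold change of -0.61 (edgeR adjusted p = 2.6e-07), which thinning reduced to -0.14 (adjusted p = 0.779). A distal peak nearest to Lhx1 (chromosome 11, 84660928 to 84661521), 135689 bp from its start, went the other way. It had the largest fold change towards loop of Henle, open in 119 and 111 of its nuclei and in 0 PCT nuclei. The time at which these changes occur cannot be read from annotated cell types alone.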

Terminal differentiation of proximal tubule and loop of Henle cells was strongly linked to nuclear receptors that regulate metabolism, such as *Esrra* and *Ppara* in proximal tubules and *Esrra* and *Ppargc1a* in the loop of Henle segment, once more indicating the critical role of metabolism of driving gene expression and differentiation^45^.

### Stromal-to-epithelial communication is critical in the developing and adult kidneys

Previous studies indicated that the survival, renewal, and differentiation of nephron progenitors is largely regulated through its cross-talk with the adjacent ureteric bud^46^. To investigate the complex cellular communication network, we used CellPhoneDB^47^ to systematically infer potential cell–cell communication in the developing and adult kidney. CellPhoneDB provides a comprehensive database and a statistical method for the identification of ligand–receptor interactions in scRNA-seq data. Analysis of our scRNA-seq dataset indicated that the number of cell–cell interaction pairs was larger in developing kidney compared to the adult kidney (Fig. 5a). In the developing kidney, the stroma showed the greatest number of interactions among all cell types, coinciding with the well-known role of epithelial–stromal interactions in driving kidney development^44^. Of the identified interactions, many were related to stroma-secreted molecules such as collagen 1, 3, 4, 6, and 14 (Fig. 5b). Interestingly, the nephron progenitor cluster showed important ligand-receptor interaction between *Fgf1*, *Fgf8* as well as *Fgf9* and the corresponding receptor *Fgfr1*, which is consistent with the well-known role of FGF signaling in kidney development^48^. Of the manifold identified interactions in the fetal kidney, stromal interaction and the VEGF-involving interaction remained significant in the adult data set, underscoring the importance of endothelial-to-epithelial communication.

**Fig. 5:**
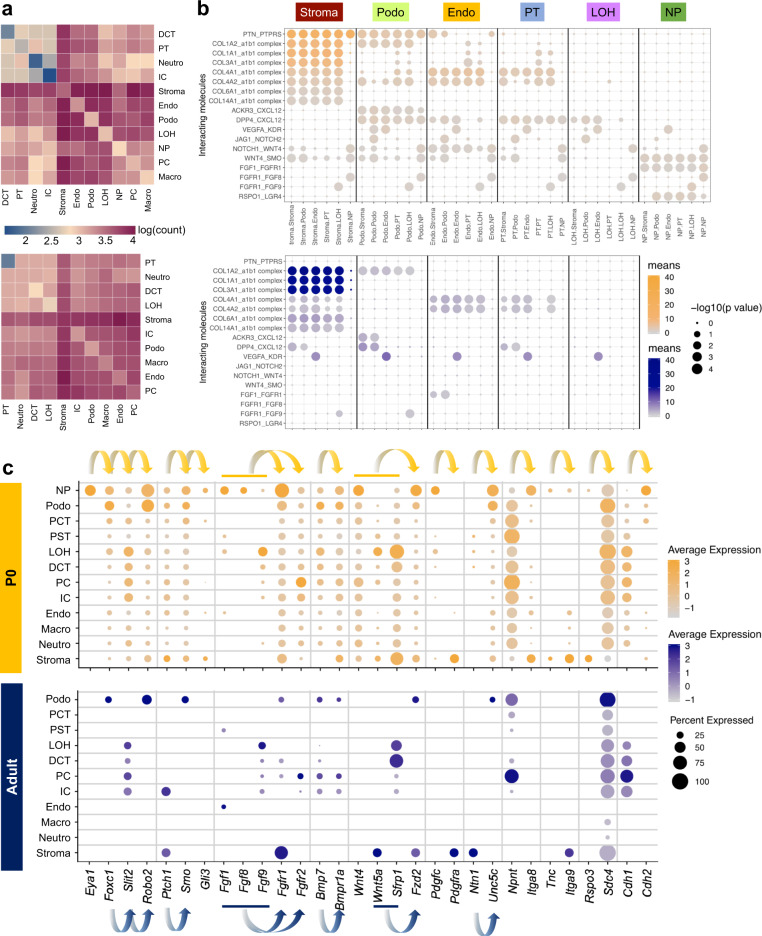
Cell–cell communication analysis in the developing and adult mice highlighted the critical role of stroma in driving cell differentiation. **a** Heatmaps showing the number of cell-cell interactions in the scRNA-seq dataset of P0 (top) and adult (bottom) kidneys, as inferred by CellPhoneDB. Dark blue and dark red colors denote low and high numbers of cell–cell interactions, respectively. **b** CellPhoneDB-derived measures of cell–cell interaction scores and *p* values. Each row shows a ligand-receptor pair, and each column shows the two interacting cell types, which is binned by cell type. Columns are sub-ordered by first interacting cell type into stroma, podocytes, endothelial cells, proximal tubule, loop of Henle, and nephron progenitors. Color scale denotes the mean values for all the interacting partners, where mean value refers to the total mean of the individual partner average expression values in the interacting cell type pairs. Orange scale denotes P0, blue scale denotes adult. Dot size denotes corresponding *p* values of the (one-sided) permutation test with 1000 permutations. **c** Dot plots of RNA expression of important cell–cell communication candidates within the Gdnf-Ret, Sonic hedgehog, Fgf, Bmp, Wnt, and other pathways in both P0 (top) and adult (bottom) kidney. Dot size denotes percentage of cells expressing the marker. Color scale represents average gene expression values, orange denotes P0, blue denotes adult. Arrows indicate ligand–receptor pairs.

We next individually examined the expression of several key pathways known to play important roles in kidney development, such as Gdnf-Ret, sonic hedgehog, FGF, Bmp, Wnt, and others^9^. Expression of these key ligand–receptor pairs showed strong cell type specificity (Fig. 5c). For example, *Robo2* of the Gdnf-Ret pathway was expressed in nephron progenitors and in podocytes of P0 and adult kidney^49–51^. *Eya1*, however, is genetically upstream of *Gdnf* and acts as a positive regulator for its activation^52^. Consistently, we noted distinct cell type specificity of *Eya1* expression only in nephron progenitors, which was also true for other important signaling molecules such as *Ptch1, Smo*, and *Gli3* of the sonic hedgehog pathway. *Fgfr1* showed the highest expression in nephron progenitors as well as in fetal and adult stroma, underscoring the importance of FGF signaling for cell–cell interactions in both the developing and developed kidney. Because not much is known about some of these markers, the significance of these putative interactions requires further investigation. For example, *Rspo3* has been implicated in nephron progenitor-associated interactions during nephrogenesis^10^. Mutations in the *Itga8* gene are known to cause isolated congenital anomalies of kidney and urinary tract in humans^50^.

### Murine single cell chromatin accessibility implicates potential human kidney GWAS mechanisms, target regulatory regions, genes, and cell types

Finally, we examined whether single cell level chromatin accessibility data can help implicate cell and gene targets for human kidney diseases. GWAS have been exceedingly successful in identifying nucleotide variations associated with specific diseases or traits. However, the majority of the identified genetic variants are in the non-coding region of the genome. Initial epigenome annotation studies indicated that GWAS hits are enriched in tissue-specific enhancer regions. As there are many different cell types in the kidney with differing function, understanding the true cell type specificity of these enhancers is critically important.

Here, we reasoned that murine single cell accessible chromatin information could be useful in nominating potential cell type-specific regulatory regions, and thereby the target cell type for the GWAS hits. We combined three recent kidney disease GWAS^53–55^, and obtained 26,637 single nucleotide polymorphisms (SNPs) that passed genome-wide significance level. After lift-over, we identified 7923 variants by orthologous mapping from human to mouse.

First, we examined eGFR GWAS loci where functional validation studies reported conflicting results on target cell types and target genes (Fig. 6). First, we examined the region around *Uncx*, for which reproducible association with kidney function was shown in multiple kidney function GWAS^53,54^. 

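The peak in the orthologous region near Uncx was identified by its shares of open nuclei in the 13 cell types, pooled over samples, which the paper's supplementary table of variants gives and which match a single peak of the deposited data. It is a distal peak on chromosome 5 of mm10 from 139568095 to 139568679. At P0 it was open in 12.7% ± 0.318 (SD, n = 2 samples) of nephron progenitors, 6.68% ± 0.0950 of loop of Henle, 5.47% ± 2.19 of distal convoluted tubule, 3.29% ± 1.52 of stroma 2 and 2.47% ± 1.19 of podocyte nuclei. Nephron progenitors led in both P0 samples by more than the spread between them. In the adult samples it was open in 0 of 195 nephron progenitor nuclei, and the highest mean share was 0.429% ± 0.158 (n = 3) in PST. Over all 5 samples the mean share was 5.07% ± 6.94 in nephron progenitors and 2.76% ± 3.58 in loop of Henle. Fisher's exact test over nuclei called the peak specific to nephron progenitors and edgeR did not. Human data were not analysed here.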

Interestingly, the orthologous GWAS locus demonstrated a strong open chromatin region in nephron progenitors but not in any other differentiated cell types of the murine (Fig. 6a) or human (Fig. 6b) kidney. Consistently, by examine epigenome data (including H3K27ac, H3K4me1, H3K4me3, and ChIP-seq data across multiple stages), we observed enrichment for H3K27ac, H3Kme1, and *Six2* binding at this locus. We also detected *Uncx* gene expression in the fetal kidney samples, but not in the adult kidney (Fig. 6c).

**Fig. 6:**
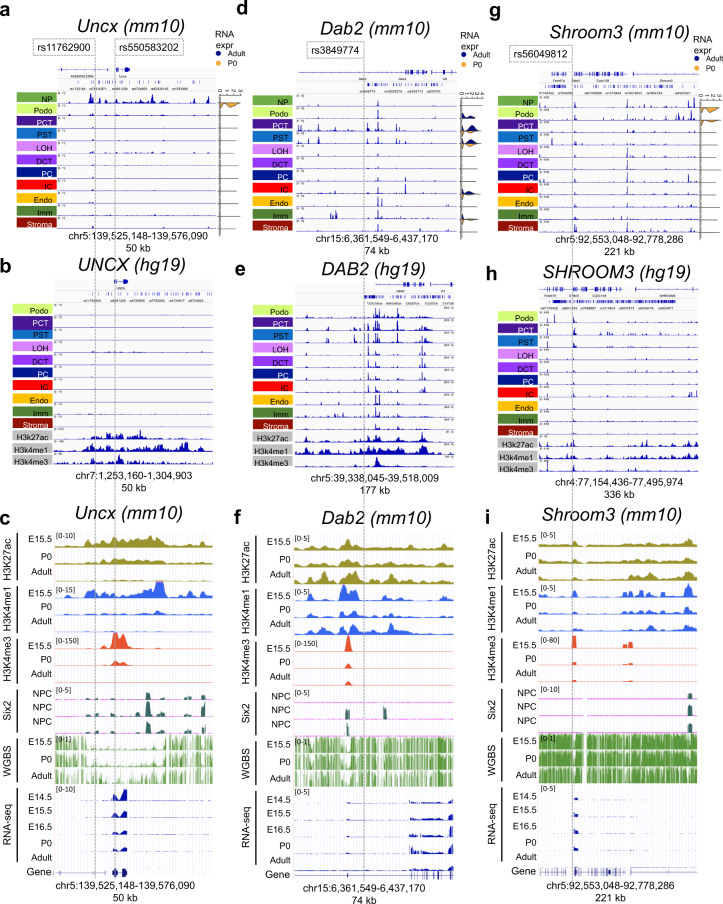
Single cell level chromatin accessibility highlighted human kidney GWAS target genes and cell types. **a**, **d**, **g** Genome browser view of *Shroom3*, *Dab2*, and *Uncx* loci; from top to bottom: mouse orthologue of eGFR GWAS significant SNPs (after lift-over) mouse kidney single nuclei chromatin accessibility for nephron progenitors (NP), podocytes (Podo), proximal convoluted and straight tubules (PCT and PST), loop of Henle (LOH), distal convoluted tubule (DCT), collecting duct intercalated cells (IC), collecting duct principal cell types (PC), endothelial cells (Endo), immune cells (Immune) and stromal cells (Stroma). Data range in all tracks is set to the same scale. Examples of cell type-specific accessible chromatin overlapped with significant SNPs are highlighted with dashed lines. Right subpanel shows violin plots of cell type-specific gene expression in P0 (orange) and adult (blue) kidneys in the scRNA-seq dataset. **b**, **e**, **h** Corresponding genome browser views in adult human (hg19) kidney snATAC-seq data; from top to bottom: eGFR GWAS significant SNPs, adult human kidney single nuclei chromatin accessible landscape, whole kidney H3K27ac, H3K4me1, and H3K4me3 ChIP-seq tracks. The genomic location in human was matched to the mouse orthologue. Note that for *DAB2* (**f**), the image was mirrored to facilitate comparison along genomic read direction. Alternative genome browser views at more zoomed-in locations are available in Supplementary Fig. 23. **c**, **f**, **i** Whole mouse kidney epigenomics tracks from E14.5, E15.5, E16.5, P0, and adult mice. From top to bottom: H3K27ac, H3K4me1, H3K4me3, and Six2 ChIP-seq; whole genome bisulfate sequencing (WGBS); and bulk RNA-seq. The bottom Refseq visualization corresponds to the Refseq track at the top in **a**, **d**, **g**, respectively. Six2 binding signal in nephron progenitor cells.

Next, we analyzed the chromosome 15 GWAS region around *Dab2*, where we identified open chromatin regions in multiple kidney cells. *Dab2* expression, on the other hand, strongly correlated with open distal enhancer regions in proximal tubule cells (Fig. 6d). More importantly, this region was also accessible in human proximal tubule cells (Fig. 6e). This is consistent with earlier publications indicating the role of proximal tubule-specific *DAB2* expression in kidney disease development^56^. 

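At the Dab2 locus, the same match of pooled shares gave a peak on chromosome 15 from 6374818 to 6375627, which lies in an intron of the reference annotation. It was open in 18.5% ± 6.92 (SD, n = 5 samples) of PCT and 16.0% ± 5.87 of PST nuclei. The next highest cell types were stroma 1 with 2.37% ± 2.68, podocytes with 1.96% ± 1.89 and principal cells with 1.83% ± 1.97. PCT and PST were above all other cell types in each of the 5 samples, at P0 (16.8% ± 0.170 and 18.9% ± 1.11) and in the adult samples (19.6% ± 9.52 and 14.2% ± 7.42). Co-accessibility scores were not computed here.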

Interestingly, while single cell analysis indicated an additional distal enhancer in intercalated cells, the GWAS-significant region coincided with the proximal tubule-specific enhancer region and the open chromatin areas showed strong coregulation (Fig. 6f). Bulk kidney (ChIP-Seq) regulatory annotation indicated enhancer mark enrichment in the adult but not in the fetal kidneys.

We also examined loci where functional validation studies reported conflicting results on target cell types and target genes. The *SHROOM3* locus has shown a reproducible association with kidney function in multiple GWAS^55^. While one study indicated that the genetic variants were associated with an increase in *SHROOM3* levels in tubule cells inducing kidney fibrosis^57^, the other suggested that the variant was associated with lower *Shroom3* levels in podocytes resulting in chronic kidney disease development^58^. We noticed that the expression of *Shroom3* in the adult kidney was low (Fig. 6g). 

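At Shroom3, 3 peaks match entries of the paper's supplementary table of variants by their pooled shares, all on chromosome 5 of mm10. Peak 1, from 92682563 to 92684572, lies over a transcription start site and was open in 10.1% ± 1.85 (SD, n = 5 samples) of stroma 2, 7.85% ± 5.63 of PCT, 5.17% ± 2.68 of stroma 1, 4.77% ± 3.96 of loop of Henle, 4.40% ± 4.76 of nephron progenitor and 3.95% ± 2.30 of podocyte nuclei. Peak 2, from 92692209 to 92693097, and peak 3, from 92707930 to 92708627, lie in introns. Stroma 2 was highest at both, with 13.8% ± 2.53 and 9.69% ± 3.92. Nephron progenitors had 1.38% ± 1.92 and 1.95% ± 2.21, podocytes 1.18% ± 1.11 and 1.40% ± 1.30, and PCT 0.173% ± 0.125 and 0.940% ± 0.624. The edgeR test and Fisher's exact test over nuclei both called peaks 2 and 3 specific to stroma 2.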

We observed open chromatin areas in multiple cell types including nephron progenitors, podocytes, and proximal tubule (Fig. 6g). The human kidney cell type-specific open chromatin landscape showed consistent overlap with multiple SNPs in multiple cell types (Fig. 6h). Interesting to note that one SNP with strong nephron progenitor-specific enrichment also coincided with the *Six2* binding area (Fig. 6i). While this finding is enticing, further experimental validation is warranted in order to uncover mechanistic insights. Closer views of all three loci are shown in Supplementary Fig. 23.

Lastly, we also overlapped all disease-associated SNPs (after lift-over) with peaks in snATAC-seq data. The full table including nearest genes is provided in Supplementary Data 15. These results indicate that variants associated with kidney disease development are located in regions with murine cell type-specific and developmental stage-specific regulatory activity, and illustrate the potential power of snATAC-seq in nominating target genes and target cell types for GWAS variants.

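Supplementary Data 15 lists 316 entries with the shares of nuclei in the 13 cell types but no mouse coordinates. Each entry matched a single peak of the deposited matrix in all 13 pooled shares, within 5e-05, and the 316 peaks were all different. With the PCT and PST columns exchanged, 0 matched, and 1 did within 0.0002. In the paper's pooled shares, the highest share was in PST for 135 of the peaks, nephron progenitors for 31, stroma 2 for 25, PCT for 24 and intercalated cells for 21. Connecting tubule and principal cells followed with 15 each, endothelial cells with 14 and distal convoluted tubule with 12. Podocytes and immune cells had 7 each, stroma 1 had 6 and loop of Henle 4. PST nuclei have the most open peaks per nucleus of the 13 cell types, and shares are not scaled for depth, the effect of which on these counts was not tested.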

## Discussion

In summary, here we present the first cellular resolution open chromatin map with both developing and adult mouse kidney. Using this dataset, we identified key cell type-specific regulatory networks for kidney cells, defined the cellular differentiation trajectory, characterized regulatory dynamics and identified key driving TFs for nephron development, especially for the terminal differentiation of epithelial cells. Furthermore, our results shed light on potential cell types and target genes for genetic variants associated with kidney disease.

By performing massively parallel single cell profiling of chromatin state, we were able to define the key regulatory logic for each kidney cell type by investigating *cis*-regulatory elements, motif enrichment, and TF-target gene co-expression. These analyses helped the identification of key TFs for different kidney cell types. TF identification is challenging in scRNA-seq data, since the expression of several cell type-specific TFs is low^59^. We showed that by extracting motif information, snATAC-seq data provided critical complementary information for TF identification.

In our dataset, we also observed that the single cell open chromatin atlas was able to define more distinct cell types even in the developing kidney compared to scRNA-seq analysis. Given the continuous nature of RNA expression, it has been exceedingly difficult to dissect specific cell types in the developing kidney^9,10,13^. In addition, it has been difficult to resolve the cell type origin of transcripts expressed at low levels in scRNA-seq data. However, in our snATAC-seq data, the low dimensional embedding showed distinct clusters. In addition, snATAC-seq data were able to capture the chromatin state irrespective of gene expression magnitude. There were several examples where accessible peaks were identified in specific cell types even for genes expressed at low levels, such as *Shroom3*.

Our studies revealed dynamic chromatin accessibility that tracks with renal cell differentiation. These states may reveal mechanisms governing the establishment of cell fate during development. We found a coherent pattern between gene expression and open chromatin information, where the nephron progenitors differentiated into two branches representing podocytes and tubule cells^60^. We found that podocyte commitment occurred earlier, while tubule differentiation was more complex. The podocyte specification correlated with maintained expression of *Foxc2* and *Foxl1*, as evidenced by immunofluorescence. While Foxc2 has been known to play a role in nephron progenitors and podocytes, this is the first description of Foxl1 in kidney and podocyte development. We confirmed the key role of Hnf4a in proximal tubules and identified transcriptional regulators, such as Tfap2a for the distal portion of the nephron. Furthermore, the terminal differentiation of proximal tubule cells correlated with the increase in *Ppara* and *Esrra* expression, both of which are known regulators of oxidative phosphorylation and fatty acid oxidation^45^. Loop of Henle differentiation strongly correlated with *Essrb* and *Ppargc1a* expression. These studies potentially indicate that cell specification events occur early and metabolism controls terminal differentiation of tubule cells^61^. Impaired metabolic fitness of proximal tubules has been a key contributor to kidney dysfunction, explaining the critical association with tubule metabolism and function^62^.

Furthermore, we show that murine single cell-level and differentiation stage-level epigenome annotation is potentially powerful for the annotation of human GWAS. Data from human kidney tissues are needed to understand whether the knowledge from mouse ortholog is transferrable to human, however, our analyses highlight the usefulness of murine analyses in the context of ethical and practicability issues in obtaining human samples, especially during developmental stages. Most identified GWAS signals are in the non-coding region of the genome and the target gene, as well as target cell type remain unknown. Our results indicate that multiple GWAS regions are conserved between mice and humans. Single cell open chromatin information enables not only to infer the implication of affected cell types, but also the understanding of co-regulation of the open chromatin area, which helps infer target genes. Here, we show that the GWAS variants mapped only to those regions where chromatin was open exclusively in nephron progenitors, whereas chromatin became inaccessible as differentiation progressed during later stages, such as for *Uncx*. This is an interesting and important potential mechanism, indicating that the altered expression of this gene might play a role in the development rewiring of the kidney. This mechanism would be similar to genes associated with autism that are known to be expressed in the fetal, but not in the adult stages^63^, and highlights the critical role of understanding chromatin accessibility at multiple stages of differentiation.

While we have generated a large amount of high-quality data, this information will need further experimental validation. In addition, one needs to be aware of the limitations when interpreting different computational analyses, for example, motif enrichment analyses such as implemented by HOMER, SCENIC, and chromVAR are not able to distinguish between TFs with similar binding sites. Future high-throughput studies that analyze open chromatin and gene expression information from the same cells will be exceedingly helpful to correlate open chromatin, and gene expression information along the differentiation trajectory^31,64,65^.

In summary, our dataset provides critical insight into the cell type-specific gene regulatory network, cell differentiation program, and human complex diseases-associated genes.

## Methods

### Material table

Material table can be viewed in the Supplementary Data 16.

### Research animals

Mice were housed in a temperature-controlled specific-pathogen-free facility under 12 h light/dark cycles (lights on at 07:00 h, off at 19:00 h). The animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Pennsylvania in accordance with the guidelines of the National Institutes of Health. All applicable international, national, and institutional guidelines for the care and use of animals were followed.

### Single cell RNA sequencing of P0 and adult mice

One-day-old wild type mouse neonate and adult mouse (C57BL/6) kidneys were harvested and minced into 1 mm^3^ pieces and incubated with digestion solution containing Enzyme D, Enzyme R, and Enzyme A from Multi Tissue Dissociation Kit 1 (Miltenyi, 130-110-201) at 37 °C for 15 min with agitation. Reaction was deactivated by adding FBS to 10%, then solution was passed through a 40 μm cell strainer. After centrifugation at 500 × *g* for 5 min, cell pellet was incubated with 500 μL of RBC lysis buffer on ice for 3 min. We centrifuged the cells at 500 × *g* for 5 min at 4 °C and resuspended the cells in 1X PBS for further steps. Cell number and viability were analyzed using Countess AutoCounter (Invitrogen, C10227). The cell concentration was 2.2 million cells/mL with 92% viability. Ten thousand cells were loaded into the Chromium Controller (10X Genomics, PN-120223) on a Chromium Single Cell B Chip (10X Genomics, PN-120262), and processed to generate single cell gel beads in the emulsion (GEM) according to the manufacturer’s protocol (10X Genomics, CG000183). The library was generated using the Chromium Single Cell 3′ Reagent Kits v3 (10X Genomics, PN-1000092) and Chromium i7 Multiplex Kit (10X Genomics, PN-120262) according to the manufacturer’s manual. Quality control for constructed library was performed by Agilent Bioanalyzer High Sensitivity DNA kit (Agilent Technologies, 5067-4626) for qualitative analysis. Quantification analysis was performed by Illumina Library Quantification Kit (KAPA Biosystems, KK4824). The library was sequenced on Illumina HiSeq 4000 system with 2 × 150 paired-end kits using the following read length: 28 bp Read1 for cell barcode and UMI, 8 bp I7 index for sample index and 91 bp Read2 for transcript.

### Single cell ATAC sequencing

Kidneys from 3-week-old and 8-week-old mice were harvested, minced and lysed in 5 mL lysis buffer (10 mM Tris HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% Nonidet^TM^ P40 Substitute in nuclease-free water) for 15 min. Kidneys from P0 mice were minced and lysed in 2 mL lysis buffer for 15 min. Tissue lysis reaction was then blocked by adding 10 mL 1× PBS into each tube, and solution was passed through a 40 μm cell strainer. Cell debris and cytoplasmic contaminants were removed by Nuclei PURE Prep Nuclei Isolation Kit (Sigma, NUC-201) after centrifugation at 30,000 × *g* for 45 min. Nuclei concentration was calculated with Countess AutoCounter (Invitrogen, C10227). Diluted nuclei suspension was loaded and incubated in transposition mix from Chromium Single Cell ATAC Library & Gel Bead Kit (10X Genomics, PN-1000110) by targeting 10,000 nuclei recovery. GEMs were then captured on the Chromium Chip E (10X Genomics, PN-1000082) in the Chromium Controller according to the manufacturer’s protocol (10X Genomics, CG000168). Libraries were generated using the Chromium Single Cell ATAC Library & Gel Bead Kit and Chromium i7 Multiplex Kit N (10X Genomics, PN-1000084) according to the manufacturer’s manual. Quality control for constructed library was perform by Agilent Bioanalyzer High Sensitivity DNA kit. The library was sequenced on Illumina HiSeq 4000 system with 2 × 50 paired-end kits using the following read length: 50 bp Read1 for DNA fragments, 8 bp i7 index for sample index, 16 bp i5 index for cell barcodes and 50 bp Read2 for DNA fragments.

### Bulk ATAC sequencing

#### Nuclei preparation

Bulk ATAC sequencing was performed with previously published methods^66,67^. Kidneys were minced and lysed in 5 mL lysis buffer (10 mM Tris HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% Nonidet^TM^ P40 Substitute in nuclease-free water) for 15 min. The reaction was then blocked by adding 10 mL 1× PBS into each tube, and solution was passed through a 40 μm cell strainer. The nuclei were centrifuged down at 500×*g* at 4 °C, resuspended in the resuspension buffer (10 mM pH = 7.5 Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_). Nuclei numbers were estimated with Countess AutoCounter (Invitrogen, C10227).

#### Transposition

Fifty thousand nuclei/sample were tagmented with Tagment DNA TDE1 Enzyme and Buffer Kit (Illumina, 20034198) in 50 μL reaction volume of transposition buffer (25 μL 2× TD buffer (Tagment DNA Buffer), 2.5 μL Tn5 transposase (Tagment DNA Enzyme 1), 0.5 μL 10% Tween-20, 0.5 μL 1% Digitonin, 16.5 μL 1× PBS, 5 μL nuclease-free water). The reaction was carried out at 37 °C for 30 min in a thermomixer.

#### DNA purification and library construction

Isolated DNA was purified by MinElute Reaction Cleanup Kit (Qiagen, 28204) by following the manufacturer’s manual. The purified DNA was finally eluted in 10 μL elution buffer. The DNA was then amplified by NebNext High-Fidelity 2× PCR Master Mix (NEB, M0541S) and quantified by qPCR to make libraries. The libraries were purified by AMPure XP beads (Beckman Coulter, A63880). Quality control for constructed library was perform by Agilent Bioanalyzer High Sensitivity DNA kit. Libraries were submitted to 150 bp PE sequencing with Illumina HiSeq 3000 system.

### snATAC-seq data analysis

#### Data processing and quality control

Raw fastq files were aligned to the mm10 (GRCm38) reference genome and quantified using Cell Ranger ATAC (v. 1.1.0). We only kept valid barcodes with number of fragments ranging from 1000 to 40,000 and mitochondria ratio less than 10%. One of the important indicators for ATAC-seq data quality is the fraction of peaks in promoter regions, so we did further filtration based on promoter ratio. We noticed the promoter ratio seemed to follow a binary distribution, with most of cells either having a promoter ratio around 5% (background) or more than 20% (valid cells) (Supplementary Fig. 2a). We therefore filtered out cells with a promoter ratio <20%. After this stringent quality control, we obtained 11,429 P0 single cells (5993 in P0_batch_1 and 5436 in P0_batch_2) and 16,887 adult single cells (7129 in P56_batch_3, 6397 in P56_batch_4, and 3361 in P21_batch_5).

#### Preprocessing

Since snATAC-seq data are very sparse, previous methods either conducted peak calling or binarization before clustering. Here, we chose to do binarization instead of peak calling for two reasons: 1) Peak calling is time consuming; 2) Many peaks are cell type-specific, open chromatin regions in rare populations are more likely to be treated as background. After binning fragments into 5 kb windows and removing the fragments not matched to chromosomes or aligned to the mitochondria, we binarized the cell–bin matrix. In order to keep only bins that were informative for clustering, we removed the top 5% most accessible bins and bins overlapping with ENCODE blacklist. The 484,606 remaining bins were used as input for clustering.

#### Dimension reduction, batch effect correction, and clustering

Clustering was conducted using snapATAC^19^, a single-cell ATAC-seq algorithm scalable to large dataset. Previous benchmarking evaluation has shown that snapATAC was one of the best-performing methods for snATAC-seq clustering^68^. Diffusion map was applied as a dimension reduction method using function *runDiffusionMaps*. To remove batch effect, we used Harmony^20^, in which the low dimensional embeddings obtained from the diffusion map were used as an input. Harmony iteratively pulled batch-specific centroid to cluster centroid until convergence to remove the variability across batches. After batch correction, a graph was constructed using k-Nearest Neighbor (kNN) algorithm with *k* = 15, which was then used as input for Louvain clustering. We used the first 20 dimensions for the Louvain algorithm. The number of dimensions was chosen using a method recommended by snapATAC, although we noticed that the clustering results were similar among a series of dimensions from 18 to 30.

#### Cell type annotation

We used a published list of marker genes^9,21^ to annotate kidney cell types. In order to infer gene expression of each cell type, we built a cell-gene activity score matrix by integrating all fragments that overlapped with gene transcript. We used GENCODE Mouse release VM16^27^ as reference annotation.

#### Comparison with mouse ATAC Atlas dataset

We compared our cell type annotations and QC procedures with previously published sciATAC-seq data^17^ with mouse adult kidney samples included. As for the QC procedure, in the published mouse ATAC atlas, cells were kept with at least 500 UMIs and less than 10% mitochondria reads, while in our analysis, we kept cells with at least 1000 UMIs and less than 10% mitochondria reads. In addition, we also filtered out cells with promoter ratio below 20%. Despite the more stringent QC step, the median number of accessible peaks per cell is comparable, with 4413 in our dataset and 4333 in the Mouse ATAC Atlas dataset.

Our dataset contains larger number of cells (28,346 in our dataset vs. 6299 in the mouse atlas dataset), allowing us to improve the cell type resolution of the prior map. For example, we were able to identify immune and CNT cells and separate the PCT and PST segments of the proximal tubules and IC and PC cells in the collecting duct. Thus, our dataset includes 13 annotated cell types while the previous dataset has 6. In addition, the different resolution may also result in the difference in experimental technologies.

Among the annotated cells, the cell type proportion is mostly consistent. By investigating the cell type-specific marker genes reported in the Mouse ATAC Atlas dataset, we observe good consistency between the cell type-specific peaks, indicating a consistent cell type annotation.

#### Peak calling and visualization

Peak calling was conducted for each cell type separately using MACS2^22^. We aggregated all fragments obtained from the same cell types to build a pseudo-bulk ATAC data and conducted peak calling with parameters “–nomodel–keep-dup all–shift 100–ext 200–qval 1e−2 -B–SPMR–call-summits”. By specifying “–SPMR”, MACS2 generated “fragment pileup per million reads” pileup files, which were converted to bigwig format for visualization using UCSC bedGraphToBigWig tool.

We also visualized public chromatin ChIP-seq data and RNA-seq data obtained from ENCODE Encyclopedia with the following identifiers: ENCFF338WZP, ENCFF872MVE, ENCFF455HPY, ENCFF049LRQ, ENCFF179NTO, ENCFF071PID, ENCFF746MFH, ENCFF563LOO, ENCFF184AYF, ENCFF107NQP, ENCFF465THI, ENCFF769XWI, and ENCFF591DAX. The Six2 ChIP-seq data were obtained from the ref. ^69^ and the WGBS data were obtained from ref. ^70^.

#### Genomic elements stratification

Mouse mm10 genome annotation files were download from UCSC Table Browser (https://genome.ucsc.edu/cgi-bin/hgTables) using GENCODE VM23. TSS upstream 5 kb regions were included as promoter regions, but the results were similar when using 2 kb upstream regions as promoters. We then studied the number of overlapped regions between open chromatin regions identified from the snATAC-seq and bulk ATAC-seq dataset and genome annotations. Since one open chromatin region could overlap with multiple genomic elements, we defined an order of genomic elements as exon > 5′-UTR > 3′-UTR > intron > promoter > distal elements. To be more specific, if one peak overlapped with both exon and 5′-UTR, the algorithm would count it as an exon-region peak.

#### Identification of differentially accessible regions

Peaks identified in each cell type were combined to build a union peak set. Overlapping peaks were then merged to one peak using *reduce* function from the GenomicRanges package. This resulted in 300,755 peaks, which were used to build binarized cell-by-peak matrix. Differentially accessible peaks (DAPs) for each cell type were identified by pairwise peak comparison.

Because of the binary nature of the single cell peak matrix, Fisher’s exact test has been widely used to compute differentially accessible peaks^65,71–73^. To define cell type-specific peaks, we required the peaks to be stringently expressed in one specific cell type. Specifically, for each peak we conducted a Fisher’s exact test between a cell type and each of the other cell types. Peaks with corrected *p* values (Benjamini–Hochberg approach) below significance level (0.05) in all pairwise tests were defined as cell type-specific peaks. This approach was inspired by our previous experience on scRNA-seq data differential expression analysis^21^, and similar to another published snATAC-seq paper^73^. In total, we obtained 60,683 highly specific DAPs, which were used for motif enrichment analysis.

#### Motif enrichment analysis

Motif enrichment analysis was conducted using DAPs by HOMER^34^ with hypergeometric test for enrichment (one-sided). We used the parameters background = “automatic” and scan.size = 300. We noticed that de novo motif identification only generated few significant results, so we focused on known motifs for our following study. We used the significance level of 0.05 for Benjamini–Hochberg (BH) corrected *p*-value to determine the enriched results. The motif enrichment results are provided in Supplementary Data 6.

#### Peak–peak correlation analysis

Peak–peak correlation analysis was conducted using Cicero^33^. In order to find developmental stage-specific peak-peak correlations, the analysis was conducted for P0 and adult separately. Cicero uses Graphic Lasso with distance penalty to assess the co-accessibility between different peaks. Cicero analysis was conducted using the *run_cicero* function with default parameters. A heuristic cutoff of 0.25 score of co-accessibility was used to determine the connections between two peaks.

#### snATAC-seq trajectory analysis

snATAC-seq trajectory was conducted using Cicero, which extended Monocle3 to the snATAC-seq analysis. We obtained the preprocessed P0 snATAC-seq cell-peak matrix from snapATAC as input for Cicero and conducted dimension reduction using latent semantic indexing (LSI) and visualized using UMAP. Trajectory graph was built using the function *learn_graph*. Batch effect was not observed between the two P0 batches, and the trajectory graph was consistent with cell type assignment with clustering analysis (Fig. S17a, b).

In order to study how open chromatin changes are associated with the cell fate decision, we first binned the cells into 15 groups based on their pseudotime and cell type assignment. Next, we studied the DAPs between each group and its ancestral group using the same methods described above. The number of newly open and closed chromatins were reported using pie charts. The exact peak locations are provided in the Supplementary Data 11.

#### Genes and gene ontology terms associated with snATAC-seq trajectory

Based on the binned trajectory graphs and DAPs between each group and its ancestral group, we next used GREAT tool v4.0.4^74^ to study the enrichment of associated genes and gene ontology (GO) terms along the trajectory. We used the newly open or closed peaks as test regions and all the peaks from peak-calling output as the background regions for the analysis. The output can be found in the Supplementary Data 13 and 14.

#### Predict *cis*-regulatory elements

We implemented two methods to study *cis*-regulatory elements in the snATAC-seq data. The first method was inspired by Zhu et al.^30^, which was based on the observation that there was co-enrichment in the genome between the snATAC-seq cell type-specific peaks and scRNA-seq cell type-specific genes. This method links a gene with a peak if (1) they were both specific in the same cell type, (2) they were in *cis*, meaning that the peak is in ±100 kb region of the TSS of the corresponding gene, and (3) the peak did not directly overlap with the TSS of the gene. This method successfully inferred several known distal elements such as for *Six2* and *Slc6a18* (Supplementary Fig. 13c).

Alternatively, we assessed the co-accessibility of two peaks. We implemented Cicero^33^, which aggregates similar cells to obtain a set of “meta-cells” and address the issue with sparsity in the snATAC-seq data. We used *run_cicero* function with default parameters to predict *cis*-regulatory elements (CREs). Although it is recommended to use 0.25 as a cutoff for co-accessibility score, we noticed that this resulted in a great amount of CREs, which could contain many false positives. Thus, we used a more stringent score of 0.4 for the cutoff and retained 232,380 and 206,701 CRE links in the P0 and adult data, respectively.

### Bulk ATAC sequencing analysis

Bulk ATAC-seq raw fastq files were processed using the end-to-end tool ENCODE ATAC-seq pipeline (Software and Algorithms). This tool provided a standard workflow for ATAC-seq data quality control, adapter removal, alignment, and peak calling. To obtain high quality ATAC-seq peaks, peak calling results from two biological replicates were compared and only those peaks that were present in both replicates were kept, which were further used to compare with snATAC-seq peaks.

### Correlation of bulk and single nuclei ATAC sequencing data

snATAC-seq reads were aggregated to a pseudo-bulk data for the comparison purpose. To prevent the effect of sex chromosome and mitochondria chromosome, reads from chromosome X, Y and M were excluded from our analysis. We used multiBigwigSummary tool from deeptools^75^ to study the correlation between different samples. Specifically, the whole genome was binned into equally sized (10 kb) windows, and the reads in each bin were aggregated, generating a bin-read count vector for each of the sample. The correlation of these vectors was computed as a measure of pairwise similarity between samples.

To compare the number of peaks in these two datasets, we used as input the narrowpeak files from the snATAC-seq and bulk ATAC-seq analysis. We filtered out bulk ATAC-seq peaks with *q* value > 0.01 to be consistent with the snATAC-seq setting. Since the snATAC peaks were called after merging different time points, we also took the union set of bulk ATAC-seq peaks from different time points. We then used *findoverlap* function in GenomicRanges package^76^ to identify overlapping peaks.

### Comparison between single nuclei ATAC sequencing data and single cell RNA sequencing data

In order to compare the cluster assignment between snATAC-seq data and scRNA-seq data, we obtained the average gene expression values and peak accessibility in each cluster for P0 and adult samples separately. We next transformed snATAC-seq data by summing up the reads within gene body and 2 kb upstream regions to build gene activity score matrix, as suggested in Seurat^23^. Then, we normalized the data and computed the mean expression and mean gene activity scores in each cell type, and calculated *z*-scores of each gene. Pearson’s correlation coefficient was then calculated among top 3000 highly variable genes between snATAC-seq data and scRNA-seq data. We found high concordance between these two datasets in terms of cell type assignment (Fig. 1g and Supplementary Fig. 3b).

### Single cell RNA sequencing data analysis

#### Alignment and quality control

Raw fastq files were aligned to the mm10 (Ensembl GRCm38.93) reference genome and quantified using CellRanger v3.1.0. Seurat R package v3.0 was used for data quality control, preprocessing, and dimensional reduction analysis. After gene-cell data matrix generation of both P0 and adult datasets, matrices were merged and poor-quality cells with <200 or >3000 expressed genes and mitochondrial gene percentages >50 were excluded, leaving 25,138 P0 and 18,498 adult cells for further analytical processing, respectively (Supplementary Fig. 4a, b).

#### Pre-processing, batch effect correction, and dimension reduction

Data were normalized by RPM following log transformation and 3000 highly variable genes were selected for scaling and principal component analysis (PCA). Harmony R package v1.0^20^ was used to correct batch effects. The top 20 dimensions of Harmony embeddings were used for downstream uniform manifold approximation and projection (UMAP) visualization and clustering (Supplementary Fig. 4c, d).

#### Cell clustering, identification of marker genes, and differentially expressed genes

Louvain algorithm with resolution 0.4 was used to cluster cells, which resulted in 18 distinct cell clusters. A gene was considered to be differentially expressed if it was detected in at least 25% of one group and with at least 0.25 log fold change between two groups and the significant level of Benjamini–Hochberg (BH) adjusted *p* value < 0.05 in Wilcoxon rank sum test was used. We used a list of marker genes^9,21^ to manually annotate cell types. Two distal convoluted tubule clusters were merged based on the marker gene expression, resulting in a total of 17 clusters (Supplementary Fig. 5a–c).

#### Ambient RNA quantification

As in droplet based scRNA-seq experiments, there is always a certain amount of background mRNAs present that get distributed into droplets and sequenced along with cells^77^. In order to quantify the net effect of ambient RNA contamination, we used R package SoupX^24^. Function *autoEstCount* was used to estimate the contamination fraction in P0 and adult batches separately. We visualized the change in expression due to soup correction in UMAP space. Function *adjustCounts* was used to correct the count expression matrices for downstream processing. We then used the corrected matrices and reran the whole Seurat pipeline with the same parameters. The average expression of genes per cluster were used for Pearson correlation coefficient analysis to compare between matrices with and without ambient RNA correction. As results with and without ambient RNA were similar (Supplementary Figs. 6 and 7), results without ambient RNA correction are shown throughout the manuscript.

#### Subclustering of stroma populations

To investigate the heterogeneity within the stroma clusters, we conducted subclustering analysis on P0 (Supplementary Fig. 9) and adult (Supplementary Fig. 10) stroma cells. Using recently reported marker genes, we were able to recapitulate some cell types including mesangial cells, fibroblasts, smooth muscle cells, and juxtaglomerular cells. We also found some subpopulations with various signatures. Further experimental validation is needed to determine whether these populations are due to artifacts in single cell data (doublets or contaminated reads) or real populations.

#### scRNA-seq trajectory analysis

##### Monocle3

To construct single cell pseudotime trajectory and to identify genes whose expression changed as the cells underwent transition, Monocle3 v0.1.3^78^ was applied to P0 cells of the following Seurat cell clusters: nephron progenitors (NP), proliferating cells, stroma-like cells, podocytes, loop of Henle (LOH), early proximal tubule (PT), proximal convoluted tubule (PCT), and proximal straight tubule (PST) cells.

To show cell trajectories from both small (nephron progenitors) and large cell populations (proximal tubule), an equal number of 450 cells per cluster was randomly subsampled. Cells were re-clustered by Monocle3 using a resolution of 0.0005 with kNN *k* = 29. Highly variable genes along pseudotime were identified using *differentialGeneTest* function and cells were ordered along pseudotime trajectory. NP cluster was defined as earliest principal node. In order to find genes differentially expressed along pseudotime, trajectories for podocytes, loop of Henle, and proximal tubule clusters were analyzed separately with the *fit_models* function of Monocle3. Genes with a *q* value < 0.05 in the *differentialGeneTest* analysis were kept. In an alternate approach, *graph_test* function of Monocle3 was used and trajectory-variable genes were collected into modules at a resolution of 0.01.

##### RNA velocity

To calculate RNA velocity, Python-based Velocyto command-line tool as well as Velocyto.R package were used as instructed^37^. We used Velocyto to calculate the single-cell trajectory/directionality using spliced and unspliced reads. From loom files produced by the command-line tool, we subset the exact same cells that were previously selected randomly for Monocle trajectory analysis. This subset was loaded into R using the SeuratWrappers v0.1.0 package. RNA velocity was estimated using gene-relative model with kNN cell pooling (*k* = 25). The parameter *n* was set at 200, when visualizing RNA velocity on the UMAP embedding.

#### Gene regulatory network inference

In order to identify TFs and characterize cell states, we employed *cis*-regulatory analysis using the R package SCENIC v1.1.2.2^35^, which infers the gene regulatory network based on co-expression and DNA motif analysis. The network activity is then analyzed in each cell to identify recurrent cellular states. In short, TFs were identified using GENIE3 and compiled into modules (regulons), which were subsequently subjected to *cis*-regulatory motif analysis using RcisTarget with two gene-motif rankings: 10 kb around the TSS and 500 bp upstream. Regulon activity in every cell was then scored using AUCell. Finally, binarized regulon activity was projected onto Monocle3-created UMAP trajectories.

#### Ligand–receptor interactions

To assess cellular crosstalk between different cell types, we used the CellPhoneDB repository to infer cell–cell communication networks from single cell transcriptome data^47^. We used the Python package CellPhoneDB v2.1.2 with the database v2.0.0 to predict cell type-specific ligand–receptor interactions as per the authors’ instructions. Only receptors and ligands expressed in more than 5% of the cells in the specific cluster were considered. Thousand iterations of permutation test were conducted and *p* values were corrected using FDR methods.

### Human kidney tissue processing

Ten adult human kidney samples were obtained from the non-tumor tissue of six partial or radical nephrectomy patients from the Hospital of the University of Pennsylvania. Institutional Review Boards at the University of Pennsylvania reviewed this study. This project utilized de-identified kidney biospecimens collected via CHTN (Cooperative Human Tissue Network), and therefore was considered “exempt” by the local IRB. The work was completed in compliance with all relevant ethical regulations. Fresh tissues were shipped to the lab in RPMI on ice the same day after nephrectomy. Nuclei preparation, library construction, and sequencing methods were the same as for mouse kidneys described above.

### snATAC-seq data analysis of human kidneys

#### Data processing and quality control

Raw fastq files were aligned to the b37 (GRCh37) genome, quantified using Cell Ranger ATAC (v. 1.2.0). The quality control and barcodes filtration steps were similar as mice samples described above. Briefly, we only keep cells with promoter ratio between 20 and 60%, UMIs between 10^3^ and 10^5^, and mitochondria ratio below 10%. In total, we obtained 61,440 single cells across ten adult human kidney samples after quality control.

#### Preprocessing, dimension reduction, batch effect correction, clustering, and cell type annotation

Filtered barcode-by-cell matrices were processed with SnapATAC pipeline similar to that in mouse samples described above. Specifically, we used 5 kb bin size to create cell-by-bin matrices, following dimension reduction, we removed batch effect by Harmony. We used *k* = 15 for the k-nearest neighbor algorithm and used the first 24 dimensions and resolution = 0.8 for clustering with the Louvain algorithm.

#### Peak calling and visualization

We used MACS2 for peak calling of each cell type with the same parameters as for mouse samples described above. To visualize the chromatin ChIP-seq data for H3K4me3, H3K4me1, and H3K27ac, we used public data from GEO with the following identifiers: GSM1586397, GSM3716711, and GSM3716714^79^.

### Immunofluorescence staining

Mouse kidneys were fixed with 4% paraformaldehyde overnight, rinsed in PBS, and dehydrated for paraffin embedding. Antigen retrieval was performed using Tris-EDTA buffer pH 9.0 with a pressure cooker (PickCell Laboratories, Agoura Hills, CA) and antibody staining performed as described^80^. Antibodies used were as follows: guinea pig FOXL1 (1:1500)^81^, mouse E-cadherin (1:250; BD Transducton 610182, Franklin Lakes, NJ), goat WT1 (clone F6) (1:50; Santa Cruz sc-7385). Cy2-conjugated, Cy3-conjugated, and Cy5-conjugated donkey secondary antibodies (1:2000) were purchased from Jackson ImmunoResearch Laboratories, Inc, AlexaFluor 488-conjugated donkey secondary antibodies were from LifeSciences (1:1000). Fluoresecence images were collected on a Keyence microscope.

### Statistical information

The differential accessible analysis was conducted by pairwise Fisher’s exact test. The differential expression analysis was conducted using Wilcoxon rank sum test. The motif enrichment was based on hypergeometric test. All statistical tests were multitest corrected using FDR method and a significance level of 0.05 was used throughout the manuscript.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Reporting Summary

## Data Availability

Raw data, processed data, and metadata from mouse samples have been deposited in GEO with the accession codes GSE157079. The processed data and metadata can also be viewed, analyzed, and downloaded at susztaklab.com/developing_adult_kidney/snATAC/, susztaklab.com/developing_adult_kidney/scRNA/, and susztaklab.com/developing_adult_kidney/igv/. The raw data, processed data, and metadata from human samples are available at https://www.diabetesepigenome.org. In this study, we downloaded public data from the following database with accession numbers: GUDMAP (RID:Q-Y4CY); ENCODE (ENCFF338WZP, ENCFF872MVE, ENCFF455HPY, ENCFF049LRQ, ENCFF179NTO, ENCFF071PID, ENCFF746MFH, ENCFF563LOO, ENCFF184AYF, ENCFF107NQP, ENCFF465THI, ENCFF769XWI, ENCFF591DAX); GEO (GSM1051156, GSM3716711, GSM3716714, GSM1586397). Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact: Katalin Susztak. email: .

# Supplementary material for: Single cell regulatory landscape of the mouse kidney highlights cellular differentiation programs and disease targets
**Source:** Nat Commun. 2021 Apr 15;12:2277. doi: 10.1038/s41467-021-22266-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Single cell resolution regulatory landscape of the mouse kidney highlights cellular differentiation programs and disease targets

Zhen Miao, Michael S. Balzer, Ziyuan Ma, Hongbo Liu, Junnan Wu, Rojesh Shrestha, Tamas Aranyi, Amy Kwan, Ayano Kondo, Marco Pontoglio, Junhyong Kim, Mingyao Li, Klaus H. Kaestner & Katalin Susztak

### Supplementary Data

**Supplementary Data 1.** Quality control and metadata information of scRNA-seq data.

**Supplementary Data 2.** Cell type marker genes derived from scRNA-seq analysis & marker genes used for annotation.

**Supplementary Data 3.** DEG in scRNA-seq data after ambient RNA cleaning.

**Supplementary Data 4.** DEG in scRNA-seq data of stroma subclusters.

**Supplementary Data 5.** Cell type-specific open chromatin derived from snATAC-seq analysis.

**Supplementary Data 6.** Cell type-specific motif enrichment.

**Supplementary Data 7.** Regulons and respective target genes inferred by SCENIC.

**Supplementary Data 8.** Scaled and binarized regulon activities in each cell type inferred by SCENIC.

**Supplementary Data 9.** ChromVAR cell-TF enrichment score matrix.

**Supplementary Data 10.** DEG along pseudotime in distinct lineages in scRNA-seq data.

**Supplementary Data 11.** Differentially accessible peaks along pseudotime in distinct lineages in snATAC-seq data.

**Supplementary Data 12.** Nearest genes of differentially accessible peaks along pseudotime in distinct lineages in snATAC-seq data.

**Supplementary Data 13.** GO enrichment of differentially accessible peaks along pseudotime in distinct lineages inferred by GREAT analysis.

**Supplementary Data 14.** Nearest genes of differentially accessible peaks at bifurcation events along pseudotime in distinct lineages inferred by GREAT analysis.

**Supplementary Data 15.** Proportion of cells in each cell type with accessible chromatin overlapped with kidney disease-associated SNPs.

**Supplementary Data 16.** Material Table

### Supplementary Figures

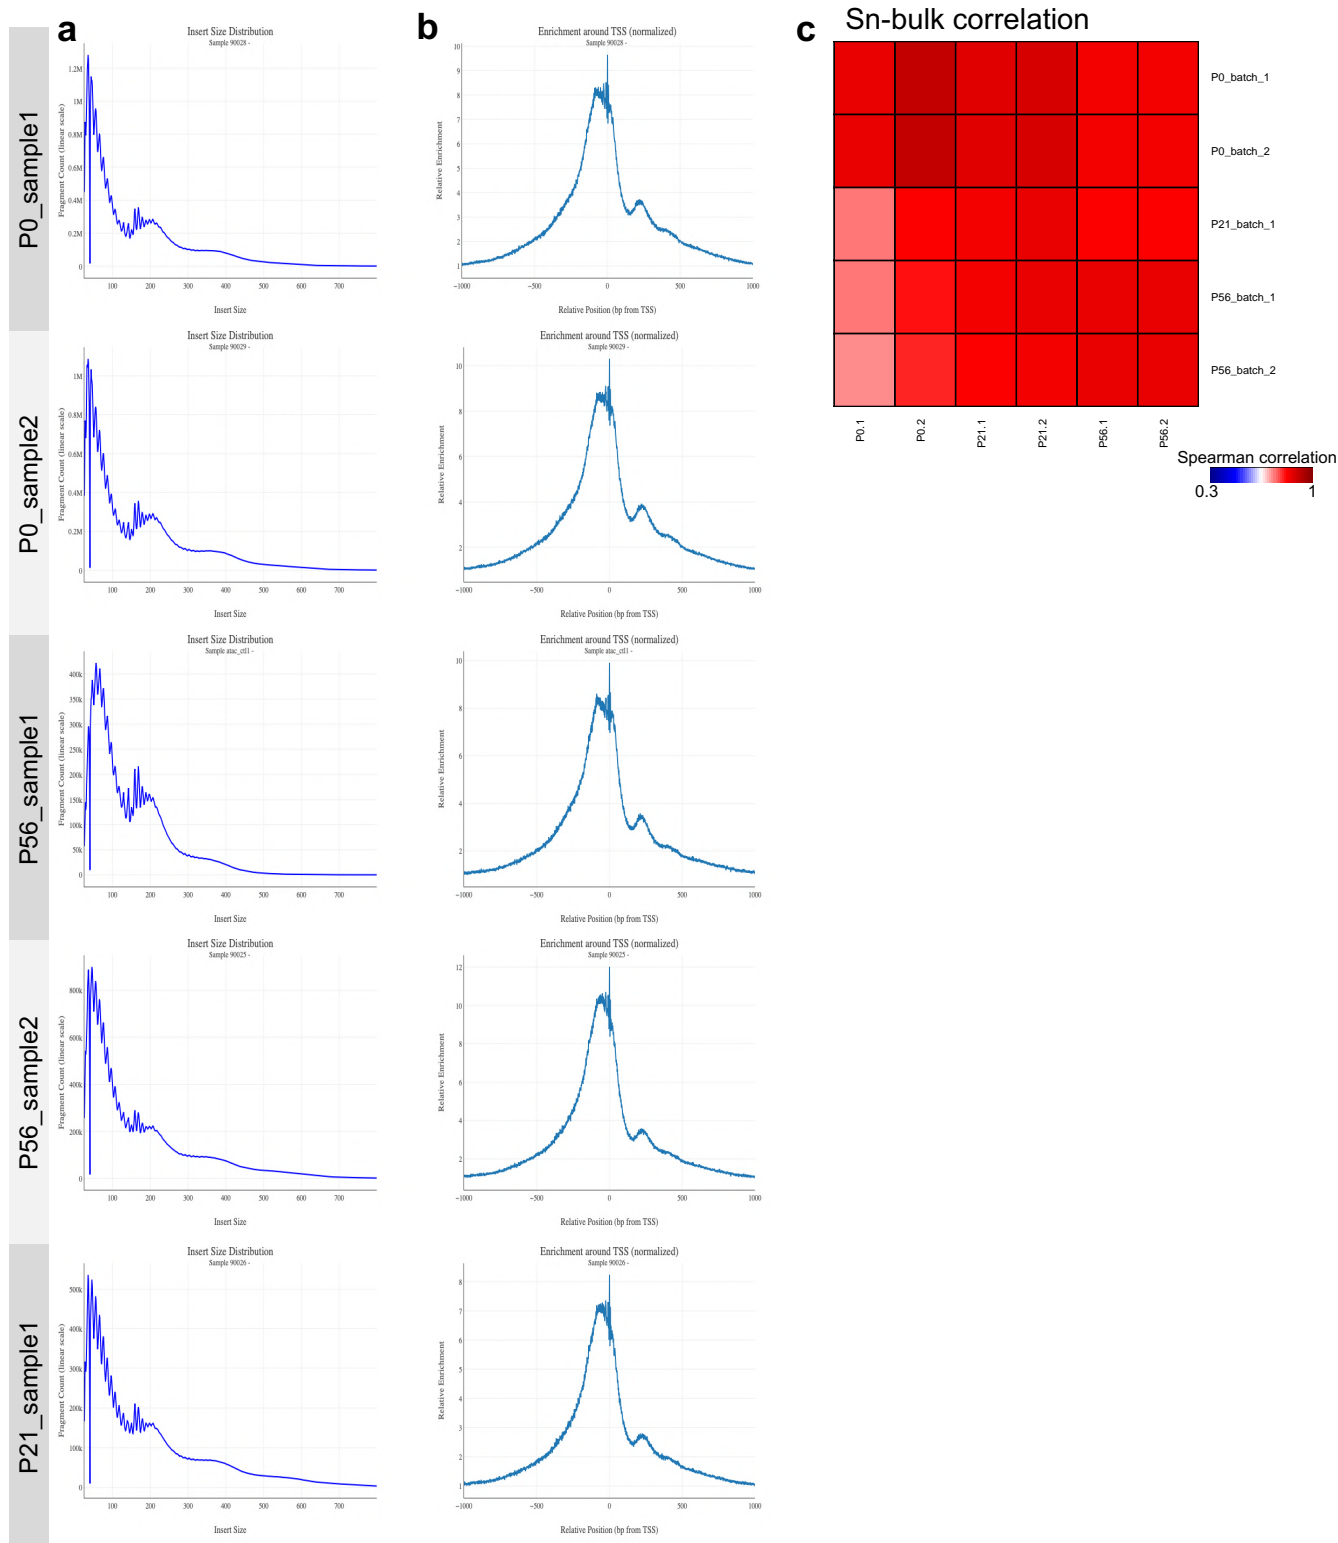

**Supplementary Figure 1. Quality control for snATAC-seq data.**

(a) Insert size distribution of the 5 snATAC-seq samples showing periodic patterns. (b) Transcription start sites (TSS) signal enrichment of the 5 snATAC-seq samples. (c) Spearman correlation between snATAC-seq datasets and bulk ATAC-seq of binned genomic regions.

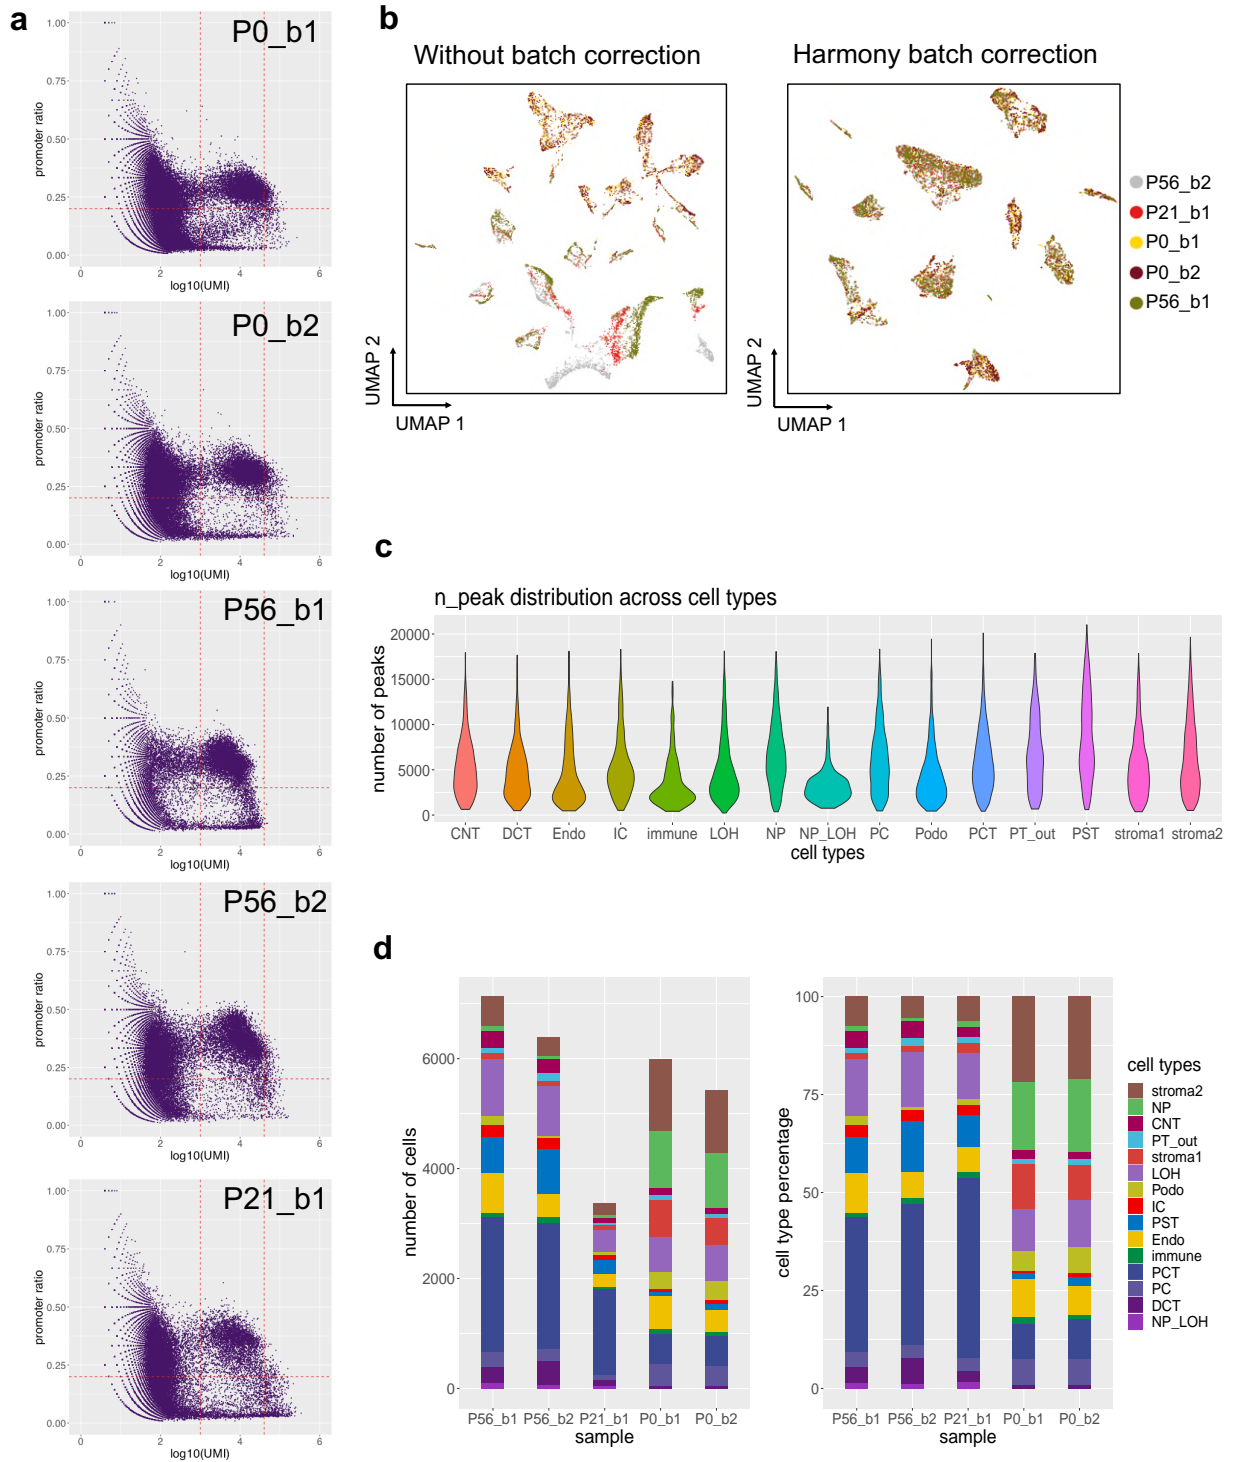

### Supplementary Figure 2. Quality control and data processing for snATAC-seq data.

(a) Distribution of number of unique molecular identifiers (UMIs, x axis) and promoter ratio (y axis) in 5 samples shown by dot plot. (b) UMAP representation of the snATAC-seq dataset before and after batch correction. (c) Violin plots representing the number of accessible peaks across different clusters in the snATAC-seq dataset indicating similar distributions. (d) Stacked bar graphs representing absolute numbers and percentages of identified cell types across snATAC-seq batches.

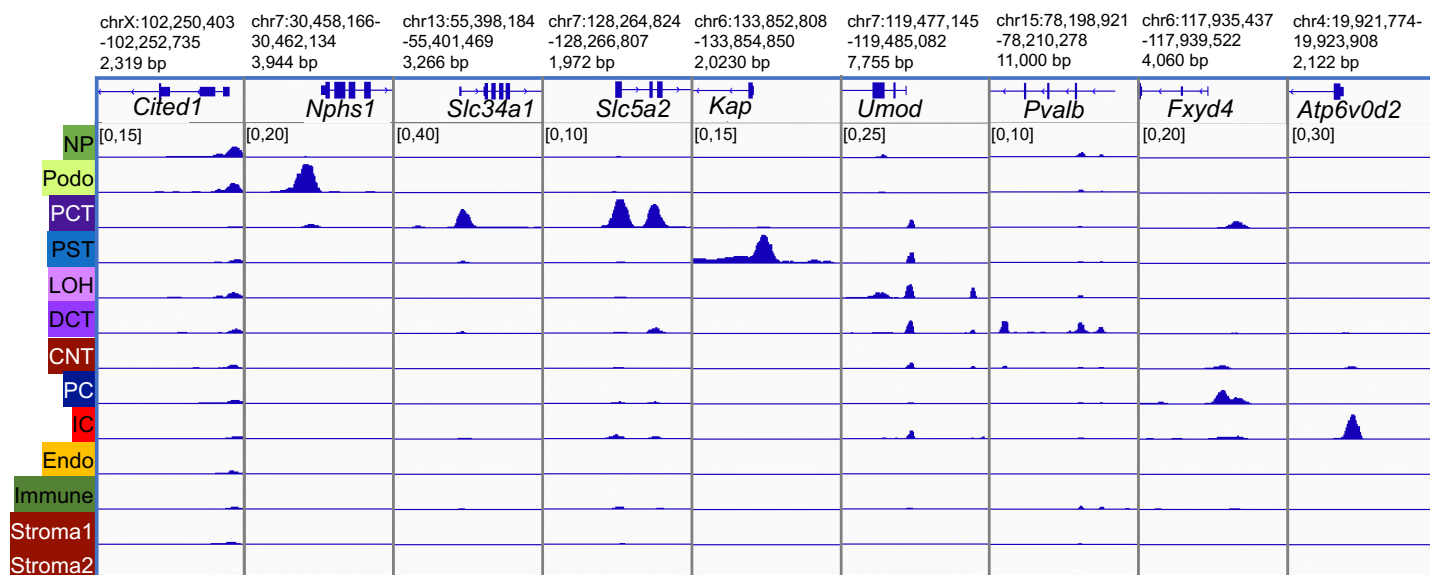

### Supplementary Figure 3. Cell type-specific snATAC-seq peaks.

Genome browser view of cell type-specific peaks at the TSS of marker genes for 13 cell types in the snATAC-seq dataset.

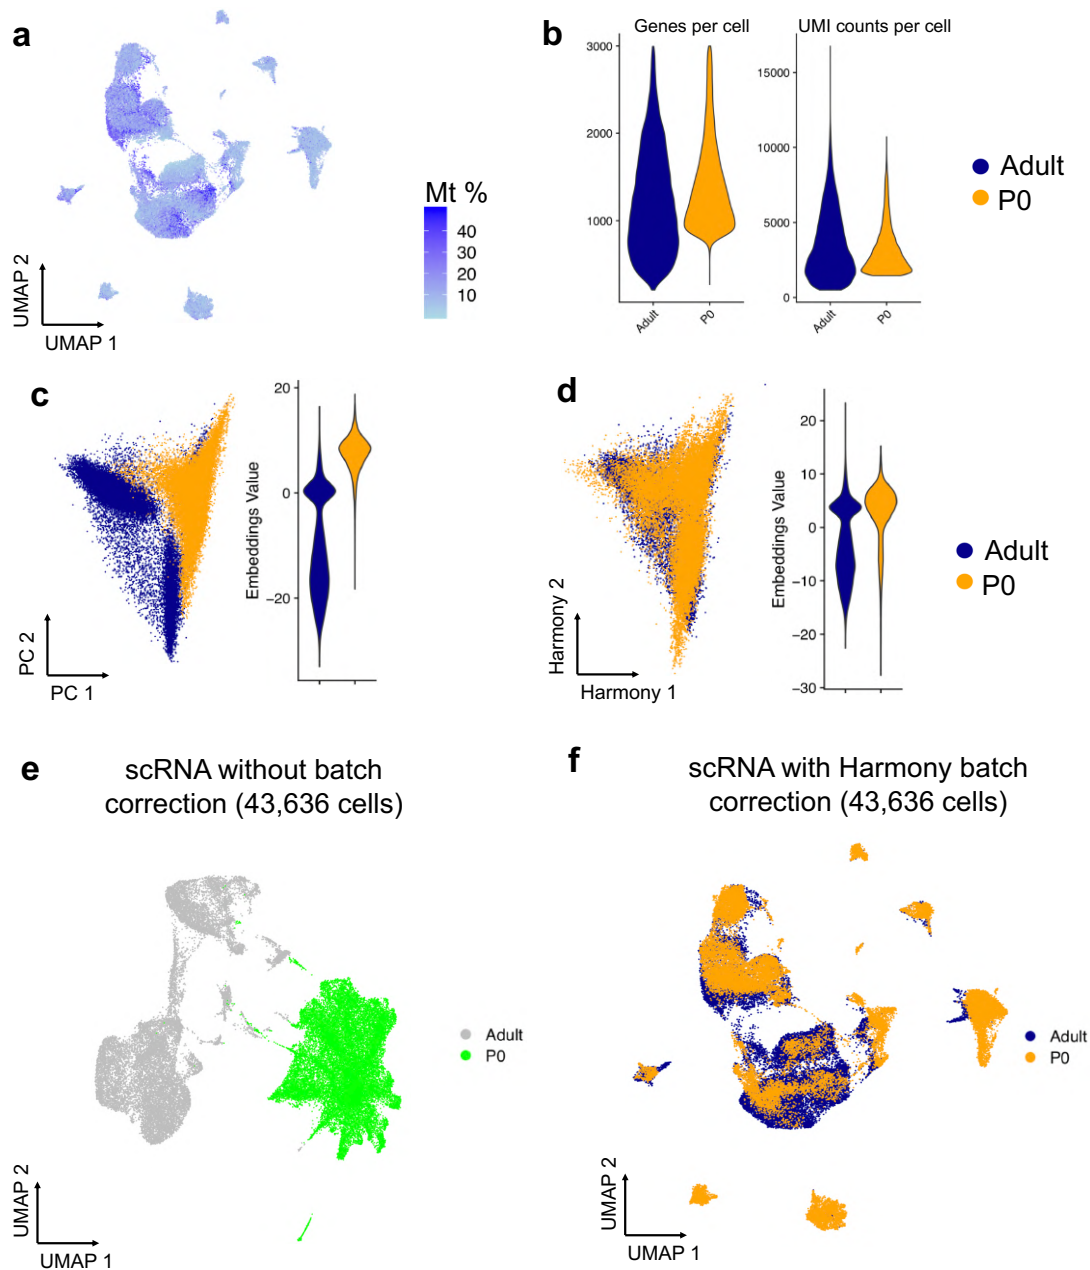

#### Supplementary Figure 4. Quality control and batch correction of scRNA-seq data.

(a) UMAP representation of scRNA-seq data colored by the mitochondrial gene ratio. (b) Violin plots showing number of informative genes per single cell and unique molecular identifiers (UMIs) per single cell. Blue denotes adult kidney, orange denotes P0 kidney. (c, d) Principal component (PC) representation of combined adult and P0 scRNA-seq dataset (left panel) and violin plots of corresponding embeddings values (right panel) before and after batch correction using Harmony. (e) UMAP plot visualizing 43,636 cells without batch correction. Grey denotes adult, green denotes P0 cells. (f) UMAP plot visualizing 43,636 cells following Harmony batch correction. Blue denotes adult, orange denotes P0 cells.

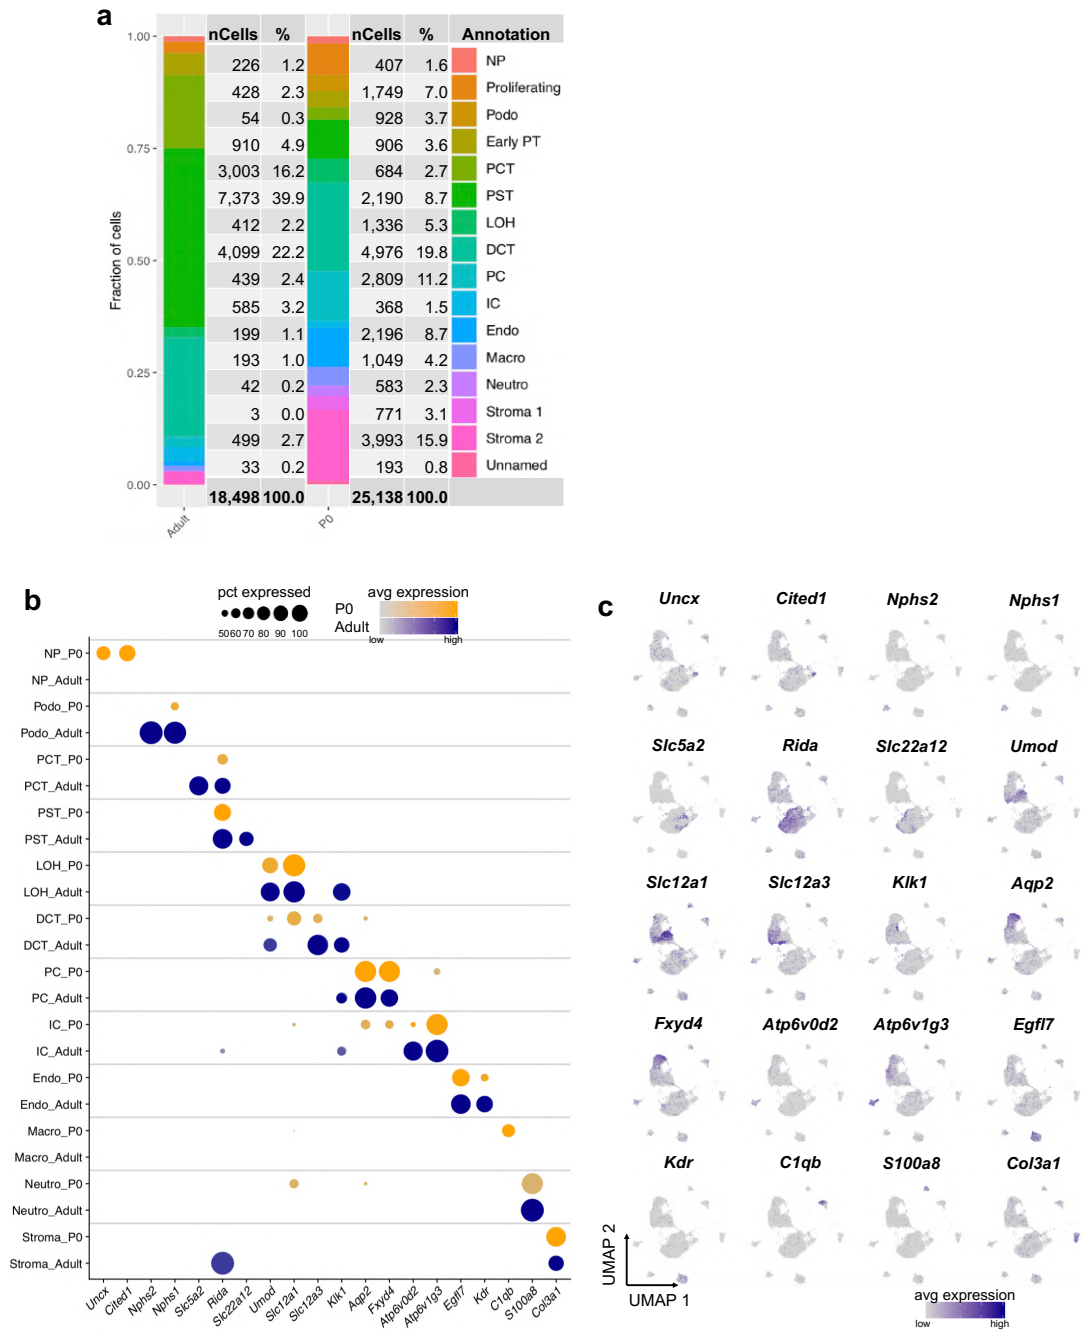

### Supplementary Figure 5: P0 and adult scRNA-seq cell-type annotation.

(a) From left to right: Stacked bar graphs showing the percentage of different cell types in the adult and P0 scRNA-seq datasets, tables showing the number of cells in each cell type (nCells) and corresponding percentage. NP, nephron progenitor; Podo, podocyte; PCT, proximal convoluted tubule; PST, proximal straight tubule; LOH, loop of Henle; DCT, distal convoluted tubule cells; PC, collecting duct principal cells; IC, collecting duct intercalated cells; Endo, endothelial cells; Macro, macrophages; Neutro, neutrophils. (b) Dot plot of cell type-specific marker genes. Dot size denotes percentage of cells expressing the marker. Color scale represents average expression, orange denotes P0, blue denotes adult kidney. (c) Feature plots of representative marker genes projected on UMAP dimension.

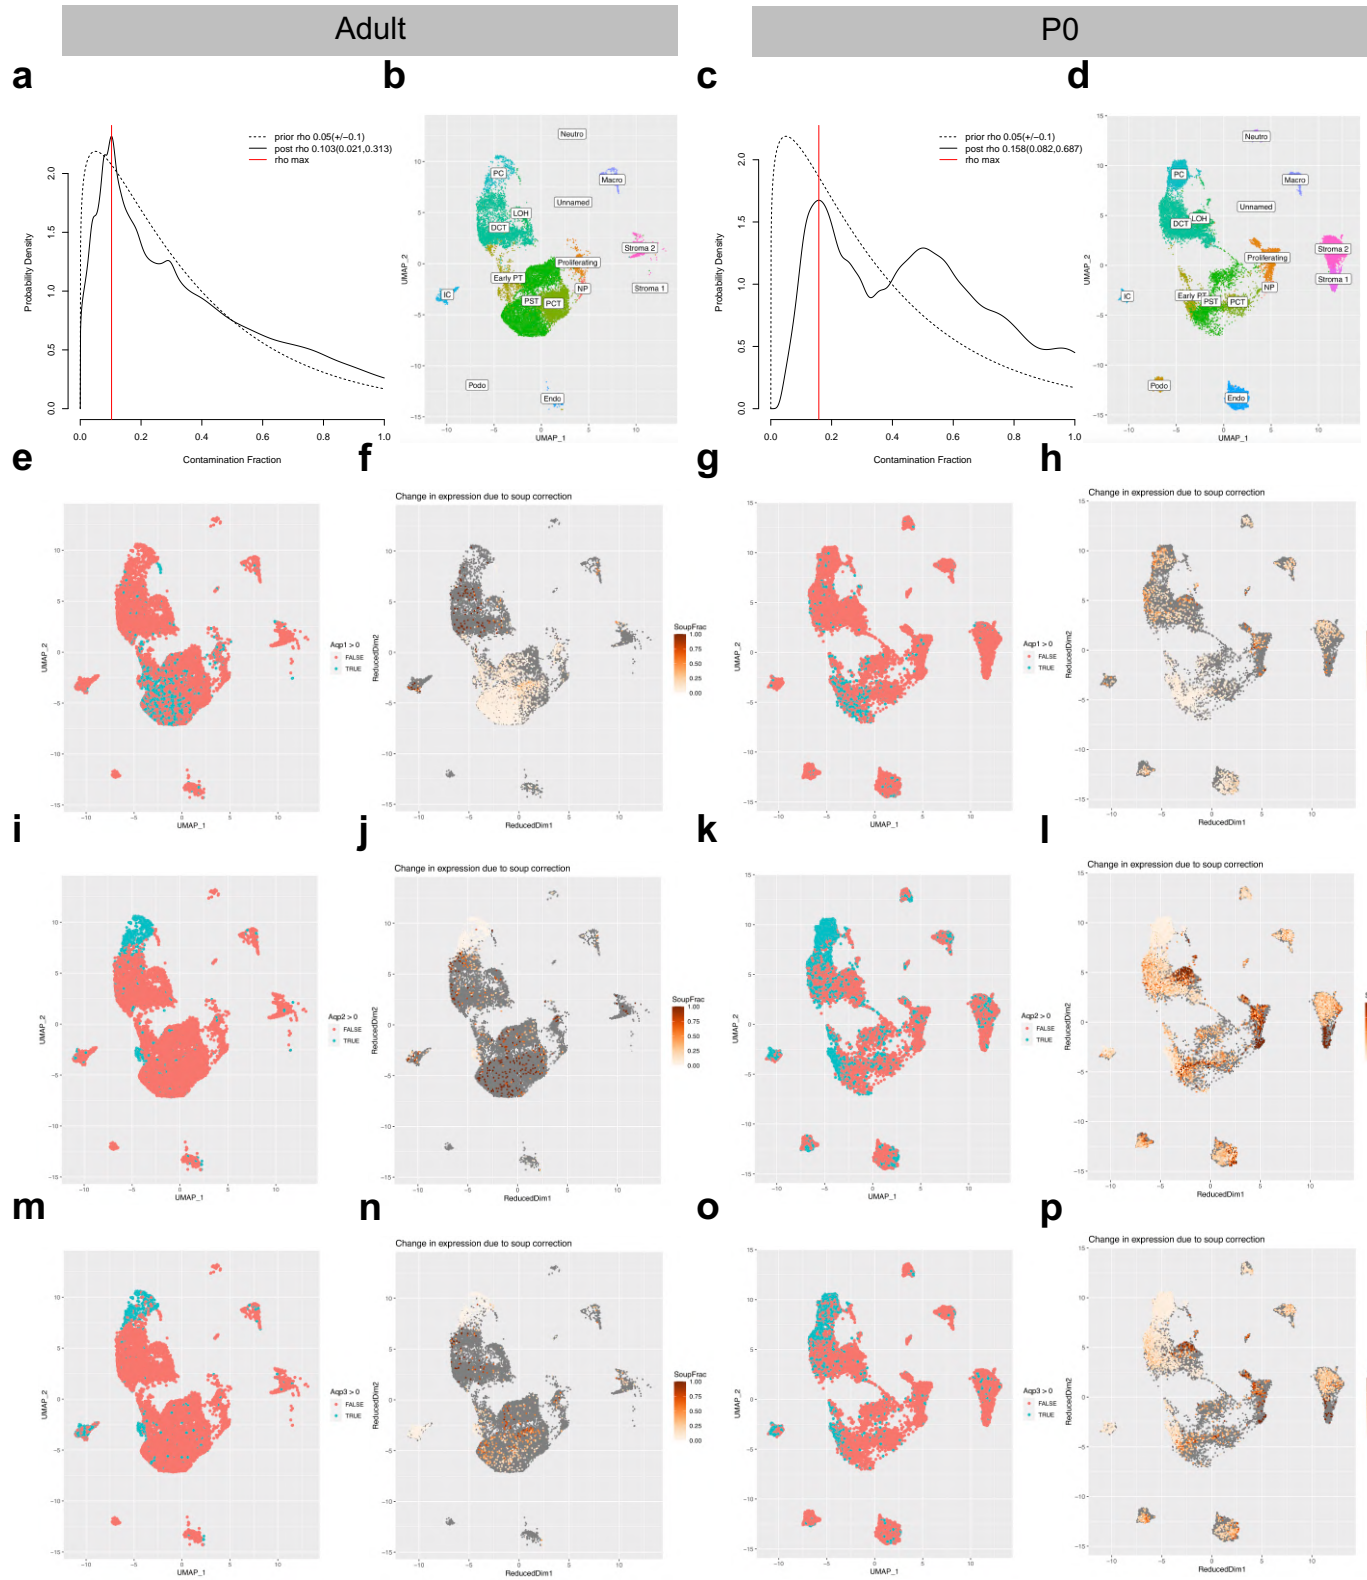

**Supplementary Figure 6: Ambient RNA correction in scRNA-seq data.**

(a, c) Estimated fractions of ambient RNA contamination in adult (a) and P0 (c) batches, respectively. Cells contributing to the combined UMAP representation are visualized separately for adult (b) and P0 batches (d). (e, i, m, g, k, o) Cells from adult and P0 samples demonstrating non-zero expression of *Aqp1*, *Aqp2* and *Aqp3* before correction for ambient RNA are visualized in UMAP space. Red denotes negative, green denotes positive cells. (f, j, n, h, l, p) Corresponding UMAP plots showing the change of expression due to correction for ambient RNA (soup). Cells with a high fraction of ambient RNA are colored red, cells with low ambient RNA fraction are colored white.

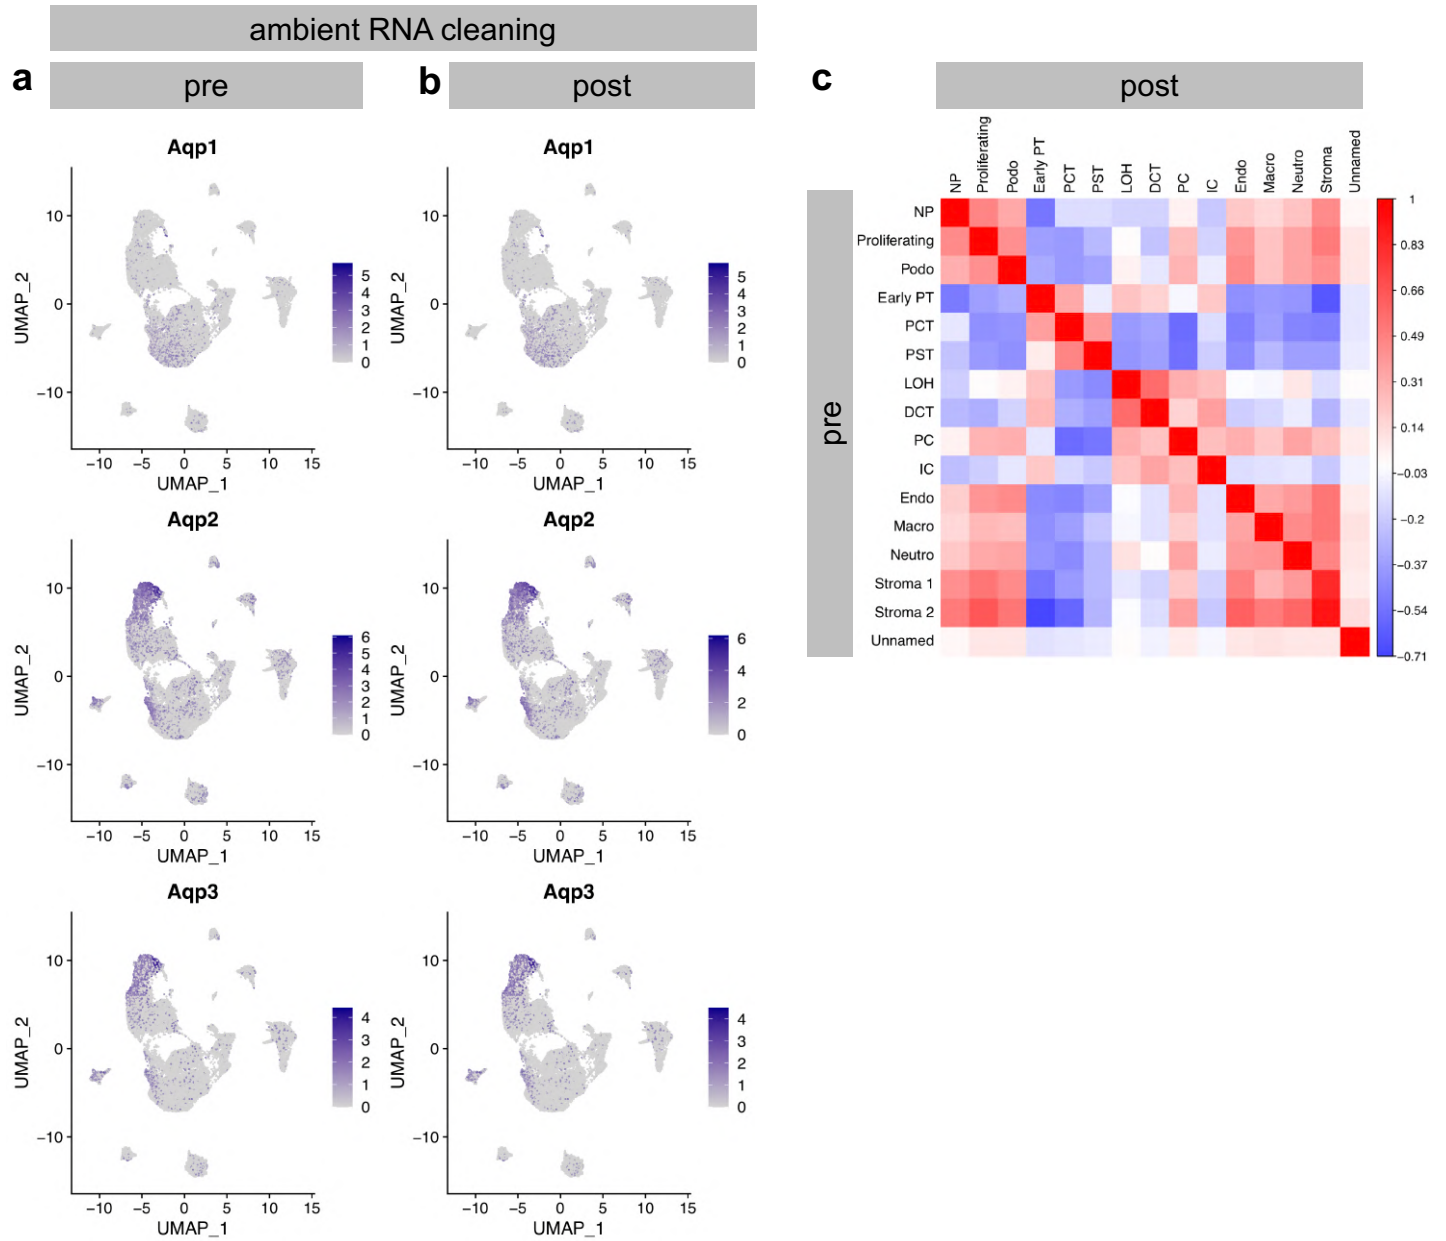

**Supplementary Figure 7: Comparison of scRNA-seq data processing with and without ambient RNA cleaning.**

(a, b) UMAP plots visualizing *Aqp1*, *Aqp2* and *Aqp3* in the combined dataset (P0 and adult) with (b) and without (a) cleaning for ambient RNA. Note: For comparison purposes, expression after correction for ambient RNA (b) is projected onto UMAP coordinates resulting from dimension reduction without ambient RNA correction. (c) Correlation matrix visualizing Pearson correlation coefficients (PCC) between average cell type gene expressions of the original matrix without correction for ambient RNA and the matrix corrected for ambient RNA.

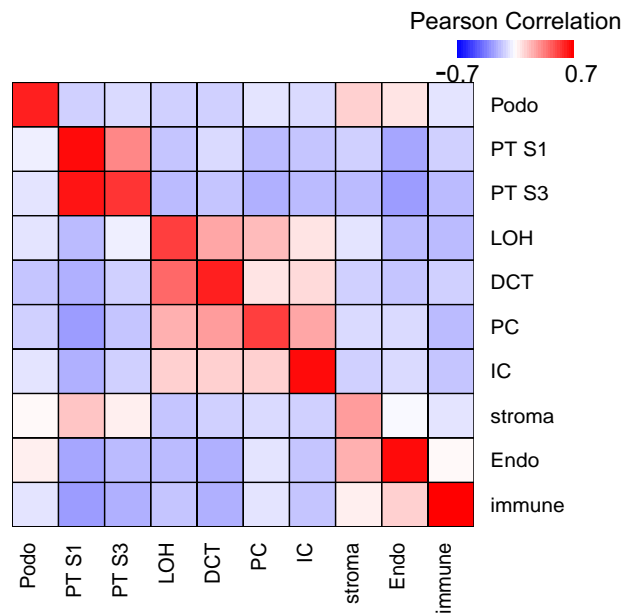

### Supplementary Figure 8: Correlation between gene expression and chromatin accessibility

Heatmap showing Pearson's correlation coefficients between snATAC-seq gene activity scores and gene expression values in adult data, which is complementary to **Figure 1g** depicting P0 data. Each row represents a cell type in scRNA-seq data and each column represents a cell type in snATAC-seq data.

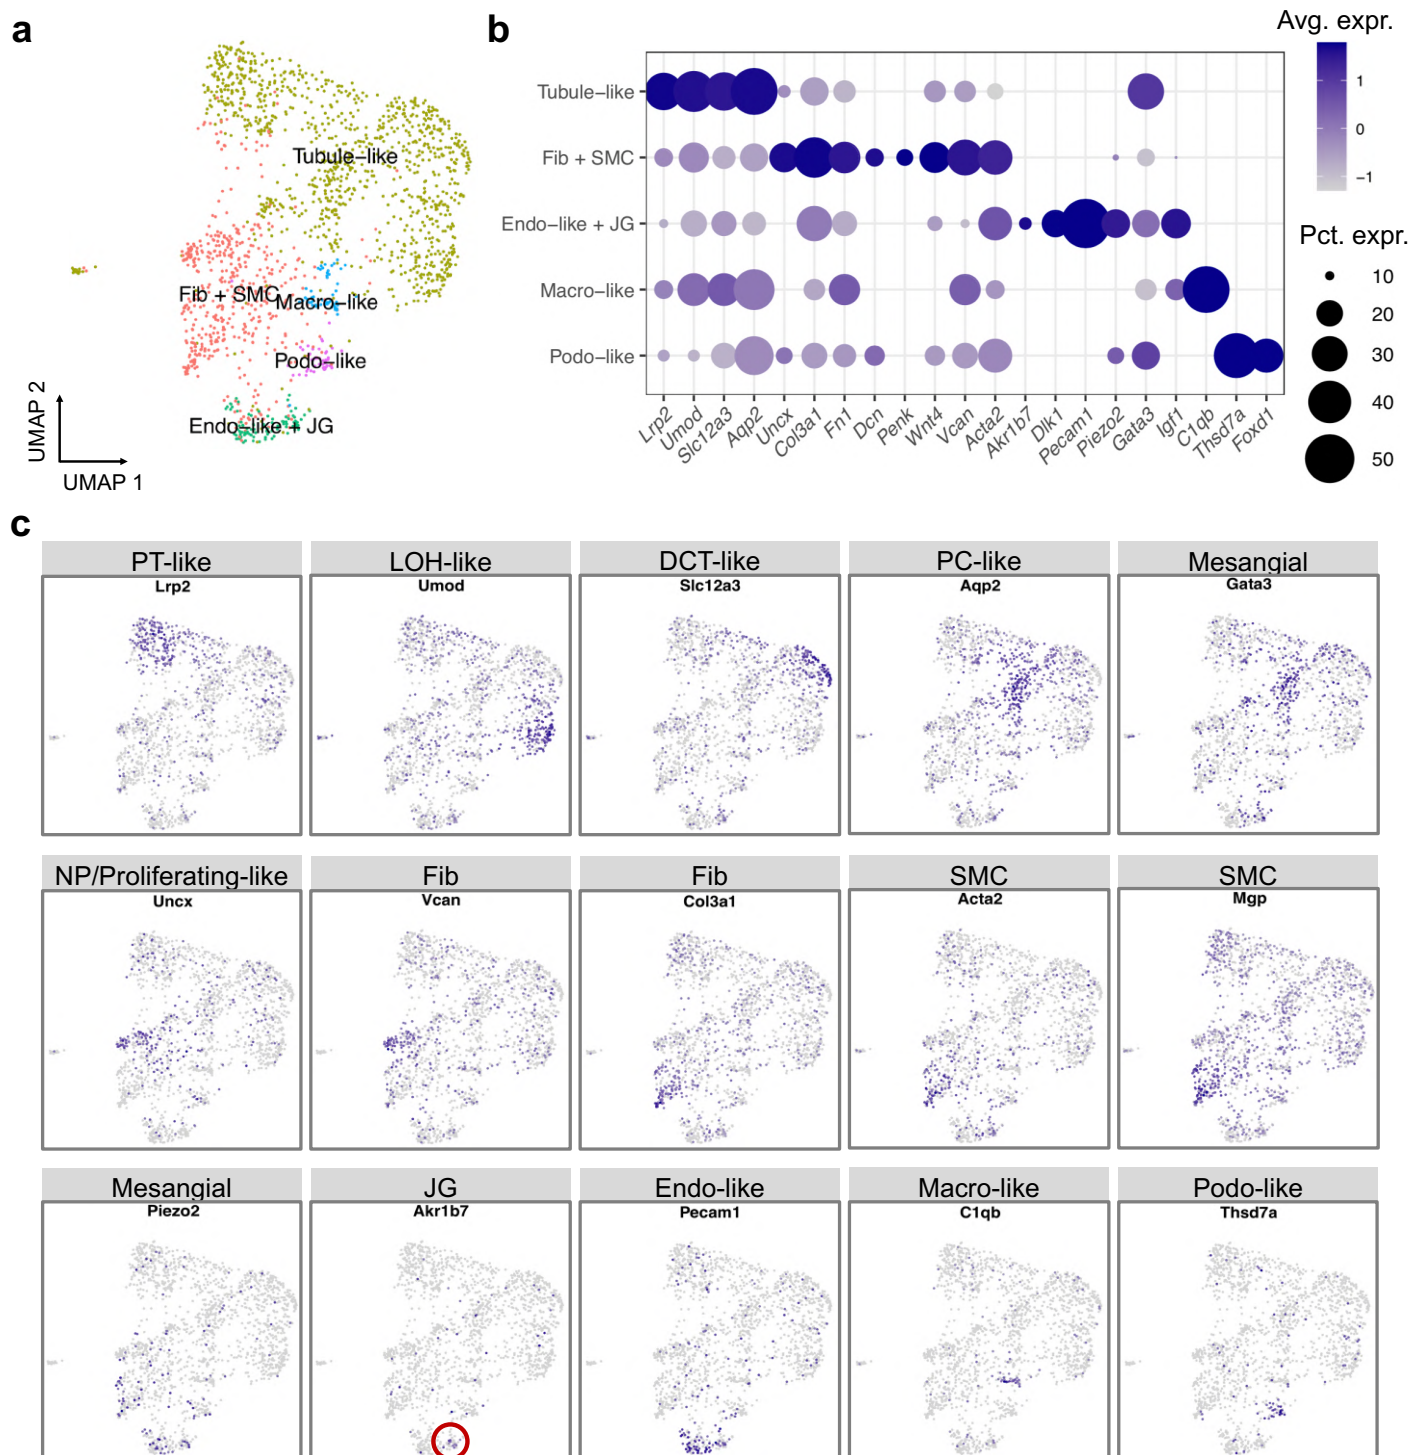

### Supplementary Figure 9: P0 stroma cell subclustering.

(a) UMAP plot visualizing subclustering P0 mouse kidney of stromal cells. SMC, smooth muscle cell; Fib, fibroblast; Podo, podocyte; Endo, endothelial cell; Macro, macrophage. (b) Dotplot showing gene expression levels in the stroma subclusters. Note that a small fraction of cells in “Endo + JG” cluster demonstrates juxtaglomerular (JG) marker gene expression. (c) Corresponding featureplots for markers in (b).

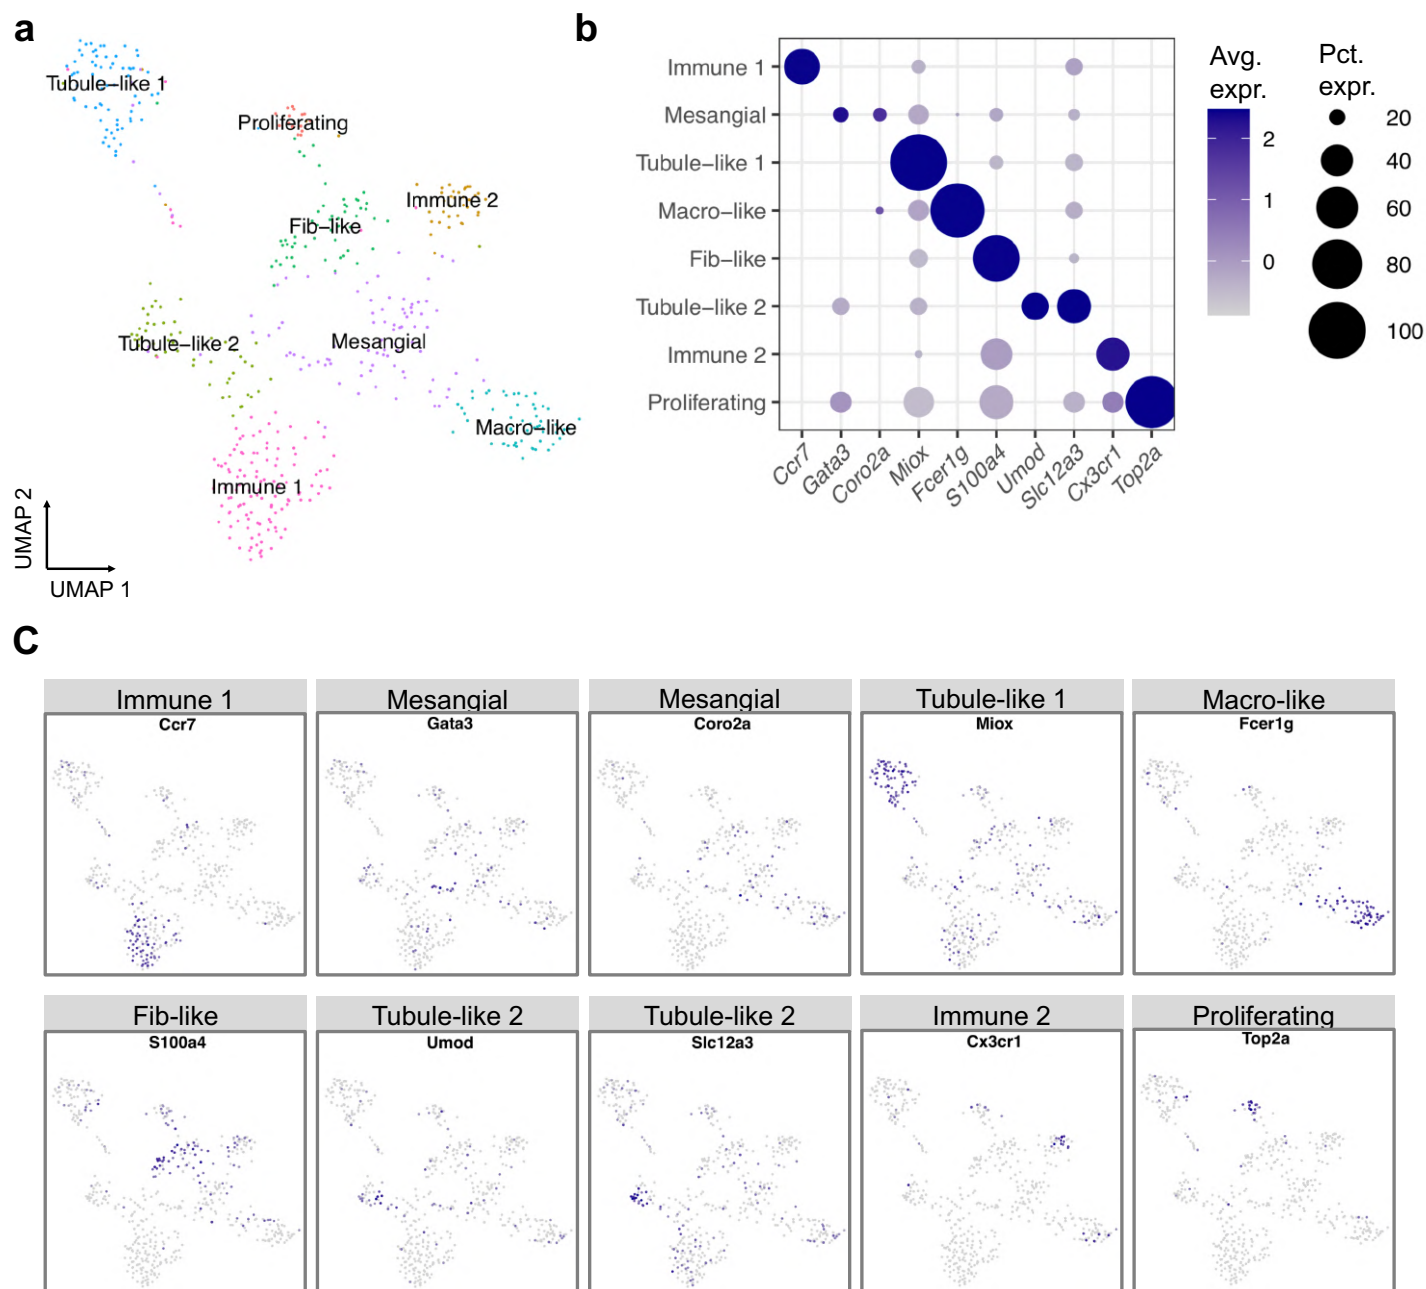

### Supplementary Figure 10: Adult stroma cell subclustering.

(a) UMAP plot visualizing subclustering of adult mouse kidney stromal cells. (b, c) Corresponding dotplot and featureplots demonstrate considerable overlap of marker gene expression.

Interactive website: [susztaklab.com/developing\\_adult\\_kidney/igv/](https://susztaklab.com/developing_adult_kidney/igv/)

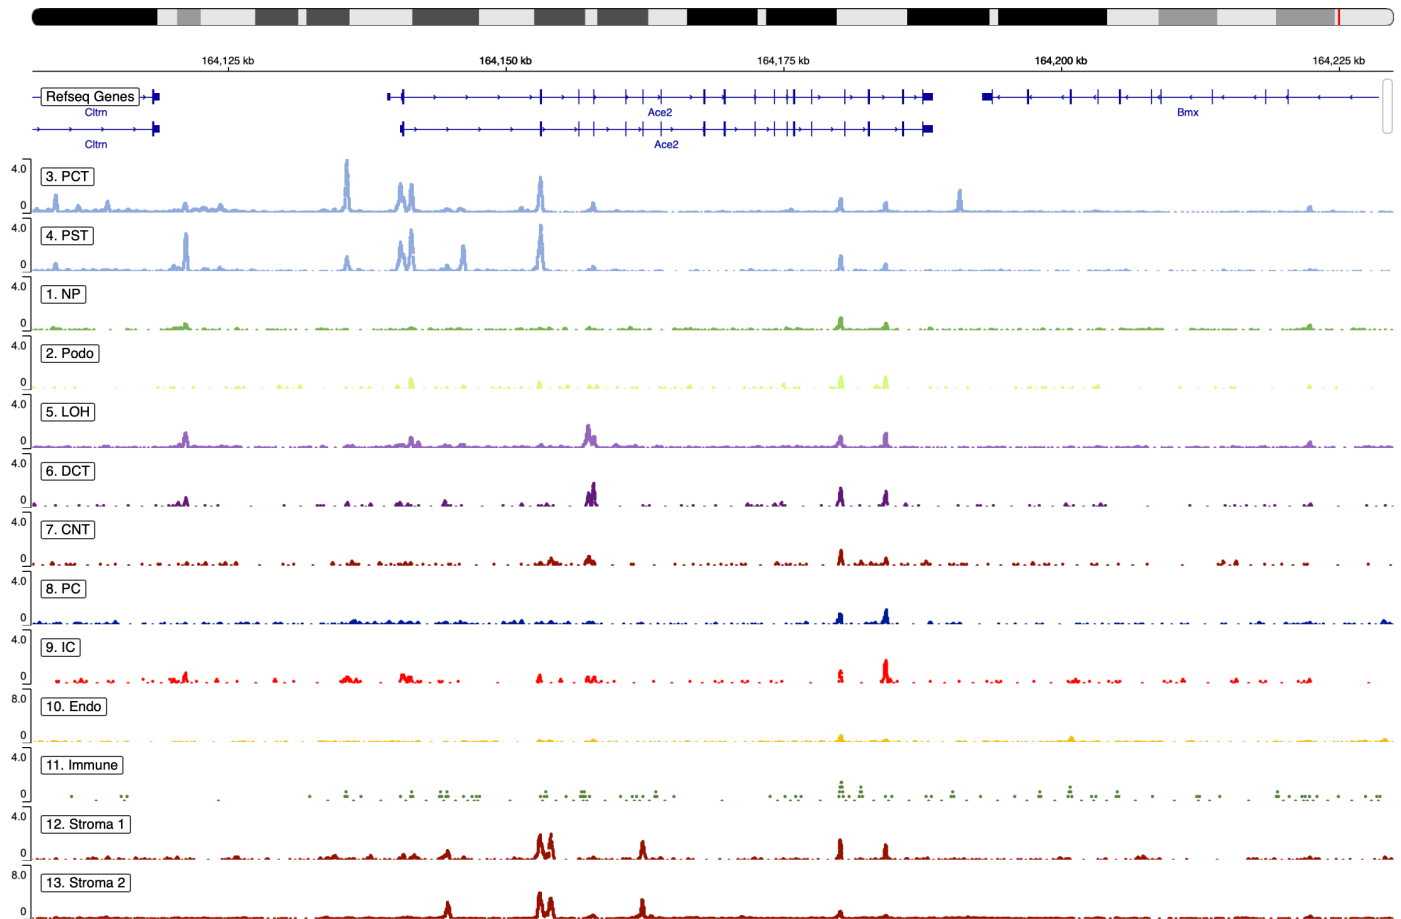

**Supplementary Figure 11: Interactive website for chromatin accessibility.**

We provide the processed chromatin accessibility dataset via a searchable, interactive website ([susztaklab.com/developing\\_adult\\_kidney/igv/](https://susztaklab.com/developing_adult_kidney/igv/)). In this example, we show proximal tubule-specific enrichment of accessible peaks at TSS of *Ace2* gene.

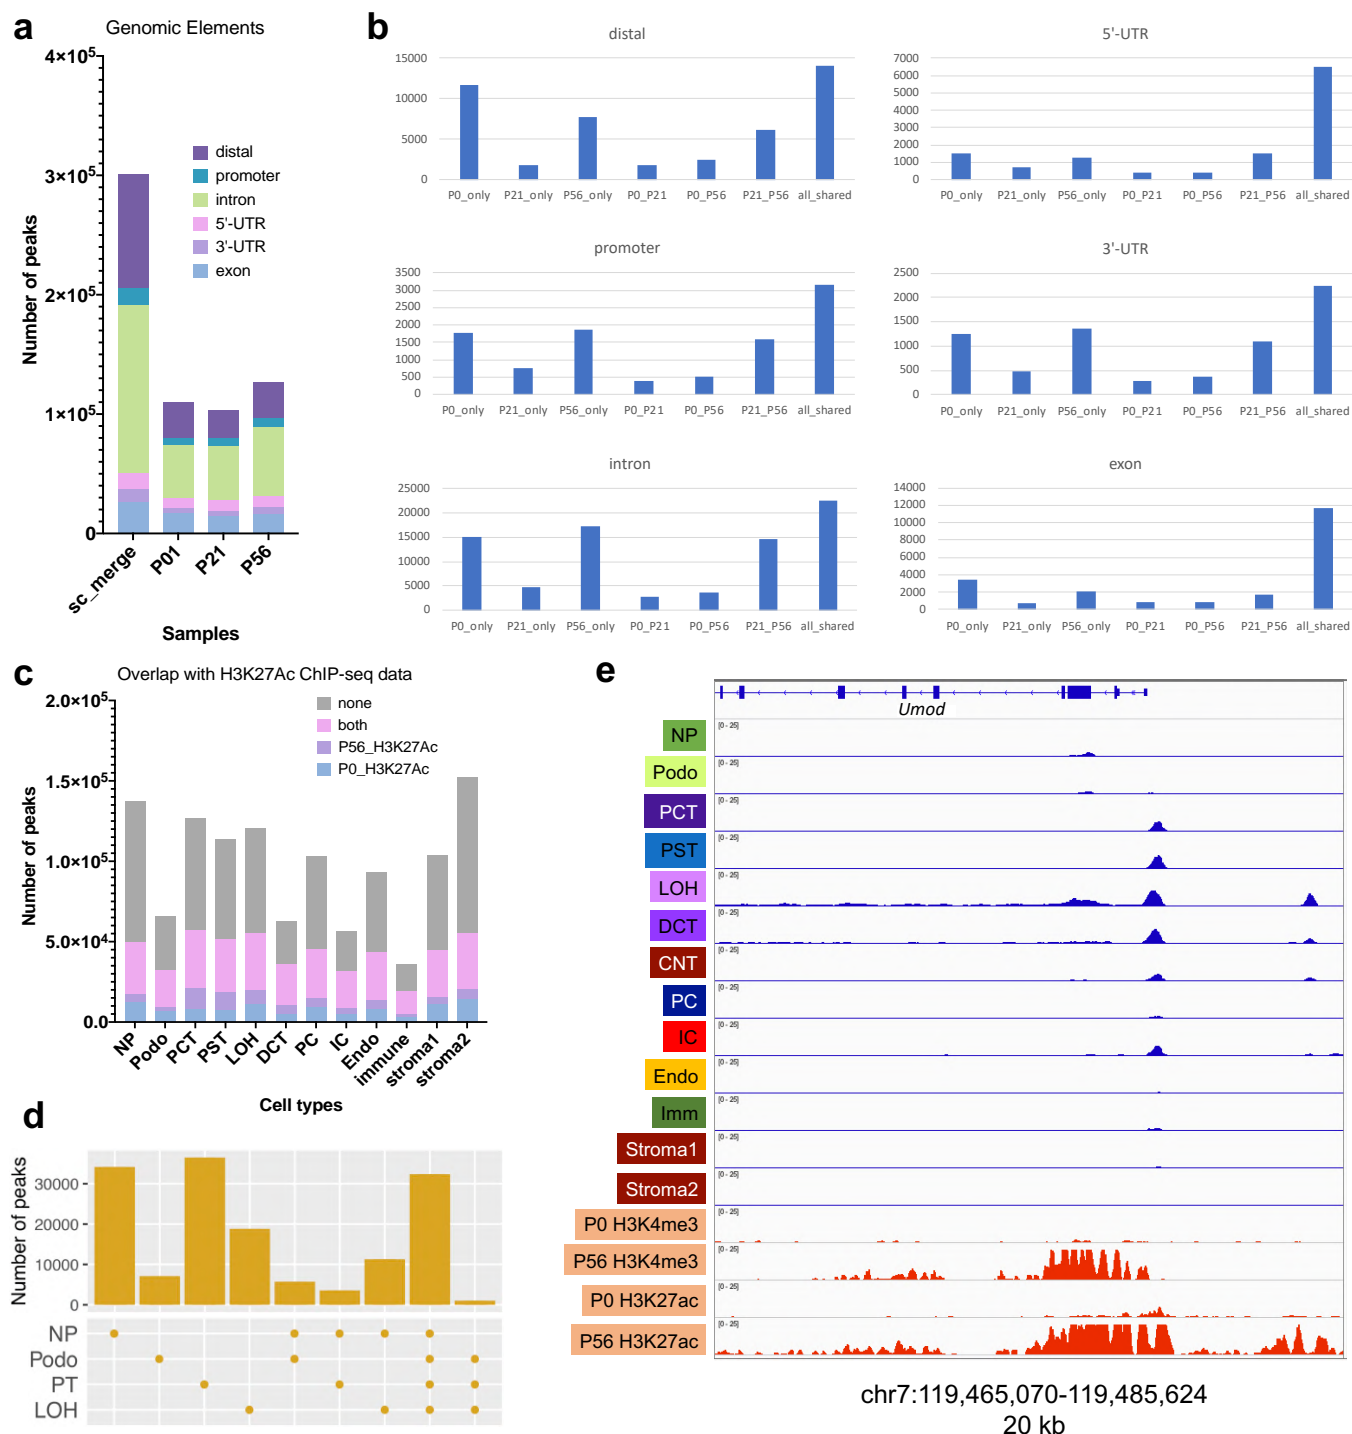

**Supplementary Figure 12. Characterization of the cell type-specific regulatory landscape.**

(a, b) Bar graphs representing the number of accessible peaks in distal elements, promoters, introns, 5'-UTR, 3'UTR and exons, as distributed across samples of snATAC-seq data and bulk ATAC-seq data. (c) Overlap of scATAC-seq differentially accessible peaks among cell types with H3K27Ac ChIP-seq data. (d) Number of shared and unique peaks among snATAC-seq cell types. Cell types include nephron progenitors and cells differentiated from nephron progenitors. (e) Genome browser view of *Umod* as an example for distal open chromatin region and its target promoter region.

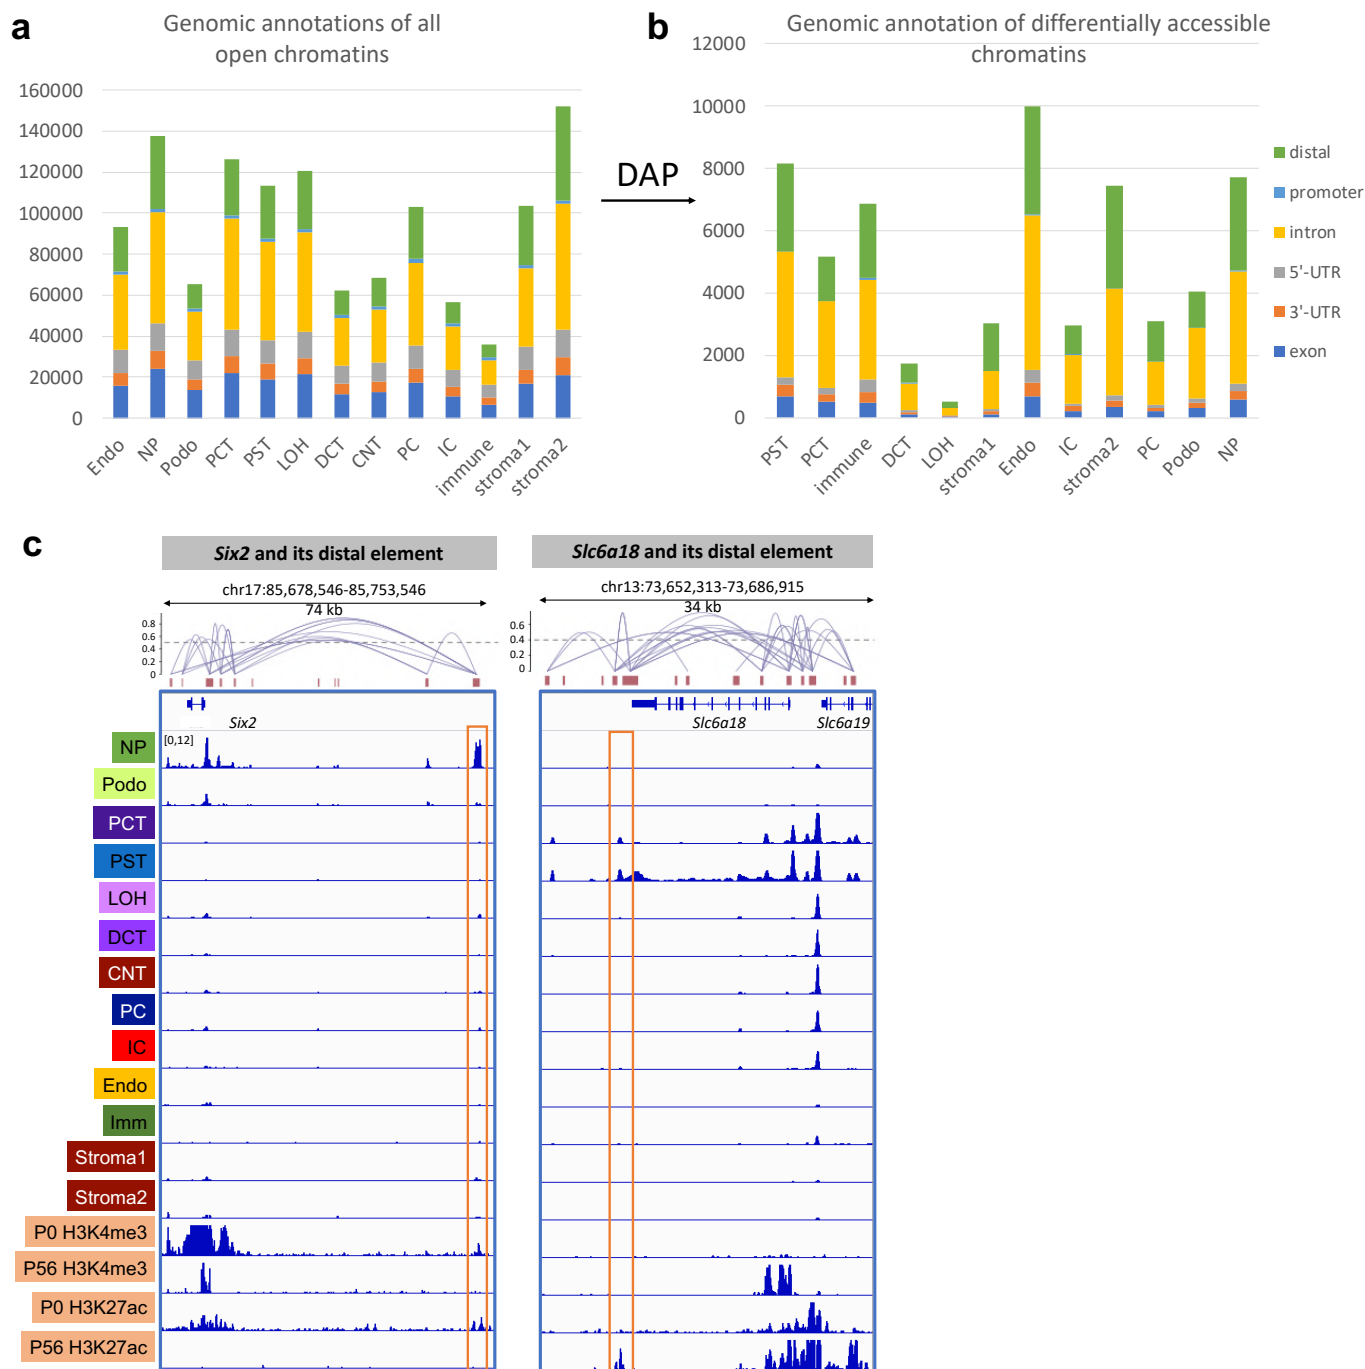

### Supplementary Figure 13. Genomic annotations of open chromatin.

(a) Distribution of open chromatin elements in snATAC-seq cell types. (b) Distribution of open chromatin elements among differentially accessible peaks (DAPs) in snATAC-seq cell types. (c) Genome browser representations of single nuclei open chromatin data for individual cell types at chromosomal loci around *Six2* and *Slc6a18*, along with their known distal elements (red boxes). Corresponding chromosomal interaction of open chromatin regions, as inferred by Cicero (**Methods**), is depicted at the top along with the respective genomic region.

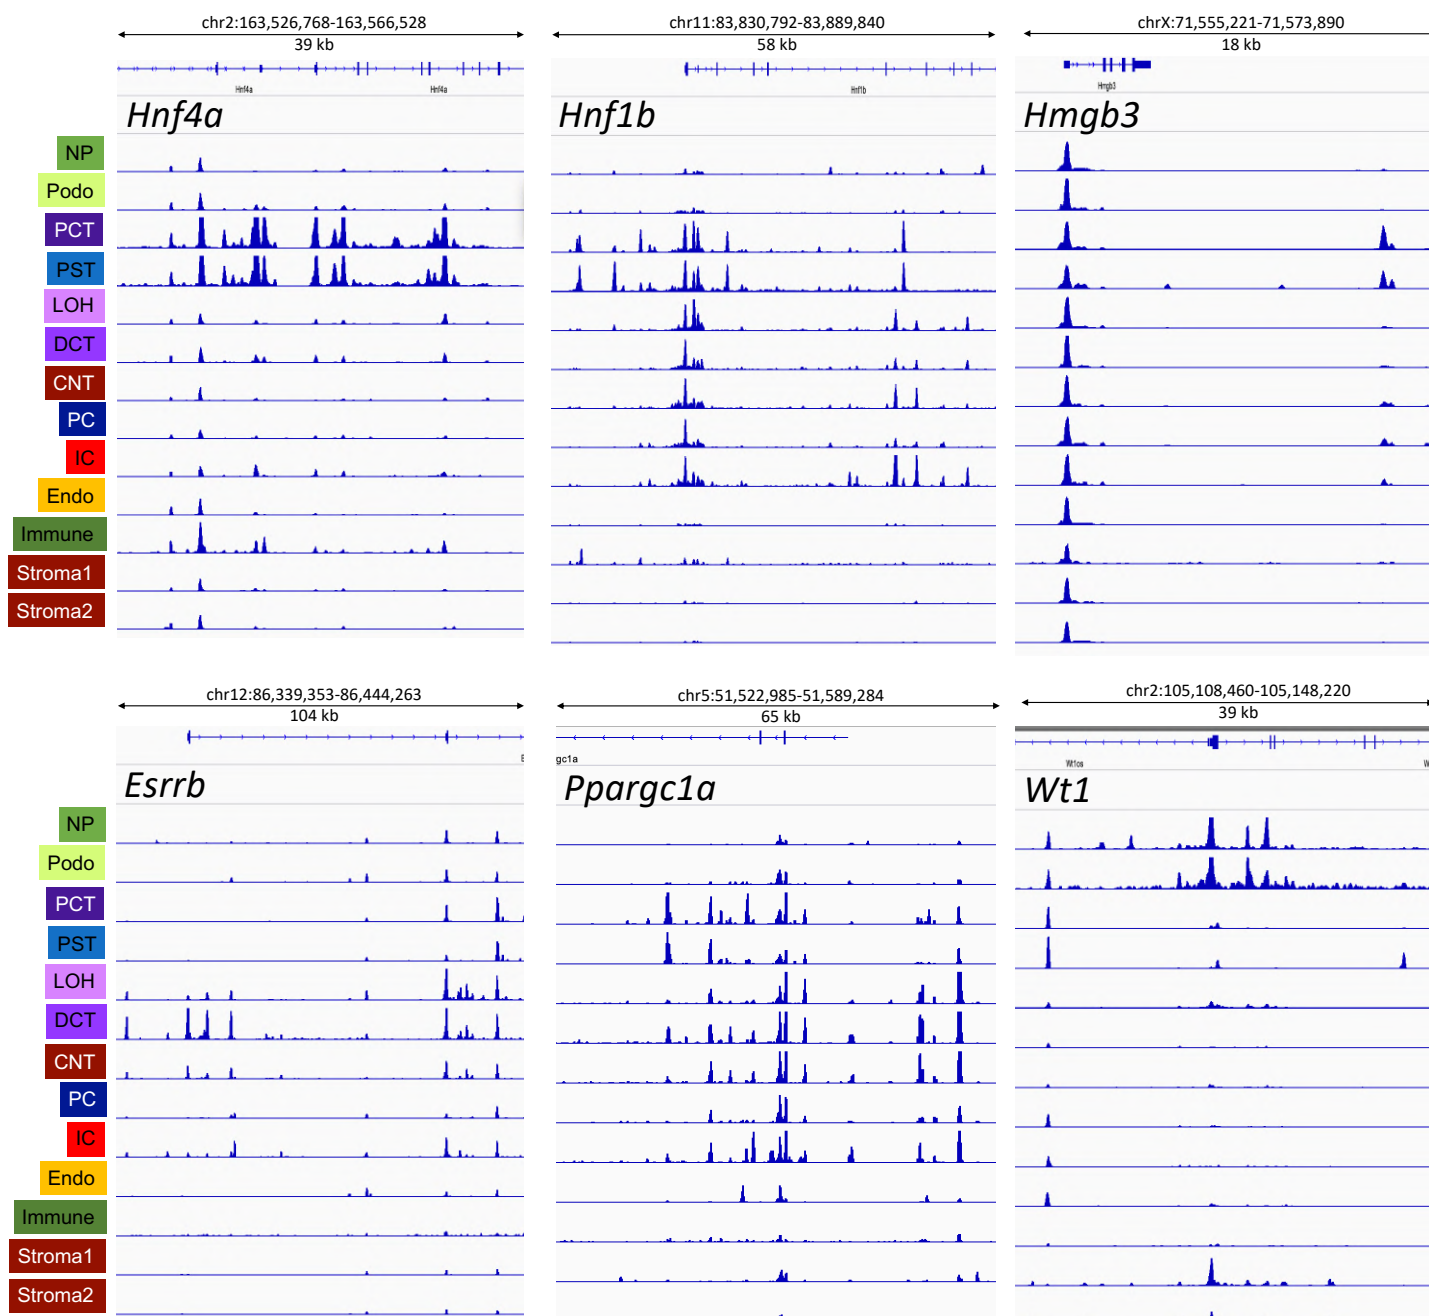

**Supplementary Figure 14. Examples of cell type-specific chromatin accessibility.**

Genome browser views of representative marker genes demonstrating cell type-specific chromatin accessibility for proximal tubule (*Hnf4a* and *Hmgb3*), several tubular segments (*Hnf1b*), loop of Henle and distal convoluted tubule (*Esrrb* and *Pparg1a*) as well as nephron progenitors and podocytes (*Wt1*).

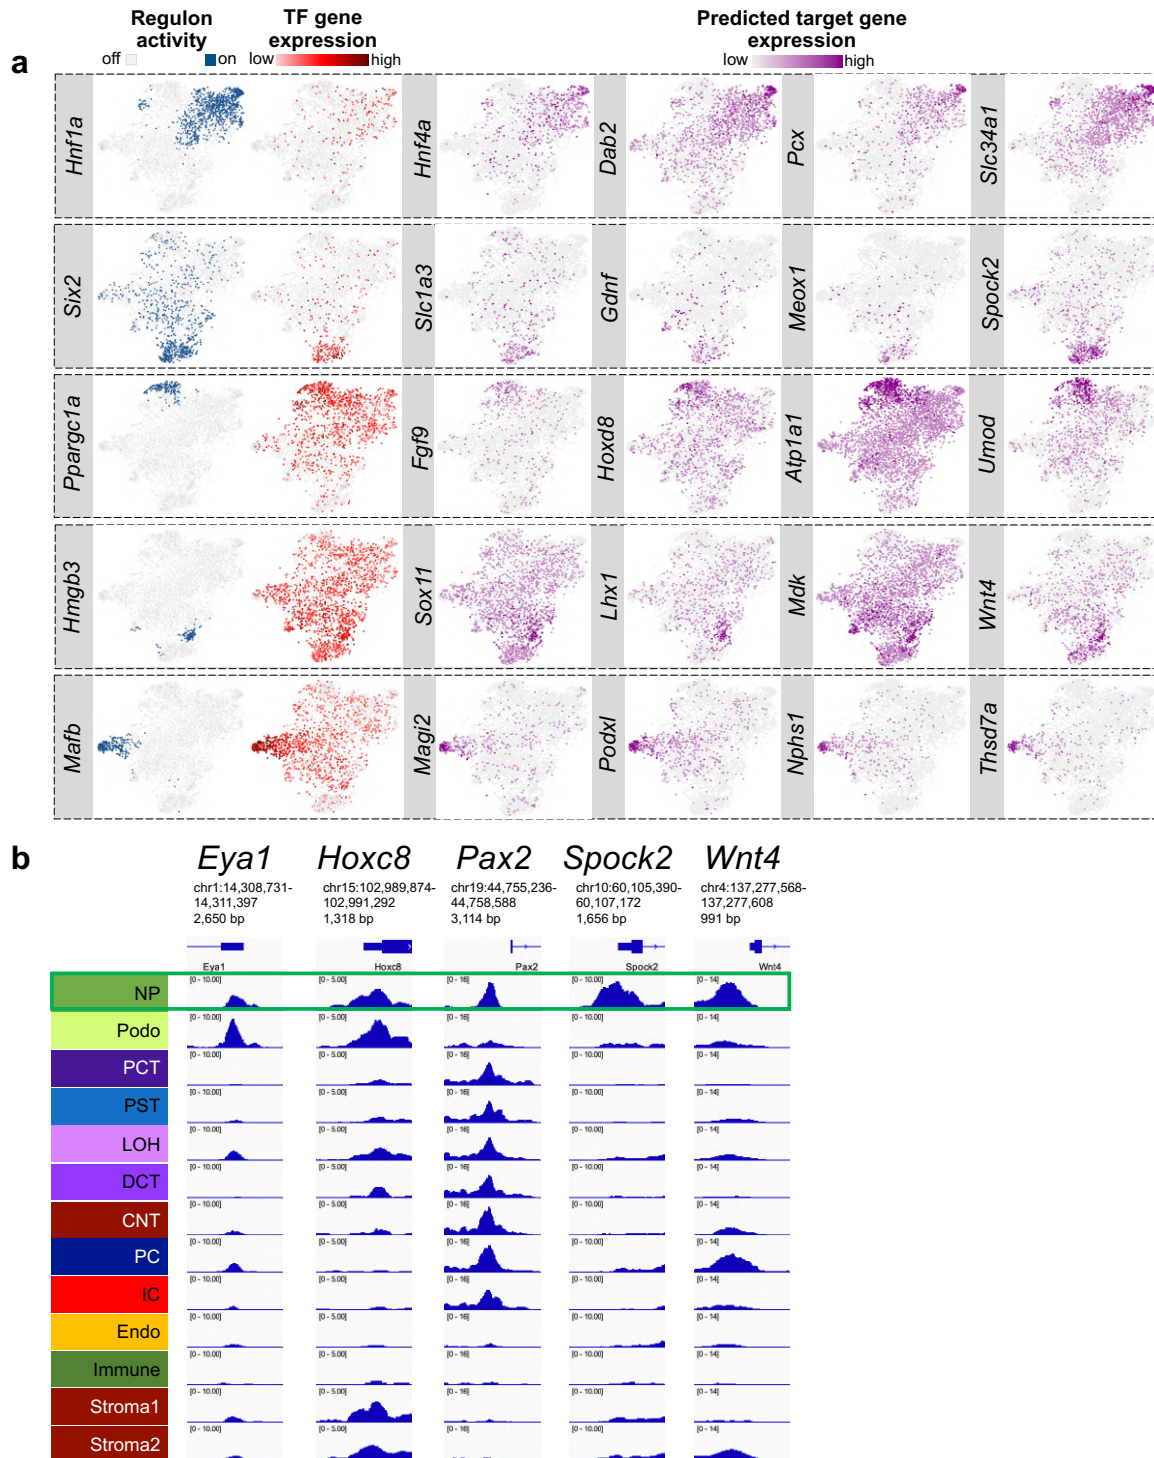

### Supplementary Figure 15. Integrative analysis of transcription factors and target genes.

(a) UMAP depiction of regulon activity (“on-blue”, “off-grey”) and RNA expression (red scale) of exemplary regulons of proximal tubule (*Hnf1a*), nephron progenitors (*Six2*), loop of Henle (*Ppargc1a*), proliferating cells (*Hmgb3*) and podocytes (*Mafk*), respectively. Exemplary target gene expression for the respective TF is shown in purple scale. (b) Cell type-specific chromatin accessibility around transcription start sites of SCENIC-predicted target genes of the *Uncx* regulon (corresponding to **Figure 2d**). Genomic location and distance measures are given at the top.

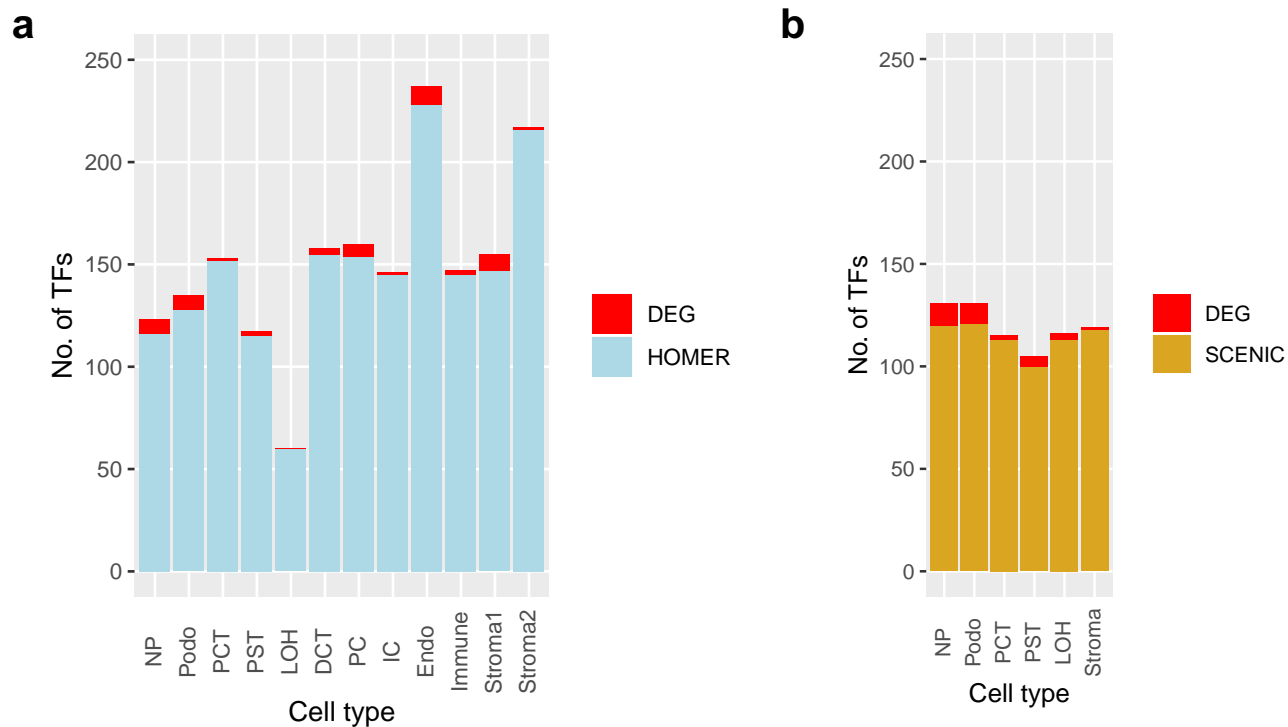

**Supplementary Figure 16. Comparison of computationally inferred cell type-specific TFs.**

Bar graphs depicting the absolute number of cell type-specific TFs reported by HOMER (a) and SCENIC (b) cis-regulatory analyses, respectively, as well as the number of TFs among DEGs from RNA expression data alone.

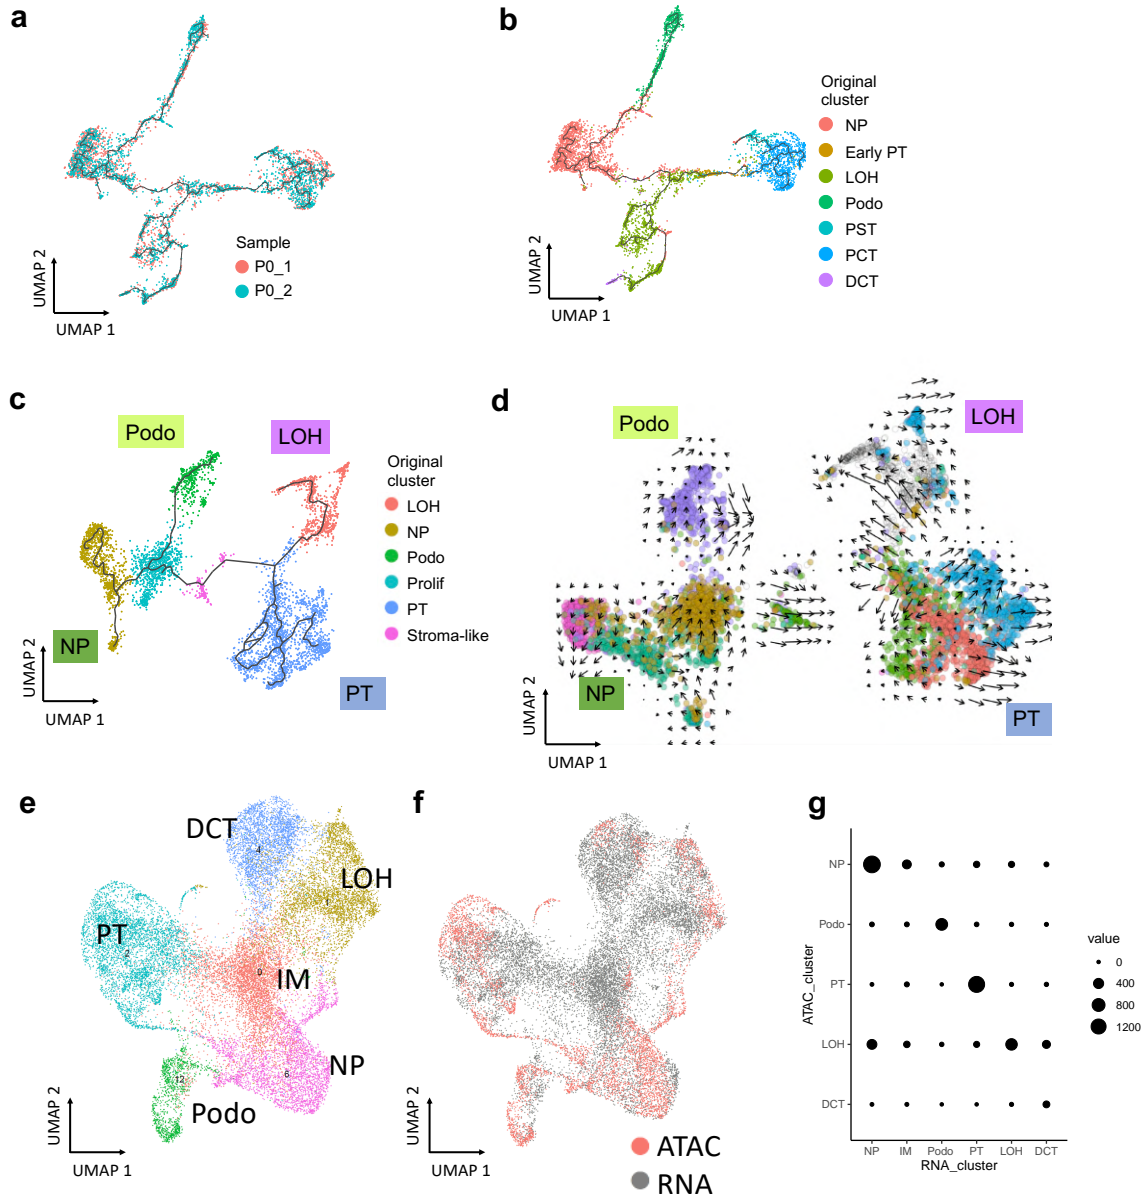

### Supplementary Figure 17. snATAC-seq and scRNA-seq cell differentiation trajectories.

(a) UMAP representation of snATAC-seq trajectory lineages of podocytes, proximal tubule and loop of Henle cells from nephron progenitors colored by 2 P0 batches. (b) UMAP representation of snATAC-seq trajectory lineages of podocytes, proximal tubule and loop of Henle cells from nephron progenitors colored by original cell type assignment as in **Figure 1b**. (c) UMAP representation of scRNA-seq trajectory lineages of podocytes, proximal tubule and loop of Henle cells from nephron progenitors colored by original cell type assignment as in **Figure 1b**. (d) UMAP representation of RNA velocity of scRNA-seq trajectory inferred by VelocytoR, colored by original cell type assignment. Each dot is one cell and each arrow represents the time derivative of the gene expression state. (e) UMAP representation of snATAC-scRNA integration results colored by cell type assignment. (f) UMAP representation of snATAC-scRNA integration results colored by technologies (snATAC=red, scRNA=grey). Podo: podocytes, PT: proximal tubule, LOH: loop of Henle, DCT: distal convoluted tubule, NP: nephron progenitors, IM: intermediate stage cells. (g) Dot plot showing snATAC-scRNA integration cell type assignment confusion matrix. Each column represents the original cell type assignment of snATAC-seq data, and each row represents the predicted cell type assignment by the integration analysis scRNA-seq data. Each dot represents the number of cells that were matched in the integrated data.

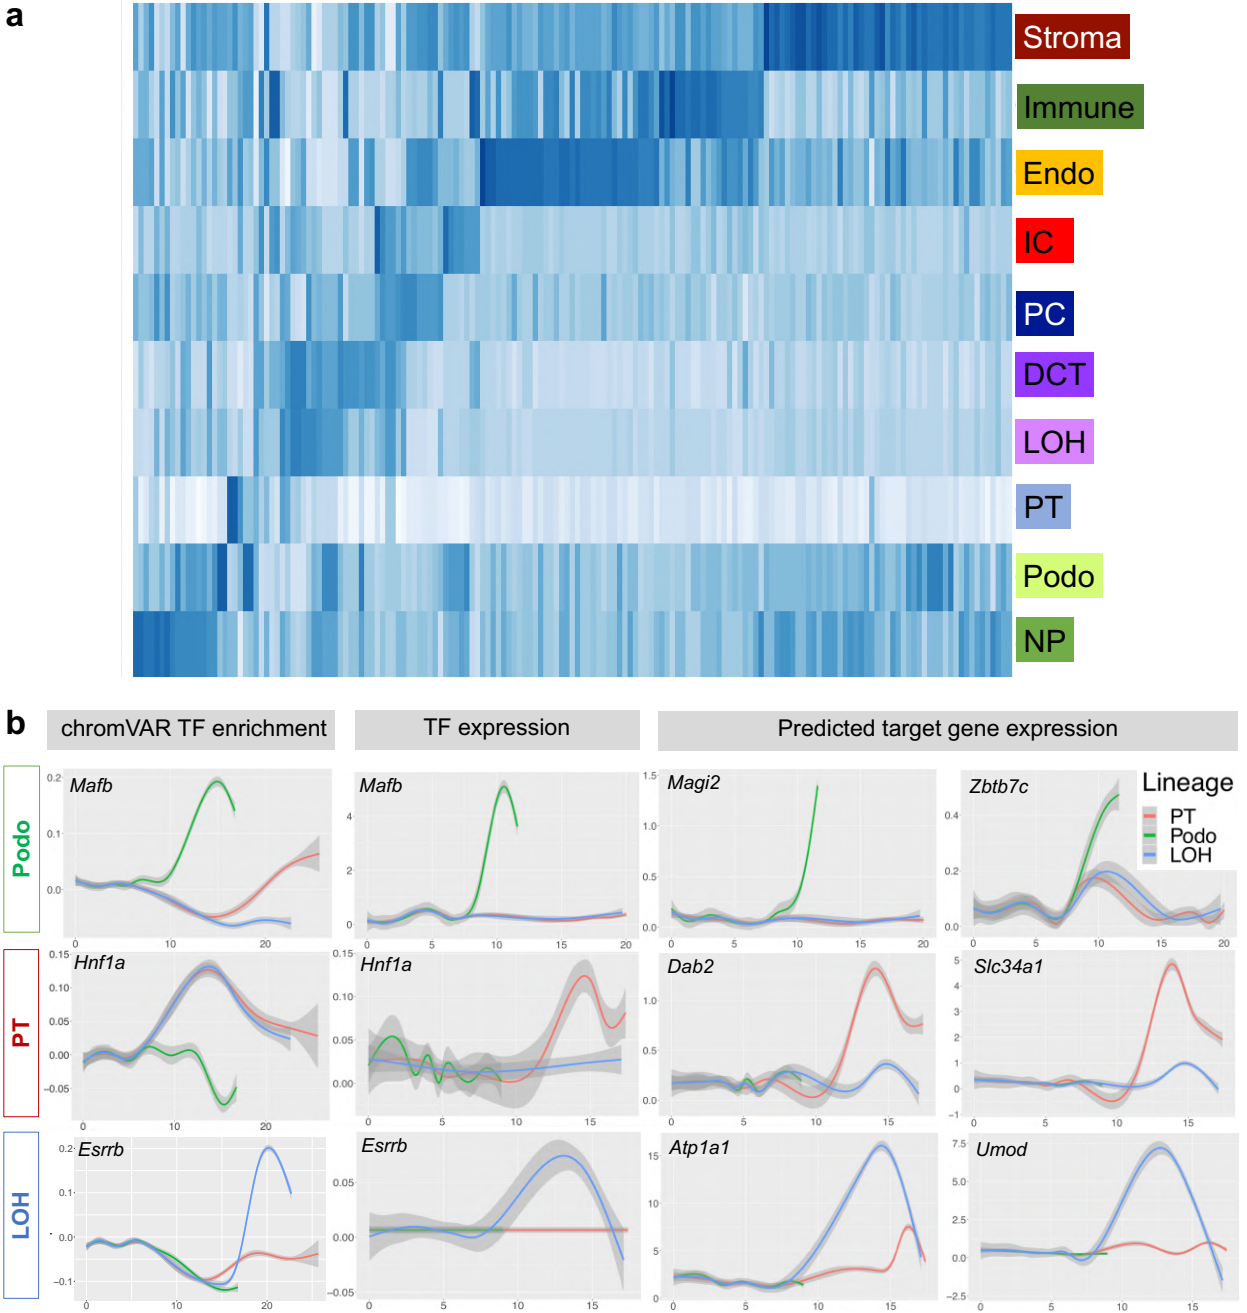

**Supplementary Figure 18. Cell type-specific dynamics of motif enrichment and transcription factor expression.**

(a) Heatmap of chromVAR enrichment results. The original data matrix is given in **Supplementary Data 9**. (b) Pseudotime-dependent chromatin accessibility and gene expression changes along the proximal tubule (red), podocytes (green) and loop of Henle (blue) cell lineages. The first column represents the dynamics of chromVAR TF enrichment score, the second column represents the dynamics of TF gene expression values, and the third and fourth column represent the dynamics of SCENIC-reported target gene expression values. Error bands denote 95% confidence intervals of local polynomial regression fitting.

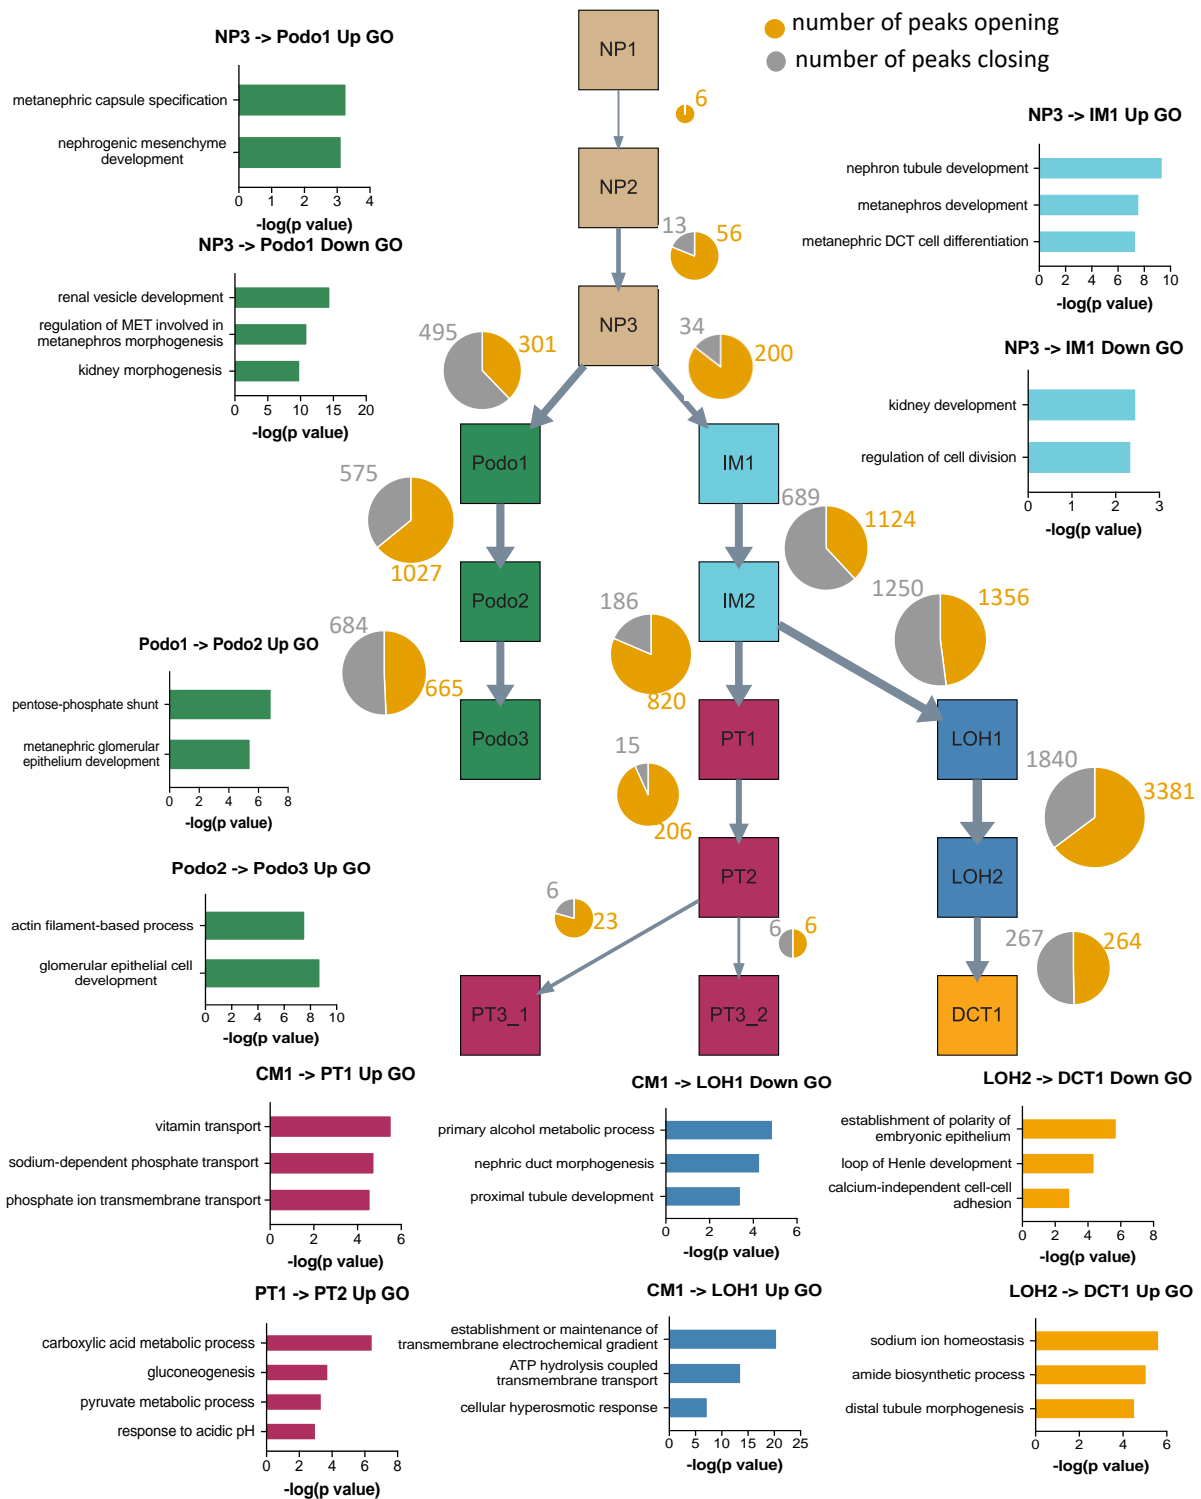

**Supplementary Figure 19. Chromatin dynamics of nephron progenitor differentiation.**

Di-graph representing cell type and lineage divergence, as derived from Cicero trajectory inference. Nephron progenitors (NP), podocytes (Podo), intermediate stage (IM), proximal tubule (PT), loop of Henle (LOH) and distal convoluted tubule (DCT) are connected with their developmental precursor stages and ordered by ascending numbering. Pie charts represent differentially assessable peaks (DAPs) between two stages, where the size of pie charts is proportional to the number of DAPs, orange color represents the number of open peaks, grey color the number of closed peaks. Bar graphs depict gene ontology (GO) term analysis of genes nearby DAPs derived from GREAT analysis (full list in **Supplementary Data 13**).

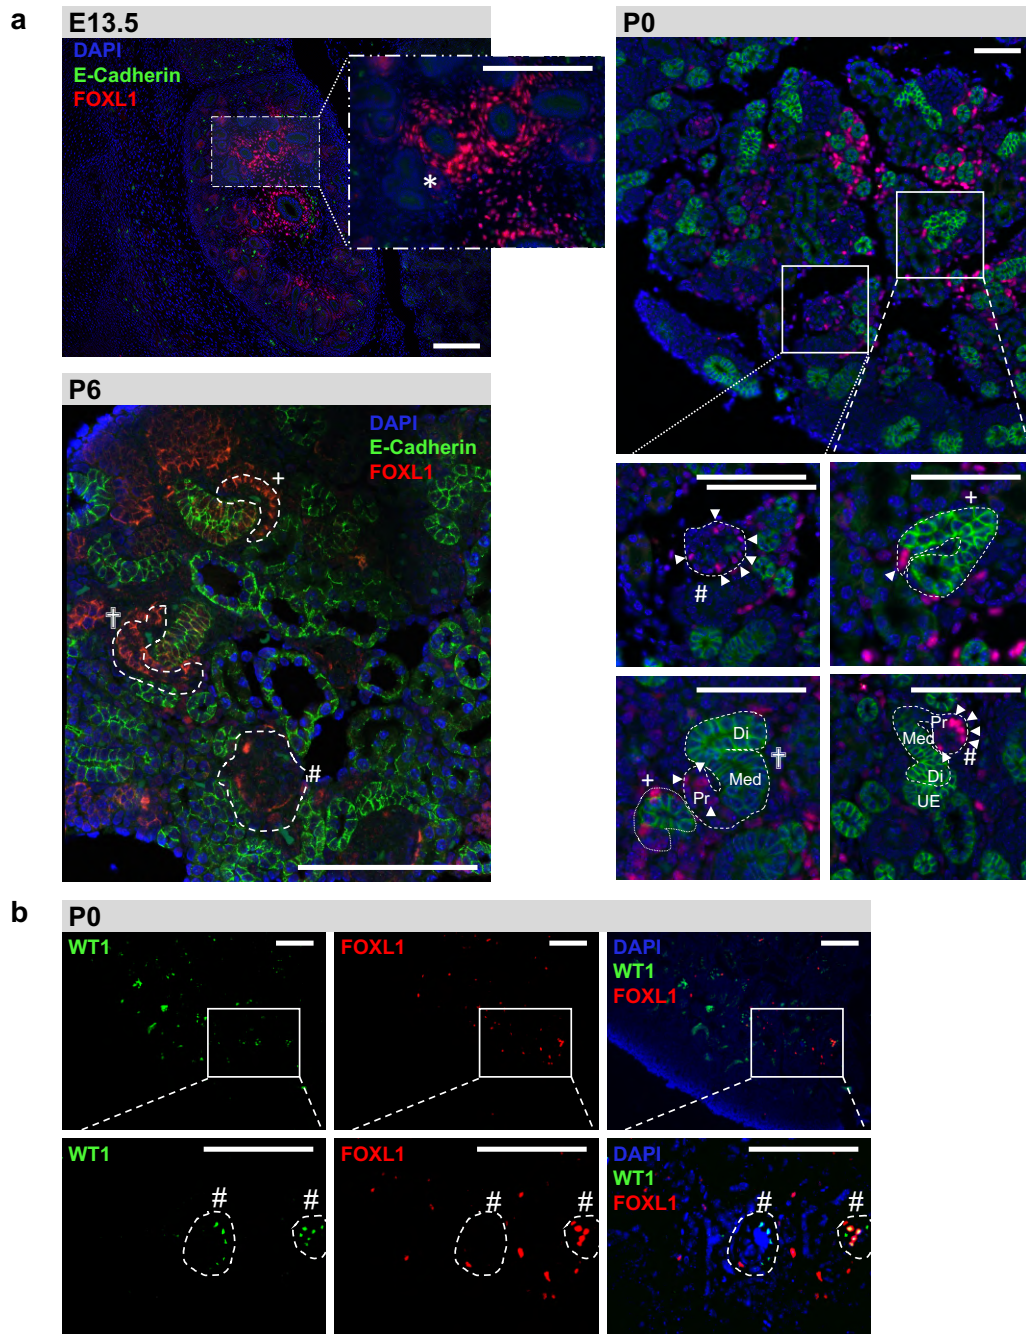

**Supplementary Figure 20. FOXL1 protein expression during kidney development.**

(a) Immunofluorescence staining of fetal mouse kidney. Upper left panel and insert denote E13.5 stage, right panel denotes P0, lower left panel denotes P6 mouse. Blue staining represents nuclei (DAPI), green staining represents tubular epithelium (E-Cadherin) and red staining represents progenitor cells (FOXL1) along a developmental trajectory from early progenitor stage (asterisk) over comma-shaped (+) and S-shaped bodies (cross) towards podocytes within glomeruli (#). Arrowheads denote FOXL1 positive cells in P0. Pr, proximal part of S-shaped body; Med, medial part of S-shaped body; Di, distal part of S-shaped body; UE, ureteric epithelium. Images are representative of 3 independent experiments; scale bar = 50  $\mu$ m. (b) Immunofluorescence staining of P0 mouse kidney confirming a nuclear pattern of FOXL1 expression (red) co-localizing with WT1 expression (green) as a surrogate marker for podocytes. Merged images with nuclear staining represented by DAPI are on the right. Dashed lines in zoom-in versions marked # represent glomeruli. Images are representative of 3 independent experiments; scale bar = 50  $\mu$ m.

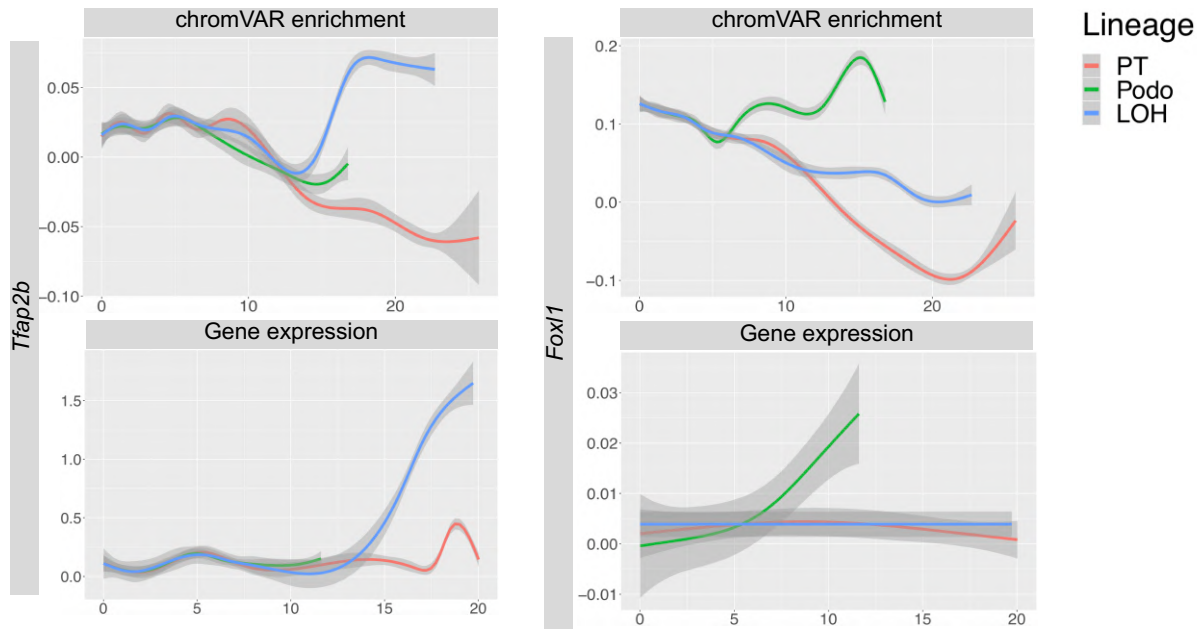

**Supplementary Figure 21. *Foxl1* and *Tfp2b* expression and chromVAR enrichment along the developmental lineages.**

Pseudotime-dependent chromatin accessibility and gene expression changes along the proximal tubule (red), podocytes (green) and loop of Henle (LOH, blue) cell lineages for important bifurcation TFs in the podocyte (*Foxl1*) and distal tubule (*Tfp2b*) lineage. Error bands denote 95% confidence intervals of local polynomial regression fitting.

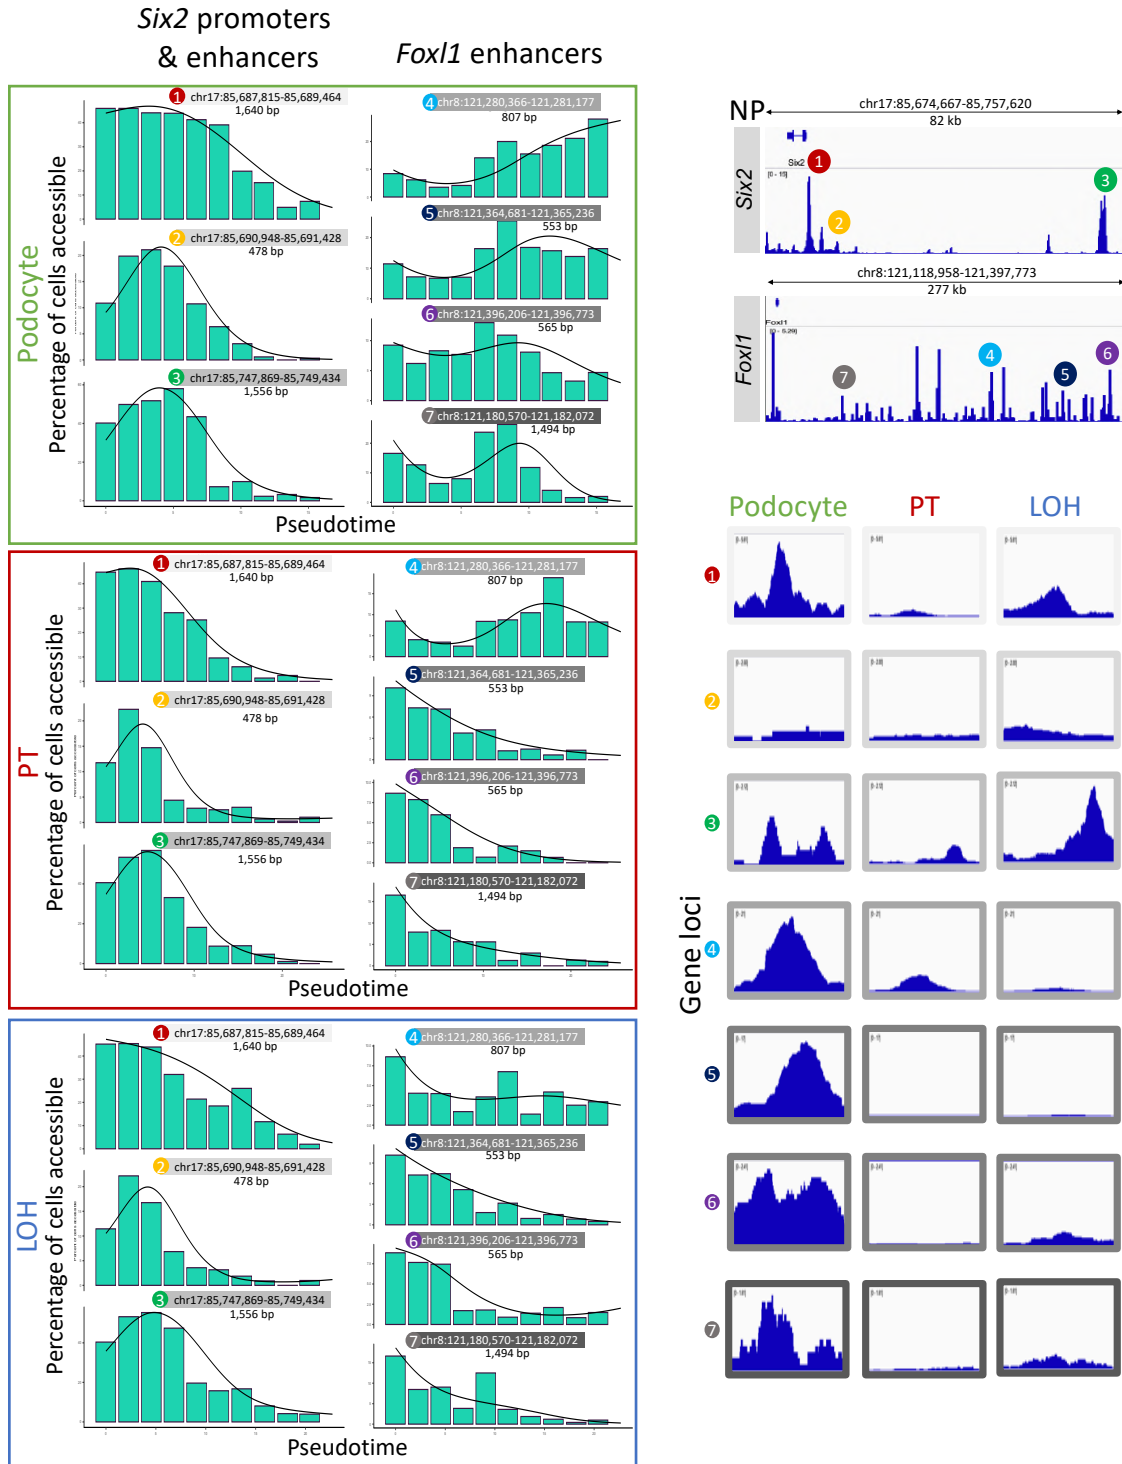

**Supplementary Figure 22. Chromatin accessibility of *Six2* promoters and enhancers as well as putative *Foxl1* enhancers.**

Bar graphs denote the percentage of cells with accessible chromatin of several *Six2* promoters and enhancers (gene loci numbered 1-3) as well as putative *Foxl1* enhancers (gene loci numbered 4-7) along pseudotime. Exact gene loci of enhancers and promoters are given above each respective graph. Changes along pseudotime are depicted for 3 lineages from nephron progenitors (NP) to podocytes, proximal tubule (PT) and loop of Henle (LOH) cells, respectively. The right upper subpanel depicts the genome browser overview of chromatin accessibility for the NP and therefore corresponds to the first bar in graphs on the left. The right lower subpanel depicts zoom-in versions of the 7 loci for all 3 lineages.

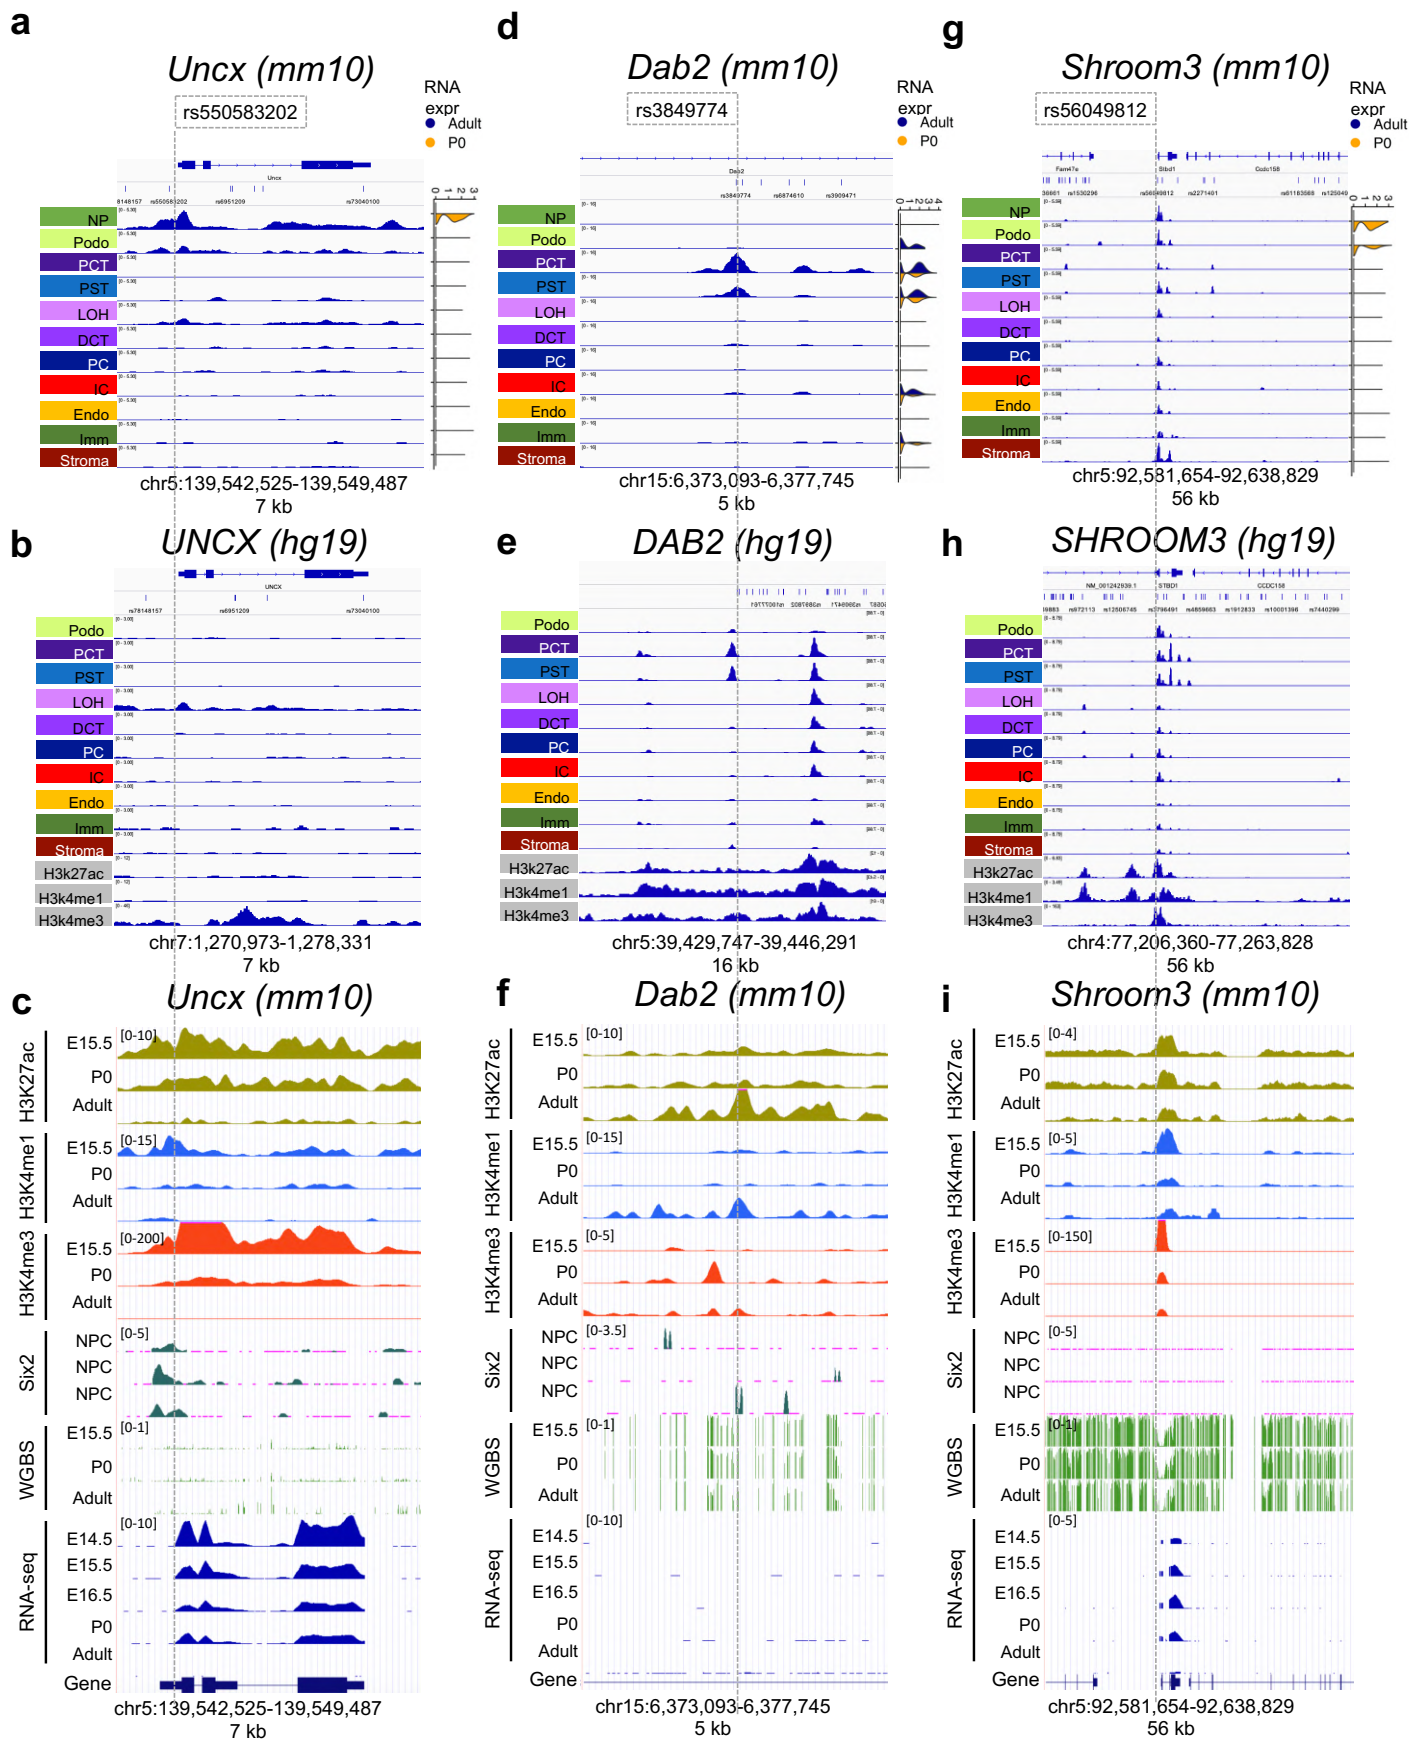

**Supplementary Figure 23. Single cell level chromatin accessibility highlighted human kidney GWAS target genes and cell types.**

Open chromatin and co-accessibility view at alternative, more zoomed-in scales to those shown in **Figure 6**.

(a, d, g) Genome browser view of *Shroom3*, *Dab2* and *Uncx* loci; from top to bottom: mouse orthologue of eGFR GWAS significant SNPs (after lift-over) mouse kidney single nuclei chromatin accessibility for nephron progenitors (NP), podocytes (Podo), proximal convoluted and straight tubules (PCT and PST), loop of Henle (LOH), distal convoluted tubule (DCT), collecting duct intercalated cells (IC), collecting duct principal cell types (PC), endothelial cells (Endo), immune cells (Immune) and stromal cells (Stroma). Data range in all tracks is set to the same scale. Examples of cell type-specific accessible chromatin overlapped with significant SNPs are highlighted with dashed lines. Right subpanel shows violin plots of cell type-specific gene expression in P0 (orange) and adult (blue) kidneys in the scRNA-seq dataset. (b, e, h) Corresponding genome browser views in adult human (hg19) kidney snATAC-seq data; from top to bottom: eGFR GWAS significant SNPs, adult human kidney single nuclei chromatin accessible landscape, whole kidney H3K27ac, H3K4me1 and H3K4me3 ChIP-seq tracks. The genomic location in human was matched to the mouse orthologue. Note that for *DAB2* (f), the image was mirrored to facilitate comparison along genomic read direction. (c, f, i) Whole mouse kidney epigenomics tracks from E14.5, E15.5, E16.5, P0 and adult mice. From top to bottom: H3K27ac, H3K4me1, H3K4me3, and Six2 ChIP-seq; whole genome bisulfate sequencing (WGBS); and bulk RNA-seq. The bottom Refseq visualization corresponds to the Refseq track at the top in (a, d, g), respectively. Six2 binding signal in nephron progenitor cells.

# Supplementary material for: Single cell regulatory landscape of the mouse kidney highlights cellular differentiation programs and disease targets
**Source:** Nat Commun. 2021 Apr 15;12:2277. doi: 10.1038/s41467-021-22266-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Quality control and metadata information of scRNA-seq data.

File Name: Supplementary Data 2

Description: Cell type marker genes derived from scRNA-seq analysis & marker genes used for annotation.

File Name: Supplementary Data 3

Description: DEG in scRNA-seq data after ambient RNA cleaning.

File Name: Supplementary Data 4

Description: DEG in scRNA-seq data of stroma subclusters.

File Name: Supplementary Data 5

Description: Cell type-specific open chromatin derived from snATAC-seq analysis.

File Name: Supplementary Data 6

Description: Cell type-specific motif enrichment.

File Name: Supplementary Data 7

Description: Regulons and respective target genes inferred by SCENIC.

File Name: Supplementary Data 8

Description: Scaled and binarized regulon activities in each cell type inferred by SCENIC.

File Name: Supplementary Data 9

Description: ChromVAR cell-TF enrichment score matrix.

File Name: Supplementary Data 10

Description: DEG along pseudotime in distinct lineages in scRNA-seq data.

File Name: Supplementary Data 11

Description: Differentially accessible peaks along pseudotime in distinct lineages in snATAC-seq data.

File Name: Supplementary Data 12

Description: Nearest genes of differentially accessible peaks along pseudotime in distinct lineages in snATAC-seq data.

File Name: Supplementary Data 13

Description: GO enrichment of differentially accessible peaks along pseudotime in distinct lineages inferred by GREAT analysis.

File Name: Supplementary Data 14

Description: Nearest genes of differentially accessible peaks at bifurcation events along pseudotime in distinct lineages inferred by GREAT analysis.

File Name: Supplementary Data 15

Description: Proportion of cells in each cell type with accessible chromatin overlapped with kidney disease-associated SNPs.

File Name: Supplementary Data 16

Description: Material Table

How the deposited data were processed for this re-analysis (not part of the article)

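Nuclei of whole mouse kidneys were profiled by snATAC-seq in 2 samples at P0, 1 at P21 and 2 at P56, and dissociated cells by scRNA-seq in 1 library at P0 and 1 from adult kidney. Per the methods, the authors aligned the snATAC-seq reads to mm10 with Cell Ranger ATAC, kept barcodes by their fragments, mitochondrial share and promoter ratio, clustered nuclei with SnapATAC and Harmony, and named the clusters from marker genes. The counts used here were made from the matrix as deposited, which the authors binarized, with 1 for a nucleus that has a fragment in a peak; it was not scaled for depth. The peak list gives positions in bp in place of a score, and the authors made it with MACS2 on pooled nuclei of each cell type and merged the peaks. The scRNA-seq files hold the stage and cluster of each cell, which the authors made with Cell Ranger, Seurat and Harmony.

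Nuclei were mapped to samples by the sample names of the metadata, in the order of the matrix. Sums of open calls per sample and cell type, with at least 20 nuclei each, were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1 (filterByExpr with a minimum count of 10 and a minimum total of 15, TMM, quasi-likelihood test, BH at 0.05), and with DESeq2 1.42.0 as an alternative. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. Gene activity was summed over the gene body and 2 kb upstream in GENCODE M21. Motif sequences were searched in the central 300 bp of peaks on the numbered chromosomes, X and Y. The variant table of the paper gives no mouse coordinates, so its peaks were matched by their 13 pooled shares. The tests were tried on simulated data with 200 changed peaks, drawn from the mean of each peak, the depth of each sum and a common spread. That spread was estimated without the sample block. The recovered shares describe the simulated data and do not measure the power of the real tests. Of the 4-fold changes, 69% were recovered between nephron progenitors and podocytes at P0, 67.5% between P0 and adult PCT, and 78% between P0 and adult immune cells, where 16 of 172 calls were false.

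Depth differed between samples, from 16980853 open calls in the P21 sample to 43794155 in a P56 sample. Nuclei with fewer than 1000 open peaks, 183 and 128 in the P0 samples and 166, 257 and 77 in the adult ones, were left out of thinning. Sums near the minimum count of 10 carry a large counting error, so shares of rare clusters are imprecise. The P21 and P56 samples formed the adult group, and stages were compared in 2 against 3 samples by exact permutation for shares and by edgeR for peaks. Barcodes with 2 nuclei or cells were not searched for within the 13 cell types or the scRNA-seq cells. Some of the genes and motifs tested are not reported here by name. The choices of tests, groups and most alternatives were made before the data were examined. The alternatives were DESeq2, its size factors, no filter, a minimum of 50 nuclei, no replicate block, Fisher's exact test over nuclei, BH within each pairwise test, thinning to 1000 open peaks, each sample left out in turn, other denominators, promoters of 2 kb, promoters first, whole peaks for motifs and a wider match of pooled shares. Named genes are those that the results text names at a sentence with a passage and the loci with printed coordinates. The bulk ATAC-seq, trajectories, co-accessibility and human data were not analysed here, and the plotted embeddings were not used.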

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

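The tests of depth at the named loci and of barcodes with 2 nuclei were chosen only after the results were seen. Loci are listed where the named cell type led the next highest one in every sample of one stage and trailed in every sample of the other, and clusters where nuclei lie outside the 13 cell types of the paper. The differences between stages were not tested.

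Of 41 named loci, 8 changed their leading cell type between stages. In percentage points over the next cell type, loop of Henle at the Umod start had 6.60 in the adult samples and -5.48 at P0, distal convoluted tubule at Pvalb 2.93 and -3.14, and endothelial cells at Egfl7 3.06 and -4.72. Nephron progenitors had -2.81 and 24.8 at the Six2 promoter, -0.787 and 8.78 at its proximal element, -1.41 and 31.1 at its distal enhancer, -7.79 and 2.61 at Eya1 and -1.13 and 5.85 at the peak of the variant near Uncx. Nuclei have more open peaks at P0 than in the adult. With nuclei thinned to 1000 open peaks and the 811 with fewer left out, 6 of the 8 loci still changed, which argues against a difference in depth between P0 and adult nuclei for those 6. The 2 others, Egfl7 and Eya1, no longer changed, and there a difference in depth between P0 and adult nuclei cannot be told apart from the stage, since these 2 loci were set by the outcome of the test. Age stays open for all 8 and was not tested.

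The nephron progenitor cluster of adult kidneys holds 195 nuclei. Their share of open calls on 2906 peaks specific to P0 nephron progenitors was 0.687%, 0.818% and 0.773% in the 3 adult samples, above the highest other adult cell type of the 13 (0.522%, 0.619% and 0.473%) and far below P0 nephron progenitors (5.86% and 5.58%). The cluster named NP_LOH, outside the 13, had 0.716%, 0.929% and 0.824%, more than this cluster in each of the 3 samples. On a scale from the median of the other adult cell types at 0 to P0 nephron progenitors at 1, they lie at 0.0715. Nuclei of other cell types assigned to this cluster cannot be told apart from progenitors that lost these peaks with age, because the adult samples offer no independent mark of a progenitor.

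A cluster named NP_LOH holds 218 nuclei, all but 1 of them adult. Its adult nuclei had a median of 2939 open peaks, below adult nephron progenitors (4364) and adult loop of Henle (3271), which argues against 2 nuclei under one barcode. A cluster named PT_out holds 446 nuclei, with a median of 6320 open peaks in the adult samples. This lies between adult PCT (5398) and PST (7750), so 2 nuclei under one barcode cannot be told apart from single proximal tubule nuclei. No biological explanation was tested for these clusters.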

How the results depend on the processing

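Tests with the P0 or the adult samples alone, with 1 mismatch or with the Fisher peaks for motifs, with other minimum shares for open peaks and with equal numbers of nuclei were chosen after the results were seen. DESeq2 for the cell type-specific peaks was chosen before, and run after the other values had been seen. Where a value moved, the cause was not tested. Thinning was not run for distal convoluted tubule.

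The 11159 cell type-specific peaks became 8239 with DESeq2, 32358 with no filter, 18062 with a minimum of 50 nuclei, 5695 with no replicate block, 17196 with BH within each pairwise test, 109667 with Fisher's exact test over nuclei and 26912 in the P0 samples alone. Without each sample in turn the count ranged from 6833, without P0 sample 2, to 11352, without P21 sample 1.

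With DESeq2 the calls at P0 fell to 14892 from nephron progenitors to podocytes, 35206 to loop of Henle and 38696 between PCT and loop of Henle. The closing share reversed with DESeq2 to 40.6% for podocytes and to 48.1% for PCT, and the share lower in loop of Henle than in PCT was 58.7%. With DESeq2's size factors it was 52.9% for podocytes and 50.8% between PCT and loop of Henle, and with no replicate block 53.2% and 50.9%. With no filter it was 66.5% for podocytes, 53.6% for PCT, 55.9% for loop of Henle and 53.9% between PCT and loop of Henle. Thinning to 1000 open peaks left 4653, 11915, 6131 and 5328 calls in these 4 comparisons, of which 58.5%, 47.6% (reversed), 57.1% and 64.2% were lower in the second cell type. After thinning, the log2 fold change of Efnb2 between nephron progenitors and podocytes was -0.022, reversed.

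The 165953 peaks that differ between P0 and adult, summed over cell types, became 102580 with DESeq2, 304187 with no filter and 1765 with equal numbers of nuclei, and ranged from 63503, without P0 sample 1, to 234711, without P56 sample 1, with 73186 without P0 sample 2. Where leaving out a sample left 1 at P0, that sample was assumed to vary like the adult ones. The labels of the P0 and P56 samples share replicate numbers, and nothing shows that they pair. With the replicate block there were 214891 peaks over these 4 samples and 223217 without it, and the correlation of deviations between samples of one number had a median of 0.0628 over the cell types (-0.024 to 0.155).

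The share of promoters and 5'-UTRs was 3.40% with 2 kb and 22.2% with promoters first. Of the 18 motif pairs, 8 were higher past the threshold with 1 mismatch and 10 in the Fisher peaks, against 5. The difference in percentage points, negative without mismatches, reversed and passed the threshold for Ppara with 1 mismatch (0.767) and in the Fisher peaks for Ppara (0.0304), Six2 (0.750), Esrrb (1.39) and Elf5 (0.564). It changed sign short of the threshold for Ppara and Elf5 with the whole peak, Hoxc9, Esrrb and Elf5 with 1 mismatch, and Hoxc9 and Foxa1 in the Fisher peaks, where Nr2f2 went from positive to negative. Batf lost the threshold in all 3 settings.

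Over the results that answer a comparison, 53 values under alternatives stayed within the spread between samples or within 1.5 times the count, 35 moved and 3 reversed. Among single genes, loci and cell types 825 stayed, 268 moved, 6 reversed, 19 lost the threshold and 7 passed it only under the alternative.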

Differences from the paper's values

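The paper's count of cell type-specific peaks is 60684, from tests over nuclei, and the count over samples is 11159. All alternatives set before the data were examined also differ from the paper's count, from 5695 with no replicate block to 109667 with Fisher's exact test over nuclei; the nearest was 32358 with no filter. The P0 samples alone, chosen after seeing the values, gave 26912.

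The paper names overlap between the peaks of loop of Henle and distal convoluted tubule. These shared 1 peak by edgeR, and 7 in the adult samples alone, chosen after seeing the values. Both had to exceed every other cell type, in a test that called 20 peaks for loop of Henle and 3 for distal convoluted tubule. Pairs were not counted with Fisher's exact test over nuclei, the paper's test, so the small count does not decide against the overlap. The paper describes a limited immune repertoire in nuclei; immune shares were 6.49% of cells and 1.35% of nuclei at P0, and 1.27% and 1.37% in the adult kidney.

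The paper limits the peak near Uncx to nephron progenitors; at P0 it was open in 12.7% of these and 6.68% of loop of Henle nuclei, and Fisher's exact test over nuclei called it for nephron progenitors.

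The paper's statements on the genes below come from differing peaks near the genes, between stages or branches of pseudotime. The values here are gene activity over the gene body and 2 kb upstream, in whole annotated cell types. They leave out distal peaks beyond that range, so they do not test the paper's peaks. The paper gives a decrease of Jag1 and Heyl in loop of Henle. From nephron progenitors Heyl fell by 0.91 on the log2 scale and Jag1 changed by -0.085, not past the threshold of edgeR or DESeq2, and both were higher in loop of Henle than in PCT, by 0.54 and 0.27. The paper names Gpat2 among genes that open in proximal tubule; its log2 fold change from nephron progenitors to PCT was 0.32, not past the threshold under any setting run, and from PCT to loop of Henle -0.56, past it with edgeR. The paper names Cited4 in loop of Henle and distal convoluted tubule; against PCT its log2 fold change was 0.26 in distal convoluted tubule, not past the threshold under any setting run, and 0.28 in loop of Henle, past it with edgeR.

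Of the 18 motif pairs that the paper names, 5 were higher in their own peaks past the threshold. Six2, Hnf4a, Ppara, Esrrb, Elf5 and Erg were also called in the peaks of Fisher's exact test over nuclei, and Hnf4a, Ppara, Erg and Nr2f2 with 1 mismatch, both settings chosen after seeing the values. Erg and Nr2f2 passed it with the whole peak, and Batf, one of the 5, passed it in none of these 3 settings.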

Other observations

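The predictions of the tests in this part were written before the values they measure were seen, and the draw of equal numbers of nuclei was added after other values had been seen.

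More peaks closed than opened from nephron progenitors to podocytes at P0, and podocytes have fewer open peaks per nucleus. After thinning, 58.5% of the calls were closing, but the normalization centres the changes before and after thinning, so fewer open peaks per nucleus in podocytes cannot be told apart from a closing of peaks. The balance also depends on the tool, since DESeq2 gave 40.6%, and no cause is proposed.

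With the filter on low counts and all samples, loop of Henle had the most peaks that differ between P0 and adult. There 26832 were lower and 21929 higher in the adult. Immune cells had the fewest, with 3 and 6. Neither place was kept throughout. Without P56 sample 2, stroma 2 had the most, with 38811 against 36406 in loop of Henle. Immune cells were not lowest without P0 sample 1 or without P0 sample 2, where a single P0 sample remained. Without the filter nephron progenitors had the most, with 60058 against 57225 in loop of Henle, and principal cells the fewest. In loop of Henle the total was 24521 without P0 sample 1 and 27335 without P0 sample 2, and in immune cells 240 without P56 sample 1, 4 and 1 without P0 sample 2 or 1 and 0 without either of the other samples. In intercalated cells edgeR called 0 peaks lower and 16 higher, with 1570 peaks at an unadjusted p under 0.05 and 0 calls by DESeq2 (696 unadjusted). In these cells the total was 0 without P0 sample 1 or P21 sample 1, 2 without P0 sample 2, 28 without P56 sample 2 and 462 without P56 sample 1. With 39 nuclei per sample and cell type, the counts ranged from 0 in intercalated, endothelial and immune cells (285, 72 and 141 unadjusted in edgeR; DESeq2 was not run on this draw) to 643 in nephron progenitors. Counts that stay this far apart argue against the number of nuclei per cell type as the whole cause of the differences, while the rank correlation of 0.337 with the counts from all nuclei shows that the order was not kept. Depth per nucleus and a different response of the cell types to age remain open.

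With cell type labels shuffled within samples, 1 of 100 splits, the real one, gave as many specific peaks as the real labels (306 of 2000 peaks drawn), and the most in any other was 0. The cell types were defined by clustering the same nuclei, so shuffled labels were bound to give few, and chance cannot be excluded by this count.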
